# The landscape of cancer-associated fibroblasts in colorectal cancer liver metastases

**DOI:** 10.7150/thno.72853

**Published:** 2022-10-31

**Authors:** Ambre Giguelay, Evgenia Turtoi, Lakhdar Khelaf, Guillaume Tosato, Ikrame Dadi, Tommy Chastel, Marie-Alix Poul, Marine Pratlong, Stefan Nicolescu, Dany Severac, Antoine Adenis, Olivia Sgarbura, Sébastien Carrère, Philippe Rouanet, François Quenet, Marc Ychou, Didier Pourquier, Pierre-Emmanuel Colombo, Andrei Turtoi, Jacques Colinge

**Keywords:** single-cell, tumor microenvironment, CAF, liver metastasis, LTBP2.

## Abstract

**Rationale:** Patients with colorectal cancer die mainly due to liver metastases (CRC-LM). Although the tumor microenvironment (TME) plays an important role in tumor development and therapeutic response, our understanding of the individual TME components, especially cancer-associated fibroblasts (CAFs), remains limited.

**Methods:** We analyzed CRC-LM CAFs and cancer cells by single-cell transcriptomics and used bioinformatics for data analysis and integration with related available single-cell and bulk transcriptomic datasets. We validated key findings by RT-qPCR, western blotting, and immunofluorescence.

**Results:** By single-cell transcriptomic analysis of 4,397 CAFs from six CRC-LM samples, we identified two main CAF populations, contractile CAFs and extracellular matrix (ECM)-remodeling/pro-angiogenic CAFs, and four subpopulations with distinct phenotypes. We found that ECM-remodeling/pro-angiogenic CAFs derive from portal resident fibroblasts. They associate with areas of strong desmoplastic reaction and Wnt signaling in low-proliferating tumor cells engulfed in a stiff extracellular matrix. By integrating public single-cell primary liver tumor data, we propose a model to explain how different liver malignancies recruit CAFs of different origins to this organ. Lastly, we found that LTBP2 plays an important role in modulating collagen biosynthesis, ECM organization, and adhesion pathways. We developed fully human antibodies against LTBP2 that depleted LTBP2+ CAFs *in vitro*.

**Conclusion:** This study complements recent reports on CRC-LM CAF heterogeneity at the single-cell resolution. The number of sequenced CAFs was more than one order of magnitude larger compared to existing data. LTBP2 targeting by antibodies might create opportunities to deplete ECM-remodeling CAFs in CRC-LMs. This might be combined with other therapies, e.g., anti-angiogenic compounds as already done in CRC. Moreover, we showed that in intrahepatic cholangiocarcinoma, in which ECM-remodeling CAF proportion is similar to that of CRC-LM, several genes expressed by ECM-remodeling CAFs, such as *LTBP2*, were associated with survival.

## Introduction

Metastases account for >90% of cancer-related deaths worldwide. Liver is a dissemination hub for the deadliest malignancies, including colorectal, breast, lung and pancreatic cancer. More than 50% of patients with advanced colorectal cancer (CRC) develop liver metastases (CRC-LM) within five years after the primary tumor resection. Only one third of these patients are operable, and the others are managed with systemic chemotherapy 1, 2 with or without targeted therapy. In most cases, this leads to tumor resistance and progression. Consequently, the survival of patients with CRC-LM rarely exceeds five years.

The tumor microenvironment (TME) of solid tumors offers promising opportunities for cancer treatment 3. The success of immune checkpoint inhibitors (ICIs), *e.g.*, PD-L1 blockade, demonstrates that disruption of the cellular crosstalk between cancer cells and the TME can lead to therapeutic success. However, only a minority of patients benefit from ICIs, especially in CRC 4, indicating that more studies are needed. Cancer-associated fibroblasts (CAFs) are among the most abundant and versatile components of the tumor stroma. They are implicated in all the hallmarks of cancer 5, and growing evidence suggests that CAFs display tumor suppressive and also tumor promoting functions 6. Recent single-cell studies in primary breast tumors strengthened the long-held suspicion that CAFs do not have a unique phenotype within a single tumor 7,8. Some CAF populations may display immunosuppressive properties, but not others. In addition to their phenotypic heterogeneity, CAFs can originate from multiple sources besides tissue-resident fibroblasts 9. In liver, there are two obvious physiological sources: resident portal fibroblasts (PFs) and hepatic stellate cells (HSCs) 10. PFs reside in portal spaces where they produce the connective tissue containing the bile duct, portal vein and artery (three essential liver structures). HSCs are vitamin A-storing and lipid droplet-containing cells that are found in the Disse space. A considerable body of data shows that HSCs can be activated upon liver injury, either through secreted factors or by immune cells directly, including liver resident macrophages (Kupffer cells) 11.

A first single-cell atlas of human healthy and cirrhotic liver 12 showed that there are at least four populations of mesenchymal cells in liver. Three of these populations show different degrees of association with the response to liver injury: HSCs that strongly express *RGS5*, cells that strongly express collagens and *PDGFRA* but lack *RGS5* expression, and a population of vascular smooth muscle cells (VSMCs) that strongly express *MYH11*. RGS5-expressing pericytes and VSMCs have been identified also among lung tumor CAFs in other single-cell studies 13 and in various primary tumor types 14. Two recent reports established the first single-cell atlases of CRC-LM composition (including CAFs), but their focused on tumor composition changes upon chemotherapy 15 or on a pan-population description with limited analysis of CAF heterogeneity 16. In the present study, we sequenced one order magnitude more CAFs and phenotypically described a CAF subset that is mostly responsible for the desmoplastic reaction in CRC-LM. We used CRC-LM samples from a cohort of patients who received chemotherapy before surgery, which is the standard of care for CRC-LM in France and a common procedure worldwide 17.

## Results

### CRC-LM CAFs comprise distinct subpopulations

In this study, we isolated CAFs from six liver metastases resected from five patients, aged between 62 and 83 years (average 74 years). All patients received chemotherapy before surgery (Table S1). We purified CAFs using a triple negative (TN) selection strategy and flow cytometry (EPCAM-/CD45-/CD31-/LiveDead-) because of the absence of universal CAF-surface markers and the potential heterogeneity of this cell population. Other recent single-cell CAF studies used a similar procedure 7,8. After data quality filtering and elimination of few contaminating cells (n=215, mainly hepatocytes, Figure S1), we obtained the individual transcriptomes of 4,397 CAFs (Table S2). Using the 1,500 most variable genes for hierarchical clustering (Materials and Methods), we could cluster CAFs into two major populations that then clustered in two more specific subpopulations (Figure 1A). Then, we used the top 30 most significant genes found by differential gene expression analysis between CAF populations and subpopulations to define gene signatures for each population and subpopulation (Figures 1B, S2, and Table S3).

All CAF populations harbored genes linked to typical CAF functions, such as genes encoding collagen and ECM-related components (Figure S3). However, the activity levels of several biological processes varied among these populations (Figure 1C for an overview and Figures S4-S9 for more details). One of the two major populations featured genes involved in ECM remodeling (*e.g.*, *MMP2* expression in Figure S10) and collagen production (Figure S3). Therefore, we named this population ECM-remodeling CAFs (ECM-CAFs). *FAP,* a marker of fibroblast activation and proliferation, and *PDGFRA*, a marker of connective tissue remodeling 18, were also specifically expressed by ECM-CAFs (Figure S10). The second major CAF population expressed blood vessel wall markers, such as *RGS5* and *MCAM*. This population also strongly expressed *MYH11*, a contractility marker. Accordingly, we called the second major CAF population contractile CAFs (Ctr-CAFs).

*ACTA2* was expressed by all CAFs. Conversely, *LTBP2*, which was part of the ECM-CAF signature, was expressed only in this population (Figure 1D). Similarly, in an independent dataset of six patients with CRC-LM 15, we found that *ACTA2* was specifically expressed by all CAFs and *LTBP2* by a CAF subpopulation (Figure S11). Therefore, we used these two proteins as *bona fide* markers for these populations. In CRC-LM tissue, LTBP2/α-SMA double staining revealed distinct areas: some contained α-SMA+ CAFs and LTBP2-expressing cells (Figure 1E, zone marked “a”), while other areas contained mainly α-SMA+ CAFs (Figure 1E, zone marked “b”). LTBP2-expressing cells were specifically localized in the vicinity of α-SMA+ cells. Protein co-localization could not be observed because α-SMA is a cytoskeletal protein and LTBP2 is mainly secreted. For the sake of simplicity, we only distinguished LTBP2+ and α-SMA+ CAFs in the subsequent analyses, and we assumed that LTBP2+ CAFs always expressed α-SMA, as shown in two independent single-cell datasets and Figure 1E.

Transcriptomic data allowed further decomposing the two main CAF populations. We identified an ECM-CAF subpopulation that we called collagen-producing CAFs (CP-CAFs). CP-CAFs, which represented the majority of ECM-CAFs, were even more active in many biological processes (Figure 1C). These included collagen production (Figure S3), TGF-β response (as illustrated by *POSTN* and *INHBA* expression; Figure S10), angiogenesis (*VEGFC* and *UNC5B* and *SRPX2*, two angiogenesis-involved genes 19, 20; Figure S10), and Wnt signaling. The second ECM-CAF subpopulation expressed complement genes (*e.g.*,* C3*, *C7* and *CFD*; Figure S10), and also *CLU* at an intermediary level (Figure S10). Complement genes have a potential immunosuppressive effect in some tumors, including CRC, particularly when regulators of the complement cascade, such as *CLU,* are co-expressed 21. We called these CAFs complement-secreting CAFs (CS-CAFs). Similarly, we could classify Ctr-CAFs into two subpopulations. The first subpopulation (Ctr-CAFs of type I, Ctr-CAF-I) expressed additional contractility markers, such as *PLN* and *ACTG2* (Figures 1C and S10); however, this was not an exclusive feature of this subpopulation. They expressed *CLU* at a higher level than CS-CAFs (Figure S10). The second Ctr-CAF subpopulation (Ctr-CAFs of type II, Ctr-CAF-II) displayed an average CAF phenotype (Figures 1C and S3).

A recent report on TME heterogeneity in different cancer types 14 identified five commonly found CAF populations. We matched our gene signatures with these data, and found highly significant overlaps (Table S4). We also obtained significant overlap of the ECM-CAF gene signature with a CAF population named CAF-S1 that is enriched in triple-negative breast tumors 7 (Table S5). Moreover, we checked the expression of our different CAF gene signatures in the CRC-LM single-cell dataset published by Che *et al.* 15. This dataset includes the transcriptomes of 258 CAFs that were obtained from six patients. The expression levels of our signature genes in these 258 CAFs reproduced the clusters we observed in our data (Figures S12 and S13A). In our data, each metastasis sample harbored all CAF populations, with the exception of the P3_MP sample that was devoid of Ctr-CAF-I although 622 CAFs from this tumor were sequenced (Table S2). This suggests inter-patient heterogeneity. All our patients received chemotherapy before surgery, while the dataset by Che *et al.* included treatment-naive and treated CRC-LM specimens. However, we did not find any significant compositional difference (Figure S13B).

### Origin of CAF populations

To attempt understanding CRC-LM CAF phenotypic heterogeneity, we compared our data with an atlas of healthy and cirrhotic liver cell types 12. In this liver atlas, three populations of relevant mesenchymal cells are identified: VSMCs, HSCs, and cells strongly associated with fibrosis that express *PDGFRA*, but not *RGS5* and were called scar-associated mesenchymal cells (SAMes). We repeated our procedure to obtain gene signatures for these three liver cell populations (Table S6). The gene signatures of our four CAF subpopulations significantly intersected with those of these three liver cell types, suggesting phenotypic proximity between VSMCs and Ctr-CAF-I, between HSCs and Ctr-FAC-II, and between SAMes and ECM-CAFs (Table S7). We trained and evaluated different machine learning (ML) algorithms (random forest, support vector machine, and k-nearest neighbors) on the healthy/cirrhotic liver single-cell dataset 12. Since standard cross-validation indicated high accuracy (Table S8), we used these trained ML models with our CRC-LM CAF transcriptome data. This confirmed the phenotypic proximity between our populations and those of the liver atlas (Figures 2A and S14), which was also supported by RNA velocity analysis 22 (Figure 2B). Remarkably, a comparison of CAFs with their matched non-cancer mesenchymal cells showed a near-systematic increase in CAFs of the biological processes listed in Figure 1C (Figure S4-S9).

SAMes globally expressed PF markers, and a SAMes subpopulation was located in the periportal space 12. As our previous analysis showed ECM-CAFs proximity with the SAMes phenotype, we asked whether ECM-CAFs originated from PFs. First, we found that genes specifically express by PFs, but not HSC, in the liver were strongly associated with ECM-CAFs (Figures 2C and S15). Second, in CRC-LM adjacent to normal liver tissue, triple immunofluorescence (IF) staining of pan-cytokeratin (hepatocytes; Figure 2D, zone marked “a”), α-SMA (stellate cells/fibroblasts) and LTBP2 revealed a distinct enrichment of LTBP2+ cells in the portal regions of normal liver (Figure 2D, zone marked “b”). Third, LTBP2 staining coincided with typical aspects of collagen-containing connective tissue found in the portal space. We observed α-SMA staining particularly in stellate cells, in the Disse space. Conversely, we did not detect LTBP2 staining in the Disse space or hepatocytes.

We confirmed the expression of three signature genes specific to ECM-CAFs (*LTBP2*, *C3*, and *POSTN*) by RT-qPCR in relevant mesenchymal cells: a stellate cell line (LX2), fibroblasts (CCD18Co), and CAFs isolated from a CRC-LM sample (CRC-LM CAFs). First, we evaluated their expression levels in basal conditions (Figure 2E). *LTBP2* and *POSTN* were overexpressed in CRC-LM CAFs compared with LX2 and CCD18Co cells, while the opposite pattern was true for *C3*. This suggested that the CRC-LM CAFs (and following *in vitro* culture) were of the CP-CAF subtype. Furthermore, LX2 stellate cells tended to express less genes belonging to the ECM-CAF signature, which is compatible with a HSC origin of Ctr-CAF-II cells. To mimic the situation where mesenchymal cells are exposed to the cancer cell secretome, we incubated LX2, CCD18Co cells and CRC-LM CAFs with conditioned medium from three different CRC cell lines. This increased *C3* and *POSTN* expression only in CCD18Co fibroblasts (Figure 2F). The absence of upregulation in CRC-LM CAFs might be due to the very high basal levels of these two genes. *LTBP2* expression tended to be higher in CCD18Co fibroblasts exposed to conditioned medium, suggesting that the main regulation could be at the protein level. Western blotting of the conditioned media of the mesenchymal cells used for RT-qPCR confirmed this hypothesis (Figure 2G). We complemented the results in Figure 2E-G by comparing *LTBP2*, *C3* and *POSTN* abundance in the two main CAF populations and mesenchymal cells from 11 CRC-LM and 5 healthy liver samples (Figure S16). This analysis also showed higher expression in ECM-CAFs than in healthy HSCs and fibroblasts. This increase was less pronounced for Ctr-CAFs.

### ECM-CAFs accumulate at tumor locations with strong desmoplastic reaction

Bioinformatic analysis above indicated that ECM-CAFs were especially implicated in ECM remodeling. Thorough analysis of CRC-LM tissue samples stained with LTBP2 and α-SMA (Figure 1E) revealed that LTBP2+ ECM-CAFs tended to accumulate at areas of strong desmoplastic reaction. To confirm this initial observation, we explored the invasive fronts of nine CRC-LM samples (two locations *per* metastasis) that were classified based on their histologic growth patterns (HGPs) 23-25. In this classification, the transition zone where cancer cells grow towards normal liver parenchyma, the surrounding stromal cells, and the extracellular matrix (ECM) are taken into account to define three HGPs: i) desmoplastic (or encapsulated) HGP, characterized by extensive collagen deposition, prominent angiogenesis, and no contact between tumor cells and hepatocytes; ii) pushing (or expansive) HGP, devoid of desmoplastic reaction, tumor cells are separated from hepatocytes by a thin reticulin fiber layer, and liver cells are pushed away by the metastasis. A modest immune infiltrate can be present at the interface; iii) replacement HGP where cancer cells infiltrate the liver parenchyma without altering its structure, unlike the other two HGPs. All CRC-LMs can be classified using the HGP system; however, metastases frequently display more than one HGPs that are spatially separated. Analysis of IF images clearly showed that the proportion of ECM-CAFs was significantly higher at the invasive front of metastases with the desmoplastic HGP (Figure 3). We also considered CRC-LM samples with more than one HGP and each was analyzed separately. Independently of the invasive front and the HGP, the proportion of ECM-CAFs was higher in metastases with a strong desmoplastic reaction at their center (Figure 1E).

### ECM-CAFs and angiogenesis

As our bioinformatic analysis indicated an increased activity of angiogenesis-related pathways in ECM-CAFs (Figure 1C), we tested whether angiogenesis was correlated with ECM-CAF presence. To this end, we evaluated CD31 and LTBP2 expression in nine CRC-LMs (two locations each). Normal tissue/cancer interfaces in metastases with the replacement and pushing HGPs displayed ECM-CAF-poor areas, where IF analysis evidenced small, capillary-type vessels (Figure 4A-B), similar to those observed in normal hepatic parenchyma. Conversely, in highly desmoplastic areas, numerous large vessels (not capillaries) were readily observable (Figure 4C-D). This is consistent with previous reports that underscore the importance of *de novo* angiogenesis in the desmoplastic HGP 26. As observed for ECM remodeling, angiogenesis associated with ECM-CAF density at the center of metastases when it was concomitant with a strong desmoplastic reaction (Figure 4D). LTBP2 expression positively correlated with vessel size in all analyzed CRC-LM samples (Figure 4E).

### ECM-CAFs and cancer cell growth

Areas where ECM-CAFs were strongly present (as indicated by high LTBP2 expression) displayed a collagen-rich desmoplastic reaction (as evidenced by Saffron-Masson staining) (Figure S17). This observation was fully in line with the single-cell RNAseq data that clearly indicated significant upregulation of collagen-expressing genes in ECM-CAFs (Figure 1BC). Collagen leads to a more abundant and stiffer ECM, and this might hamper cancer cell growth. This hypothesis was supported by the negative correlation between Ki67 positivity in cancer cells and ECM-CAF abundance in CRC-LM tissues (Figure 4ADF).

### Mapping CAF-cancer cell interactions

EPCAM+ cells from the six CRC-LMs (5,331 cells in total, see Table S1) formed well-defined clusters that correlated with the patient of origin (Figure 5A). Notably, the two metastases from patient 4 grouped together. EPCAM+ cell clusters uniformly expressed epithelial cancer cell markers and were devoid of cholangiocyte markers (Figure S18A-B). We confirmed the absence of *LTBP2* and *ACTA2* expression in EPCAM+ cells (Figure S18C).

To infer ligand-receptor (LR) interactions between cancer cells and the two main CAF populations, we employed SingleCellSignalR 27. In this tool, inferences are predicted by relying on a curated database of known *in vivo* and *in vitro* LR interactions and the computation of a score for each interaction, *i.e.*, LR-score. An LR-score above 0.5 indicates 95% confidence in the interaction 27. For LR interactions between cancer cells and CAFs, we computed six LR-scores, one *per* metastasis, and imposed the 0.5 threshold on the median (in general, LR-scores of different metastases were close to each other, data not shown). We found that the highest number of paracrine LR interactions occurred between CAFs, followed by CAF-to-cancer cell interactions, and cancer cell-to-CAF interactions (Figure 5B). Most of the molecules involved in these interactions were growth factors or molecules related to ECM, cell-cell interactions, or chemotaxis.

Next, we focused on the difference between interactions linking ECM- or Ctr-CAFs to cancer cells. For a given LR interaction, we computed the difference between its median ECM-CAF-to-cancer cell LR-score and its median Ctr-CAF-to-cancer cell LR-score. We set the following requirements: the difference between these median LR-scores needed to be > 0.1, and the genes encoding the featured ligands needed to be differentially expressed between ECM- and Ctr-CAFs (FDR < 1%, FC > 2) (Figure 5C). We found 78 significantly stronger interactions from ECM-CAFs to cancer cells (chosen subset in Figure 5D, full list in Figure S19), and 11 significantly stronger interactions from Ctr-CAFs to cancer cells (Figure 5E). Stronger interactions originating from ECM-CAFs included growth factors, Wnt signaling, and angiogenic interactions. In addition, Ctr- and ECM-CAFs seemed to modulate laminin trimers differently. The selection of significantly biased LR interactions relating cancer cells to the two CAF populations identified 37 stronger interactions from cancer cells to ECM-CAFs and 10 to Ctr- CAFs (Figures S20-S22). ECM-CAFs showed a larger number of stronger interactions with cancer cells in both directions.

Cell interaction inference suggested that ECM-CAFs were involved in Wnt/β-catenin signaling in cancer cells (Figure 5D). We sought to validate this observation at the protein level. We co-stained CRC-LMs with anti-LTBP2 and -β-catenin antibodies, and then evaluated the extent of nuclear β-catenin staining near ECM-CAFs. We could observe nuclear accumulation of β-catenin in such areas (Figure 5F). Correlation analysis confirmed the significant association between these proteins (Figure 5F).

### LTBP2 modulates the ECM-CAF phenotype

LTBP2 was among the strong markers of ECM-CAFs. It is a secreted protein that could be systemically reached and targeted *in vivo*. Therefore, we selected, by phage display, four fully human anti-LTBP2 antibodies (IgG) (Figure S23A-B). Incubation of CCD18Co fibroblasts with three of these anti-LTBP2 antibodies reduced significantly their viability (tested with the MTT assay) (Figure 6A). We did not observe any effect in HT29 CRC cells (data not shown). This was not surprising because LTBP2 expression in CRC is limited to fibroblasts/CAFs (Figures 1D and S11). To propose a possible mechanism of action in fibroblasts, we observed that already 96h after addition of the anti-LTBP2 antibodies, fibroblasts became round and started detaching from the well. Propidium iodide/Hoechst staining of the detached cells did not suggest apoptosis or necrosis (data not shown), thus implicating a subtler mechanism. Incubation of CRC-LM CAFs with the same antibodies showed that i) higher antibody amounts were needed due to the higher LTBP2 expression levels in CAFs; and ii) two antibodies induced CAF depletion (Figure S23C).

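CCD18Co cells, an established line of human colon fibroblasts, were transfected with 40 nM of a pool of siRNAs against *LTBP2* (siLTBP2) or of a non-targeting pool (siNT), and RNA was collected after 48 h. There were 3 libraries of each, numbered 1 to 3. Total RNA was depleted of ribosomal RNA and made into stranded libraries. The authors aligned the paired reads to GRCh38 with STAR in 2 passes and deposited the number of reads that HTSeq-count assigned to each gene, without normalization. The counts of the siNT libraries summed to 46969325, 47139081 and 53576899, and those of the siLTBP2 libraries to 44663424, 47700906 and 53139310. The paper gives 66000000 reads in each direction per sample, and the values here use the deposited counts. From these counts, the 16920 genes kept by edgeR's filterByExpr were normalized by TMM and tested with edgeR's quasi-likelihood test, and p-values were adjusted by Benjamini-Hochberg. The paper used edgeR's likelihood ratio test, which was run as an alternative.

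*LTBP2* (ENSG00000119681) lies on the minus strand of chromosome 14 of GRCh38, from 74498183 to 74612378, and its canonical transcript has 36 exons. In CCD18Co its TMM-normalized level was 23.1 ± 1.89 CPM (SD, n = 3) in siNT, with 24.975, 23.112 and 21.198 CPM in replicates 1 to 3. It was 7.03 ± 1.39 CPM (SD, n = 3) in siLTBP2, with 6.493, 8.606 and 5.996 CPM. The remaining level was 30.4% of siNT. The log2 fold change was -1.72 (standard error 0.15, adjusted p = 6.6e-05 from edgeR's quasi-likelihood test). Every siLTBP2 library was below every siNT library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). With each library left out in turn, the log2 fold change stayed between -1.89 and -1.61.

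**Figure D1:**
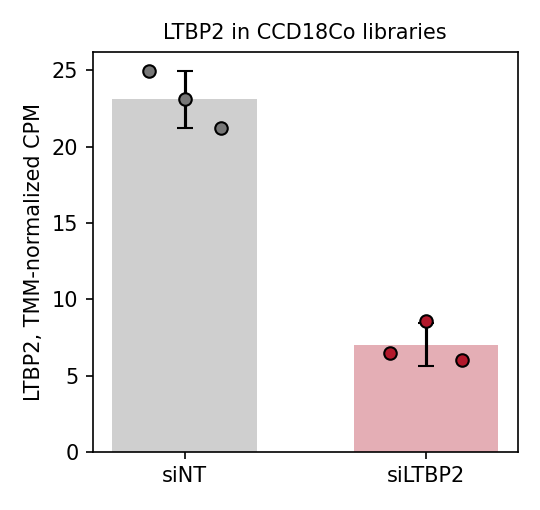
TMM-normalized *LTBP2* level in CPM in each library (points), with the mean (bars) and SD (error bars) of 3 libraries per group. The siLTBP2 libraries lie between 5.996 and 8.606 CPM, below the siNT libraries.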

To obtain information on *LTBP2* role in fibroblast biology, we silenced *LTBP2* by siRNAs in which cells, and performed RNA-sequencing. 

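Among the 16920 genes tested, 434 had an adjusted p below 0.01 and a fold change above 2 in either direction, which is 2.57% of the genes. These are called deregulated here, by the thresholds of Fig. 6B. Of the 434 genes, 356 were protein coding and 65 were long noncoding RNAs. In all 434, the 3 siLTBP2 libraries lay entirely above or below the 3 siNT libraries, as they did in 37% of the tested genes, where chance gives 10%. At an adjusted p below 0.01 with no minimum fold change, 1550 genes differed. *LTBP2* ranked 52 among all genes by p-value. The likelihood ratio test named in the methods called 619 genes, among them all 434. The count moved most, among changes of test, filter or normalization, to 710 with 1 common dispersion in that test. Leaving out 1 library at a time gave between 308 and 405 genes. From the number of deregulated genes, the paper proposes an important role of *LTBP2* in fibroblast biology.

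**Figure D2:**
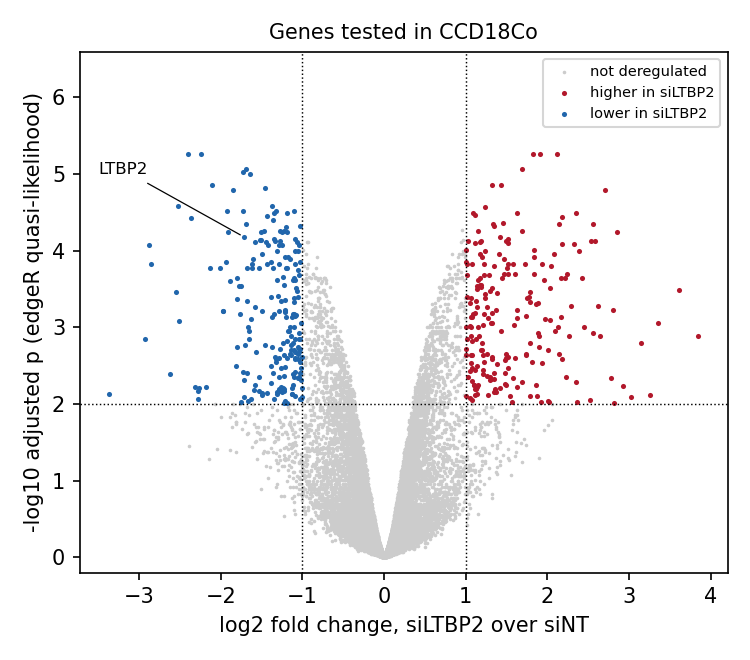
Log2 fold change of siLTBP2 over siNT (horizontal axis) against -log10 of the adjusted p (vertical axis) for each gene tested, with dotted lines at the thresholds. The 219 genes higher and the 215 genes lower in siLTBP2 are coloured, and *LTBP2* is marked.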

We found 496 significantly deregulated genes, suggesting an important role (Figure 6B). 

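Of the 434 deregulated genes, 219 were higher and 215 lower in siLTBP2, so that 50.5% rose. The median log2 fold change was 1.43 among the higher genes and -1.29 among the lower ones. A change of more than 4-fold was seen in 67 genes. With total counts in place of TMM the share that rose was 45.4%, and under the likelihood ratio test it was 48.8%. Without siNT replicate 2, 137 genes were higher and 171 lower.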

Roughly half of the deregulated genes were upregulated upon *LTBP2* silencing, while the other half were downregulated. Biological process enrichment analysis identified several deregulated pathways. 

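The genes of the gene ontology terms in the paper's enrichment analysis were not used here, so gene lists written before the data were examined were tested in their place. They were 16 lists, of which 7 are gene families or a list related to the terms of Fig. 6C. The test was camera from limma on log2 CPM with an inter-gene correlation preset at 0.01, two-sided, with Benjamini-Hochberg adjustment over the 16 lists and *LTBP2* left out of each. The paper instead tested by hypergeometric tests whether terms held many deregulated genes of either direction. In camera, members that rise and members that fall offset each other. The lists also hold other genes than the terms, so a list that does not pass does not speak against the paper's terms. The 5 lysyl oxidase genes were all higher in siLTBP2, with a median log2 fold change of 0.39 and an adjusted p of 0.0069, while Fisher's exact test gave an adjusted p of 0.19, with 1 of the 5 deregulated (*LOX*). The 17 integrin genes tested had a median log2 fold change of 0.19 (adjusted p = 0.059). The 25 collagen genes had a median of 0.07 (adjusted p = 0.21) and the 11 laminin genes one of 0.62 (adjusted p = 0.25). Under fry, the lysyl oxidases and the integrins each had an adjusted p of 0.026, while the collagens had 0.55. With the inter-gene correlation estimated from the data, no list passed 0.05, and the adjusted p was 0.48 for the lysyl oxidases and 0.48 for the integrins.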

A selection of biological processes related to fibroblast biology and inflammation is reported in Figure 6C (full list in Table S9). 

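The hemidesmosome list held 11 genes, written with the genes labelled in Fig. 6B known, so it is not independent of these libraries. Of its 9 tested genes, 4 were deregulated upward, *ITGA6* among them, and 2 downward (*CD151* and *ITGB4*). As a set its adjusted p was 0.16 under camera and 0.026 under fry, in both cases upward. Fisher's exact test for deregulated genes among its members, against all tested genes, gave an adjusted p of 3.5e-07. Among 25 semaphorin and plexin genes, *SEMA7A* and *PLXNA4* were higher and *SEMA3D* and *SEMA4G* lower (Fisher's exact test, adjusted p = 0.019, camera adjusted p = 0.65). *SEMA7A* rose from 8.86 ± 1.16 to 53.3 ± 19.9 CPM (SD, n = 3), and *SEMA3D* was at 16.9 ± 3.63 CPM in siNT and 4.89 ± 1.26 CPM in siLTBP2 (SD, n = 3). Of 9 chemokine genes tested, *CXCL16* was deregulated, with 2.71 ± 0.21 CPM in siNT and 1.23 ± 0.15 CPM in siLTBP2 (SD, n = 3). The chemokine list had a median log2 fold change of -0.31 and a camera adjusted p of 0.16, which was 0.028 without siNT replicate 1, 0.040 without siLTBP2 replicate 3 and at most 0.50 under the other alternatives. *PLXNA4* lost its call without siNT replicate 2 (log2 fold change 2.40), *CXCL16* without siNT replicate 1 (-1.12), and *SEMA4G* without siNT replicate 1 (-1.12), siNT replicate 2 (-1.32) or siLTBP2 replicate 1 (-1.33), and with a filter of 1 CPM in 3 libraries (-1.31). *ITGB4* lost it whichever library was left out, with log2 fold changes from -1.38 to -1.16.

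**Figure D3:**
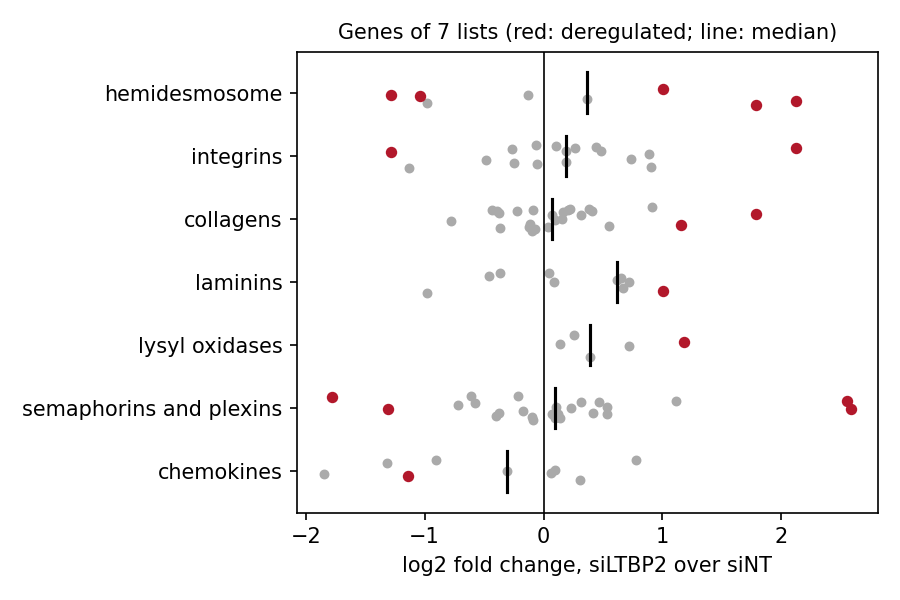
Log2 fold change of siLTBP2 over siNT for the tested genes of 7 lists that are reported here (points), with deregulated genes in red and the median over all tested genes of each list as a line. Members of the hemidesmosome list lie on both sides of 0.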

Representative genes of some pathways are listed in Figure 6B: integrin- and collagen-encoding genes, *LOX* (involved in ECM collagen cross-linking and stiffness), and *CD151*, an essential gene for hemidesmosome formation and stability, and thus related to cell-ECM adhesion.

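All 12 genes labelled in Fig. 6B were tested, and each moved in the direction of the figure. Over all genes tested, 11 of the 12 were deregulated, and 12 of 12 passed when p-values were adjusted over the list alone, which is not independent evidence since the list was chosen on these libraries. The integrin gene *ITGA6* rose from 114 ± 13.7 CPM in siNT to 496 ± 26.9 CPM in siLTBP2 (SD, n = 3), a log2 fold change of 2.12 (standard error 0.11, adjusted p = 5.4e-06 from edgeR's quasi-likelihood test). *ITGA8* was at 511 ± 106 CPM in siNT and 233 ± 102 CPM in siLTBP2 (SD, n = 3), a log2 fold change of -1.13 (standard error 0.29, adjusted p = 0.021), so it did not pass the threshold of 0.01 here. The call of *ITGA8* depends on the test. It was called under the likelihood ratio test and with the replicate number as a block, but not by DESeq2 or with any 1 library left out. The collagen gene *COL8A1* had a log2 fold change of 1.15 (standard error 0.10, adjusted p = 5.6e-05), and *COL17A1* one of 1.78 (standard error 0.23, adjusted p = 4.7e-04) from 0.756 to 2.61 CPM. *LOX* rose from 158 ± 18.7 to 359 ± 25.2 CPM (SD, n = 3), and its log2 fold change was 1.18 (standard error 0.11, adjusted p = 7.6e-05). *CD151* was at 168 ± 5.81 CPM in siNT and 82.0 ± 8.97 CPM in siLTBP2 (SD, n = 3), a log2 fold change of -1.04 (standard error 0.10, adjusted p = 8.3e-05), and its 3′ UTR holds 1 copy of the word GCACCCA, whose carriers were lower in siLTBP2 as a group. Without siLTBP2 replicate 1, *CD151* changed by -0.98 on the log2 scale, under the fold change threshold.

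Of the other labelled genes, *LAMB3* lay at the threshold, with a log2 fold change of 1.00 that ranged from 0.76 to 1.24 when 1 library was left out, and it lost its call without siNT replicate 1 (1.04), siNT replicate 2 (0.76), siLTBP2 replicate 2 (1.00) or siLTBP2 replicate 3 (0.92), with total counts in place of TMM (0.97), with no low-count filter in either test (0.99) and with a filter of 1 CPM in 3 libraries (1.00). *ESM1* had only 3, 2 and 3 counts in the siNT libraries and 25, 21 and 72 in the siLTBP2 libraries, and it lost its call without siNT replicate 2. *THBS1* was the most abundant, at 5330 ± 700 CPM in siNT and 2140 ± 91.5 CPM in siLTBP2 (SD, n = 3).

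**Figure D4:**
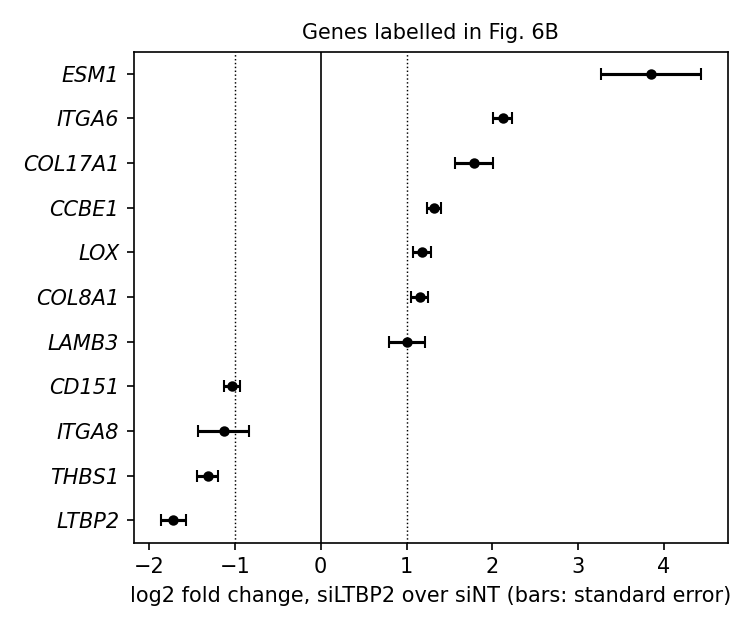
Log2 fold change of siLTBP2 over siNT (points) with its standard error (bars) for the genes labelled in Fig. 6B that are reported here. Dotted lines mark a fold change of 2 in each direction, and *LAMB3* sits on one of them.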

### Relation with liver primary tumors

To determine whether CAFs similar to the ECM- and Ctr-CAFs in CRC-LM were present also in other liver lesions, we analyzed single-cell transcriptomes of hepatocellular carcinoma (HCC) and intrahepatic cholangiocarcinoma (iCCA) 28. The two major CAF populations (ECM- and Ctr-CAFs) were present in HCC and iCCA (Figures 7A and S24). The proportions of these two fibroblast populations were comparable in iCCA and CRC-LM; however, ECM-CAFs were less abundant in HCC. Using our ML model, we found that both iCCA and CRC-LM harbored comparable and significant proportions of PF-derived CAFs (Figure 7B). Conversely, HCC harbored mostly HSC-derived CAFs (Figure 7B). Using a cohort of 30 iACC specimens available in TCGA, we detected an association between overall survival and several ECM-CAF signature genes, notably *LTBP2* and *FAP* (Figure 7C; more genes in Figure S25).

## Discussion

CAFs are abundant and versatile stromal cells in many solid tumors. They derive from different cell populations and not only from resident fibroblasts. We analyzed six CRC-LMs from five different patients at single-cell resolution. Clustering analysis of 4,397 CAF transcriptomes revealed two main populations that we called ECM- and Ctr-CAFs. Both populations expressed typical CAF genes, such as genes encoding collagens and other ECM-related proteins, as well as various growth factors. The expression of genes involved in angiogenesis, ECM remodeling, and collagen-rich fibrosis was much stronger in ECM-CAFs. On the other hand, Ctr-CAFs displayed stronger contractility. These two major CAF populations could be further clustered in two subpopulations with more specialized phenotypes. Through a detailed comparison with single-cell reports that described CAF subpopulations in primary tumors 7, 14, liver tumors 16, and CRC-LM cell population changes upon chemotherapy 15, we identified overlapping CAF subpopulations. However, our study featured 20-fold more CAFs compared with the previous analysis of CRC-LMs 15, thus increasing our capacity to map their heterogeneity with high confidence.

Our data showed that CAF heterogeneity is mainly based on their distinct origins. We approached this question first with a ML approach that allowed us to relate CAFs in CRC-LM to the mesenchymal cells observed in healthy and cirrhotic human liver samples 12. Our ML-based analysis predicted that ECM-CAFs originate from PFs expressing many fibrotic collagens (SAMes in Ref. 12), and that the two Ctr-CAF subpopulations (Ctr-CAF-I and Ctr-CAF-II) derive from VSMCs and HSCs, respectively. These results are in agreement with previous studies that described CAF populations in CRC-LM 15, 16 and other tumors 7, 14, 29, 30 or tissues 12. Only, in one report 31, the authors proposed that HSCs are the main source of CAFs in CRC-LM. Our results and other literature data do not support this hypothesis. In two other (primary) liver tumor types (HCC and iCCA), we identified CAF populations related to the CRC-LM ECM- and Ctr-CAFs, possibly with a common origin. We found that both iCCA and CRC-LM harbor comparable and rather large proportions of PF-derived CAFs, while HCC stroma features HSC-derived CAFs predominantly. We suggest that these quantitative differences are explained by how these different tumors reach the liver parenchyma (Figure 7D). CRC metastatic cells enter the liver through the portal vein, whereas iCCA develops in bile-ducts that are situated in the portal space. Therefore, these two tumor types might recruit portal fibroblasts first, before reaching a sufficient mass to colonize the liver parenchyma and activate HSCs. On the other hand, HCC develops in the liver parenchyma, often in a context of HSC-derived fibrosis. HCC come into to contact with the portal spaces only at later stages.

Single-cell studies have allowed identifying a rather significant number of CAF subpopulations in different malignancies, but protein markers to discriminate these CAF populations are still missing. In the present work, we showed that LTBP2, which was already known as a stromal marker in CRC, is a strong marker of ECM-CAFs 32. *LTBP2* silencing in colon fibroblasts followed by RNA-sequencing revealed a large number of significantly deregulated genes (N=496), thus suggesting an important role in fibroblast biology, particularly in ECM adhesion and hemidesmosome formation. Hemidesmosomes are cell membrane structures that allow cell adhesion to a collagen/laminin-rich matrix. CAF adhesion to this matrix is important for the architectural remodeling of the TME and for cancer cell migration 33. Furthermore, CAFs need to adhere to a support in order to prevent anoikis. Here, LTBP2 targeting using specific antibodies dramatically reduced the fibroblast adherence and viability in 2D cell culture conditions. Although the underlying mechanisms needs to be precisely investigated, our data suggest that LTBP2 could be targeted to deplete ECM-CAFs with potential anti-tumoral effects, as demonstrated in a mouse model using another CAF-depletion method 31.

LR modeling underlined the potential activation of the Wnt/β-catenin pathway by ECM-CAFs in cancer cells. This was coherent with IF data showing that in cancer cells located in regions enriched in ECM-CAFs, canonical Wnt signaling was upregulated. As ECM-CAFs originate from resident liver fibroblasts, it is interesting to note that in hepatocytes, Wnt/β-catenin signaling can synergize with insulin signaling through IGF1R, LRP5, and LRP6 34, which were concomitantly enriched in ECM-CAF-cancer cell LR interactions. As Wnt/β-catenin is essential for metastasis and CRC progression, our data suggest that physiological interactions between hepatocytes and portal fibroblasts could be exploited by metastasizing CRC cells. Low Ki67 expression in these cancer cells indicates that Wnt/β-catenin signaling did not induce proliferation in these circumstances. This pathway can contribute to many other functions, including EMT or the renewal of cells which have reached a certain degree of stemness 35. In breast cancer lung metastases, stromal POSTN is crucial for cancer stem cell maintenance by increasing Wnt signaling 36, and LTBP2+/POSTN+ CP-CAFs constitute the majority of ECM-CAFs. In the genomic classification of CRCs, the CMS2 subtype is characterized by strong activation of Wnt target genes 37. CMS2 is the subtype with the best clinical outcome 37. Interestingly, we found that ECM-CAFs were abundant in tumor regions with extensive desmoplastic reaction. The CRC-LM-specific HGP classification 23-25, 38, 39 identifies a desmoplastic growth pattern that has the best prognosis 38 among HGPs.

In conclusion, this study complements recent analyses on CRC-LM CAFs at the single-cell resolution. The number of sequenced CAFs was more than one order of magnitude larger compared with the existing data and we provided a detailed analysis of CAF heterogeneity. The two main CAF subtypes (ECM- and Ctr-CAFs) featured specific functional differences, and we showed that ECM-CAFs originate from PFs. We found that LTBP2, a protein specific to ECM-CAFs, could be targeted by antibodies *in vitro*. This might create opportunities to remodel ECM-CAF-rich CRC-LMs. Although CAF depletion might not be sufficient to eradicate tumors 31, such remodeling might be combined with other therapies, *e.g.*, anti-angiogenic compounds, as already explored in CRC 40. Moreover, in iCCA, ECM-CAF proportion was similar to that of CRC-LMs, and several genes expressed by ECM-CAFs, such as *LTBP2,* were associated with survival.

## Materials and Methods

### Patient Material

The Translational Study Committee of the Regional Cancer Hospital ICM, Montpellier approved this study. In accordance with the French law, patients who did not oppose to the use of their material for research purposes have provided consent (opting-out rule). Liver metastases from 14 patients with colorectal cancer (CRC-LM) were used in the present study. All patients were treated with neo-adjuvant chemotherapy before surgery and sample collection. Six different tumors were analyzed from five patients using single-cell RNA sequencing. Four patients had mono-focal liver metastases, while one had bi-focal metastases. The other CRC-LM samples were used in the validation study.

### Tumor sample collection and dissociation

Fresh primary tumor and liver metastases were cut into multiple pieces (10-15 mm^2^), while avoiding the surrounding non-tumoral tissue and visible necrotic areas. Then, tumor samples were reduced in size using surgical scissors and washed with cold Hanks' Balanced Salt Solution (cat. no. 14025092, Gibco, Thermo Fisher Scientific, Waltham, MA, USA). To 200 mg of sample, 8 mL of enzyme digestion mix was added. This mix included 1 mL of collagenase (20 mg/ml, cat. no. 0130, Sigma Aldrich, St. Louis, MI, USA), 1 mL of hyaluronidase (20 mg/ml, cat. no. H3506, Sigma Aldrich), 2.5 µL of DNase (100 µg/µl, cat. no. D5025, Sigma Aldrich) in 8 mL of RPMI medium (cat. no. 21875042, Gibco). For further details, see Supplemental Material.

### Cell sorting

Three to ten million cells were transferred to a clean 15 mL conical tube, and the volume was adjusted to 1 mL using 0.5% BSA/PBS solution. Next, five tubes each containing 100,000 cells in 100 µL 0.5% BSA/PBS solution were prepared for individual staining/negative control. The following antibodies/dyes were used (according to the manufacturers' instructions): anti-EPCAM-PE (cat. no. 347198, Becton Dickinson (BD), Franklin Lakes, NJ, USA), anti-CD31-Alexa488 (cat. no. 558068, BD), anti-CD45-APC (cat. no. 560973, BD) antibodies, and Live-Dead-NearIR dye (cat. no. L34961, Life Technologies, Thermo Fisher). The antibody-sample mix was incubated at room temperature (RT) for 30 min, then the 0.5% BSA/PBS solution was added to reach 10 mL, and samples were centrifuged at 300 xg at 4 °C for 5 min. Cells were suspended in 1 mL of 0.5% BSA/PBS solution and sorted using a FACS Aria 2 (BD). For further details, see Supplemental Material.

### Single-Cell RNA sequencing

Samples were processed following the 10x Genomics Single Cell 3' Reagent Kit v3 (10X Genomics, Pleasanton, CA, USA) user guide. Briefly, starting with the cell suspension, Gel Bead-In Emulsions (GEM) were generated, barcoded, and the reverse transcription reaction was performed. Purified cDNA was amplified for 12 cycles, and the resulting cDNAs were run on a Fragment Analyzer (High Sensitivity kit NGS) (Agilent Technologies, Santa Clara, CA, USA) to determine their quantity. cDNA libraries were prepared, adjusting the PCR cycles based on the calculated cDNA concentration, and using Chromium Single Cell 3' Library and Gel Bead Kit v3, Chromium Single Cell 3' Chip kit v3, and Chromium i7 Multiplex. The proportion of each library was calculated based on a preliminary shallow sequencing run using MiniSeq (Illumina, San Diego, CA, USA) and Mid Output Reagent Cartridge (Illumina). After evaluating the number of cells, reads and sequencing saturation, libraries were pooled in two-three samples per run and normalized to a final loading concentration. Each sequencing run was performed on NovaSeq using v1 chemistry. A sequencing depth of 50,000 reads/cell was targeted for each sample. Sequencing fastq files that passed the Illumina quality control criteria were analyzed using the 10X Genomics CellRanger pipeline, v 3.0.2 and 3.1.0.

### Data preparation and initial filtering

Raw data were processed using the 10x Genomics Cell Ranger software (v3.0.2). For each sample, the cells with top 0.05% or total UMIs were considered as doublets and were removed. Cells with <1,000 distinct genes measured were also discarded. Unless specified otherwise, each single-cell transcriptome was normalized to the total UMI count (division by the total and multiplication by 10^4^), and log-transformed (log_2_(1 + norm UMI count)). For further details, refer to Supplemental Material.

### Two-dimensional projections and clustering

EPCAM+ and TN cell 2-dimensional projections were obtained separately, using the 1,500 most variable genes (coefficient of variation) among the 5,000 most expressed genes in the respective cell populations. Only genes expressed in at least 1% of cells were considered. Then, the first 30 principal components identified by principal component analysis (PCA) were submitted to t-SNE (perplexity = 30). TN cells were clustered by computing the Euclidean distances between transcriptomes and constructing a dendrogram using the Ward's method. This computation used the same 1,500 genes as projection.

### Differential gene expression analysis and gene signatures

Differentially expressed genes were identified using edgeR 41. For this purpose, TMM normalization was applied by the calcNormFactors function, and the glmFit and glmLRT functions were used with default parameters to identify differentially expressed genes. P-values were corrected with the Benjamini-Hochberg procedure. Signature genes for each of the four TN cell clusters (CS-CAFs, CP-CAFs, Ctr-CAF-I, Ctr-CAF-II) were selected if they were expressed in at least 20% of the cluster cells, had a fold-change (FC) ≥2 and an adjusted P-value ≤ 1% compared with the other three clusters pooled together, and in the three comparisons against each cluster. The top 30 genes were kept, sorted according to their FC. The signature genes for the two main TN clusters (Ctr- and ECM-CAFs) were identified by requiring expression in at least 20% of the main cluster cells, and in at least 10% of each of the subcluster cells (*e.g.*, in Ctr-CAF-I and Ctr-CAF-II), a FC ≥ 2 and an adjusted P ≤1% compared with the other main cluster (Ctr- *versus* ECM-CAFs) and with its subclusters (*e.g.,* Ctr-CAFs *versus* CS- or CP-CAFs). The top 30 genes were kept and sorted according to their FC.

### RNA velocity

Loom files were generated for the TN fraction of each tumor with velocyto 0.17.17 and filtered and combined with loompy 2.0.16. Then, RNA velocity was analyzed with scvelo 0.2.4. For this, the function pp.filter_and_normalize was first applied to normalize and log-transform the data. Only 2000 genes were selected for the subsequent analysis (min_shared_counts = 20; n_top_genes = 2000). Spliced and unspliced counts two first order moments were computed with the function pp.moments (default parameters). Then, the dynamical model was run with the functions tl.recover_dynamics, tl.velocity (mode = “dynamical”) and tl.velocity_graph. Finally, velocities were projected on the tSNE with pl.velocity_embedding_stream.

### Non-cancer mesenchymal liver cells

Mesenchymal single-cell transcriptomes in liver were retrieved from a published atlas based on four healthy and three cirrhotic human livers 12. Among these cells, the authors identified four clusters, Mes(1), Mes(2), Mes(3), and Mes(4). Mes(4) was discarded in our study because it was identified as mesothelial cells. Then, the Mes(1-3) gene signatures were constructed following the same procedure as above: expression in at least 20% of cells of a given cluster, FC ≥ 2, and adjusted P ≤ 1% compared with each other cluster, and with the other two clusters together. As fewer genes met these criteria in this dataset, the signature sizes were based on the top 16 genes according to their FC.

### Machine learning approach

Three different models were built to classify new cells in one of the clusters described by Ramachandran, *et al.*: Mes(1), Mes(2), or Mes(3) mesenchymal cell subtypes 12. Random forest (R randomForest package, default parameters), K nearest neighbors (R DMwR package, function kNN, k = 100, norm = FALSE), and support vector machine (R package caret; trainControl with method = ”repeatedcv”, number = 10, repeats = 3; train with method = ”svmLinear”, preprocess = c(“center”,”scale”), tuneLength = 10) were used. The algorithm performance was evaluated by cross-validation using 90% of the cells to train the models and 10% to test them, repeated 20 times.

### Histology analysis

Formalin-fixed paraffin-embedded CRC-LM tissue sections were deparaffinized in xylene, and rehydrated in a series of methanol dilutions (95% to 50%). For staining with the hematoxylin-eosin Saffron dye, slides were immersed first in Mayer's hematoxylin (MHS16, Sigma Aldrich) for 30 sec, rinsed in tap water, and immersed in the eosin solution (HT110116, Sigma Aldrich) for 30 sec, followed by several alcohol baths to remove excess stain. Finally, slides were immersed in pre-warmed (40°C) Saffron solution (10047028, VWR) for 10 min. For the Masson's trichrome stain, following wax removal and rehydration, slides were stained using the Trichrome-Stain Kit (HT15-1KT, Sigma Aldrich) according to the manufacturer's recommendations. Once stained, all slides were rinsed in several baths of xylene, air dried, mounted with DPX (06522, Sigma Aldrich), and covered with a glass coverslip.

### Multiplexed immunofluorescence analyses

Formalin-fixed paraffin-embedded CRC-LM tissue sections were deparaffinized in xylene, and rehydrated in a series of methanol dilutions (see above). Antigen retrieval was done with the AR6 buffer (Perkin Elmer, Waltham, MA, USA; cat. no.: AR600250), and then sections were incubated in serum-free blocking solution for 30 min (Agilent-Dako, Santa Clara, CA, USA; cat. no.: X0909). Sections were then incubated with the primary antibody at 4 °C overnight, washed in PBS, and incubated at RT with the secondary antibody Histofine MAX PO Multi (Nichirei, Tokyo, Japan; cat. no. 414152F) for mouse and rabbit antibodies and Histofine MAX PO G (Nichirei Bio, cat. no. 414162F) for antibodies of goat origin, for 30 min. The following primary antibodies were used: anti-Ki67 (cat. no.: M724029-2, Dako), anti-CD31 (cat. no.: IR61061-2, Dako), anti-Pan-CK (cat. no.: GA05361-2, Dako), anti-β-catenin (cat. no.: M353901-2, Dako), a-smooth muscle actin (cat. no.: GA61161-2, Dako), anti-CADH1 (cat. no.: GA05961-2, Dako), and LTBP2 (cat. no.: AF3850, R&D Systems, Minneapolis, MN, USA). Subsequently, sections were washed in PBS (3 times for 5 min), and stained using the Opal system (Perkin Elmer, cat. no.: NEL810001KT). For further details, see the Supplemental Material section.

### Cell culture

The HT29, LOVO and CCD18Co cell lines were from ATCC (Virginia, USA). LX2 cells were from the Japanese Collection of Research Bioresources Cell Bank. SW1222 cells were a kind gift by Prof. W. Bodmer, Department of Medical Oncology, Weatherall Institute, Oxford, UK. The CRC-LM CAF cell line was isolated from a CRC-LM specimen. All cell lines were grown in Dulbecco's Modified Eagle Medium (DMEM) supplemented with 10% fetal bovine serum (FBS) and 1% penicillin/streptomycin (all from Gibco, Thermo Fisher Sci., Waltham, MA, USA) at 37 °C in 5% CO_2_.

Conditioned medium (CM) from CRC cell lines was obtained after 48h incubation of 80% confluent cells in serum-free DMEM. CM were collected, centrifuged at 150 g at RT for 5 min, and then added to CCD18Co, LX2 and CAF cell monolayers (cells were pre-starved in serum-free medium for 6h) for 48h. The control consists in the addition of serum-free DMEM. Then, CM medium was collected for Western blot analysis and processed in the same way as previously. Cell monolayers were washed with PBS twice and lysed for RNA extraction.

Human anti-*LTBP2* siRNA (ON-TARGET plus Human LTBP2 (4053), catalog no. L-011078-00-0005) and control siRNA (ON-TARGET plus Non-targeting Pool, catalog no. D-001810-10-05) were from Dharmacon (Lafayette, USA). CCD18Co cells were transfected with 40nM of siRNA using Lipofectamine (Lipofectamine 2000 reagent, catalog no. 11668-019, Life Technologies, Carlsbad, CA, USA). After 48h, cell monolayers were washed with PBS twice and lysed for RNA extraction.

### Phage-display selection of LTBP2 antibodies

Four different anti-LTPB2 antibodies were selected by phage display on recombinant human His-tagged LTBP2. His-tagged LTBP2 were produced by cloning the LTBP2 ORF (Cat. No.: OHu107637, GeneScrip, Piscataway, NJ, USA) in the pCMV vector (Cat. No.: 212220, Agilent, Santa Clara, CA, USA) and by transient transfection in HEK-293 T cells. Following HEK-293 T culture in standard conditions, medium was collected, centrifuged, and recombinant LTBP2 was purified by Ni-chromatography (Cat. No.: A50585, Thermo Fisher Sci., Waltham, MA, USA). Genes encoding the variable regions of the antibodies were provided into a modified pEF vector (Invivogen) allowing the expression and secretion of a fully human IgG1 in mammalian cells. Further details on antibody purification and characterization are provided in the Supplemental Material section.

### Cell incubation with antibodies and MTT assay

CCDC18Co cells and CAFs were grown in DMEM in standard conditions, and CM from HT29 cancer cells were obtained as described above. For the experiments, CCD18Co cells and CAFs were seeded on day 1 at 4000 cells/well in 96-well cell culture plates (catalog no. 83.3924.005, Sarstedt, Nümbrecht, Germany) with DMEM and 10% FBS. Twenty-four hours later, medium was removed and cells were washed once with PBS. Then, 150 μL of CM/DMEM mix was added to CCD18Co cells. The mix contained 50% of fresh DMEM and 50% of CM from HT29 cells starved for 48h. To this mix, 1% FBS (final concentration) was added. Next, antibodies were added (10μg/mL for CCD18Co cells and 100μg/mL for CAFs). Then, cells were incubated at 37ºC and 5% CO_2_ for 120h. Afterwards, cell viability was assessed using 3-(4, 5-dimethyl thiazol-2-yl) 2, 5-diphenyl tetrazolium bromide) (MTT) staining (catalog no. M5655, Sigma-Aldrich). Absorbance was measured at 540 nm. Statistical analysis was performed using the *t*-test.

### Western blot analysis

CM were concentrated 10-fold using Vivaspin columns 10 kDa filters (catalog no. VS0102, Sartorius Stedim Biotech, Stonehouse, UK). The cell culture medium was exchanged with RIPA buffer (150 mM NaCl, 0.5% Na-deoxycholate, 1% Triton X-100, 0.5% SDS, 50 mM Tris-HCl (pH 7.5)). Laemmli buffer (0.1% 2-mercaptoethanol, 0.0005% bromophenol blue, 10% glycerol, 2% SDS in 63 mM Tris-HCl (pH 6.8)) was added to 20 µl of concentrated CM. CM were then boiled for 5 min and loaded (identically amounts) on two 6% polyacrylamide gels. One of the gels were used for western blotting after protein transfer to nitrocellulose membranes at 100 V for 2 h. After blocking in 5% skim milk for 1h, membranes were incubated (4 °C, overnight) with an anti-LTBP2 antibody (1:500; catalog no. AF3850, R&D systems, Minneapolis, USA). The second gel was used for normalization after staining using the PlusOne Silver Staining Kit, Protein (catalog no. 17-1150-01, GE Healthcare, Uppsala, USA).

### Gene expression analysis by real-time reverse transcription quantitative PCR (RT-qPCR)

Total RNA was isolated with the Monarch Total RNA Miniprep Kit (catalo no. T2010S, New England Biolabs). For RT-qPCR analysis, RNA was reverse-transcribed using SuperScript III Reverse Transcriptase (catalog no. 18080; Invitrogen, Carlsbad, CA, USA). Twenty nanograms of cDNA was used for PCR reactions.

The basal gene expression levels were assessed using three biological replicates for CAFs and LX2 cells and four replicates for CCD18Co fibroblasts. Ct values were compared using the unpaired Welch's test and the t.test R function (var.equal = FALSE).

CM effect was evaluated in two (CAFs), three (LX2 cells) and four (CCD18Co cells) biological replicates. For each cell line, ∆Ct (relative to 18S) values were compared between conditions with the paired Student's *t*-test (var.equal = FALSE). Fold changes compared with control condition are reported.

### Bulk RNA sequencing

Total RNA was isolated as previously described. For each sample, 1µg of total RNA was used to construct the sequencing libraries. Libraries were prepared with the RNA Stranded Total RNA prep Ligation with Ribo-Zero plus kit (Illumina, San Diego, USA) to deplete ribosomal RNA. Then, they were sequenced on a NovaSeq6000 SP (200 cycles) (Illumina) to generate 66 million reads in each direction per sample. Base calling and demultiplexing steps were performed using the Illumina software Dragen 3.8.4. With our pipeline, Fastq files were aligned against the human genome (Ensembl GRCh38) (STAR using default parameters and 2 passes, read counts extraction with HTSeq-count).

TMM normalization was applied with the calcNormFactors function (edgeR R package), and the glmFit and glmLRT functions were used with default parameters to identify differentially expressed genes. P-values were corrected with the Benjamini-Hochberg procedure (multtest R package). Normalized transcriptomes were then log-transformed (x → log2(x+1)), and z-scores were computed.

The functional analysis of the differentially expressed genes (adjusted p-value <0.01, fold change absolute value >2) was performed with hypergeometric tests on Gene Ontology biological processes (GOBP) containing at least three differentially expressed genes.

### Data access and sample IDs

Single-cell transcriptomes are available from GEO (reference GSE158692). In these data, patient 1 metastasis (P1_MP) is referenced as SC_196081, P2_MP as 19G00619, P3_MP as 19G00635, P4_MPa as 19G02977_Big, and P4_MPb as 19G02977_Small, and P5_MP as 20G00953. RNA-sequencing data from cultured cells are available from GEO (reference GSE191323).

## Supplementary Material

Supplementary figures and tables. Click here for additional data file.

## Figures and Tables

**Figure 1:**
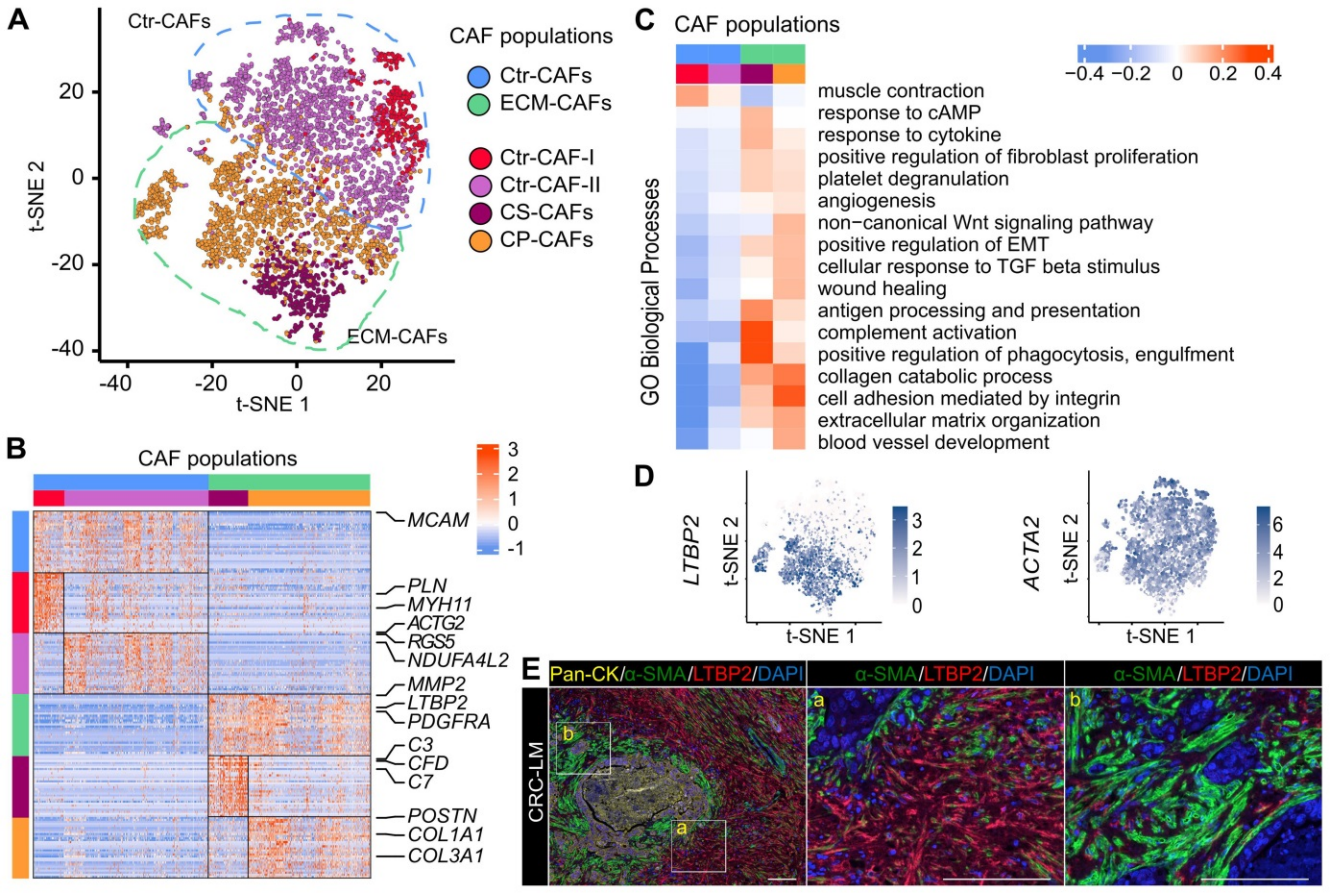
CAF heterogeneity. **A.** Analysis of the individual transcriptomes of 4,397 CAFs identified two main populations (ECM- and Ctr-CAFs) and four more specialized populations. **B.** Expression of the 30-gene signatures for each CAF population and subpopulation. **C.** Biological processes showing the different activity levels in the CAF populations. **D.** *LTBP2* and *ACTA2* expression in CAFs. **E.** Protein expression of Pan-CK (cancer cells), α-SMA (all CAFs) and LTBP2 (ECM-CAFs) in CRC-LM. Representative image of nine CRC-LM samples; scale bars,100 μm. Nuclei were counterstained with DAPI.

**Figure 2:**
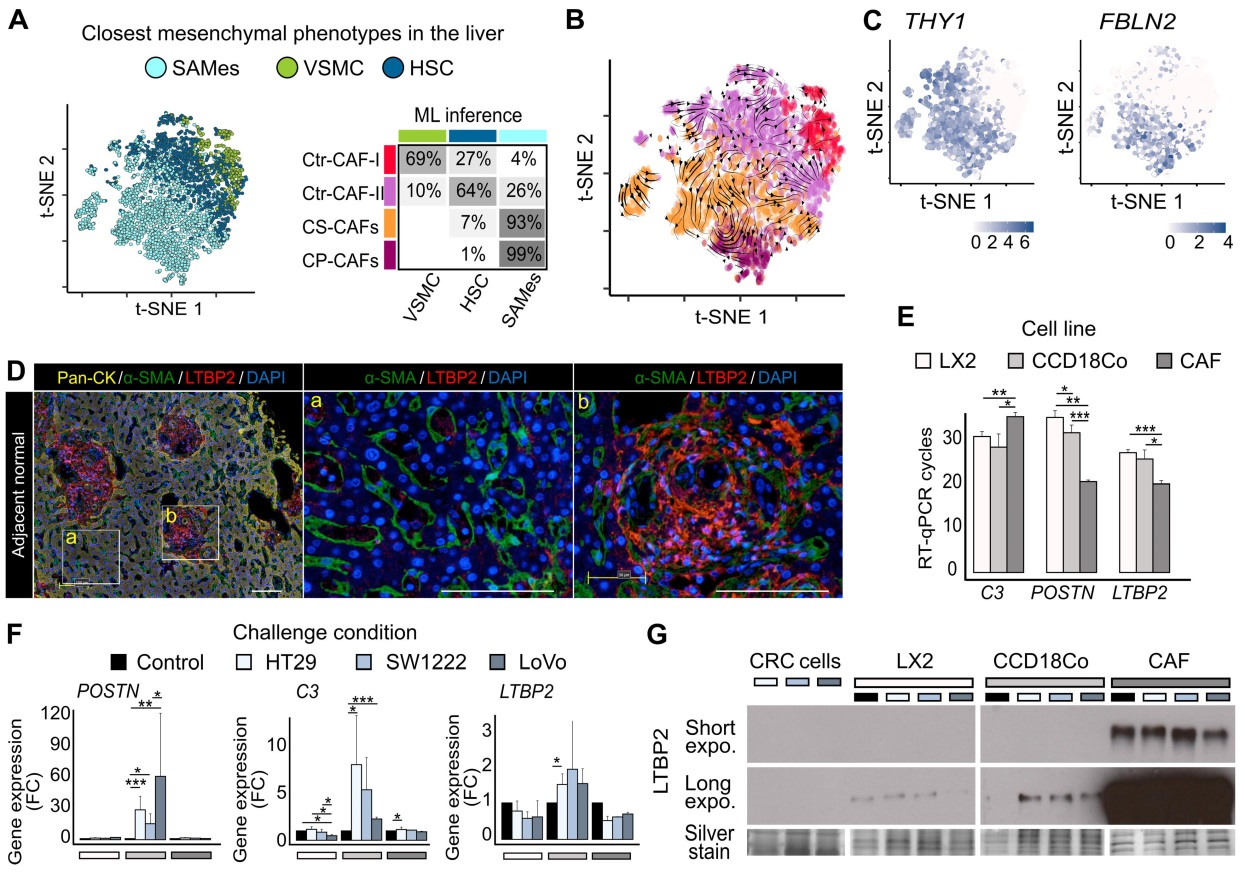
CAF origin. **A.** Machine learning (ML) prediction of CAF origin using mesenchymal cell transcriptome data from healthy and cirrhotic human livers (the table on the right shows the rate of closest mesenchymal phenotype assignment to each CAF population.) **B.** RNA velocity analysis indicating a seamless flow between ECM-CAF subtypes, in agreement with a common SAMes origin. Conversely, transitions between ECM- and Ctr-CAFs, and Ctr-CAF-II and Ctr-CAF-II seem more random, in agreement with their distinct origins. **C.** Portal fibroblast genes not expressed by HSCs strongly associate with ECM-CAFs. **D.** Multiplexed immunofluorescence staining of Pan-CK (hepatocytes), α-SMA (HSCs), and LTBP2. The presence of LTBP2+ CAFs in CRC-LM samples is limited to portal regions of the normal adjacent liver tissue. LM, liver metastasis; D, desmoplasia; and NL, normal liver. Representative images of nine CRC-LM samples; scale bars, 100μm. Nuclei were counterstained with DAPI. **E-F.** RT-qPCR analysis of *C3*, *POSTN*, and *LTBP2* expression in LX2 and CCD18Co cells, and CRC-LM-CAFs incubated with CM from CRC cell lines (HT29, SW1222, and LoVo). Basal levels (**E**) and gene fold-change relative to control (**F**). **G.** Western blot analysis of LTBP2 abundance in conditioned medium samples. Panels E and F: *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 3:**
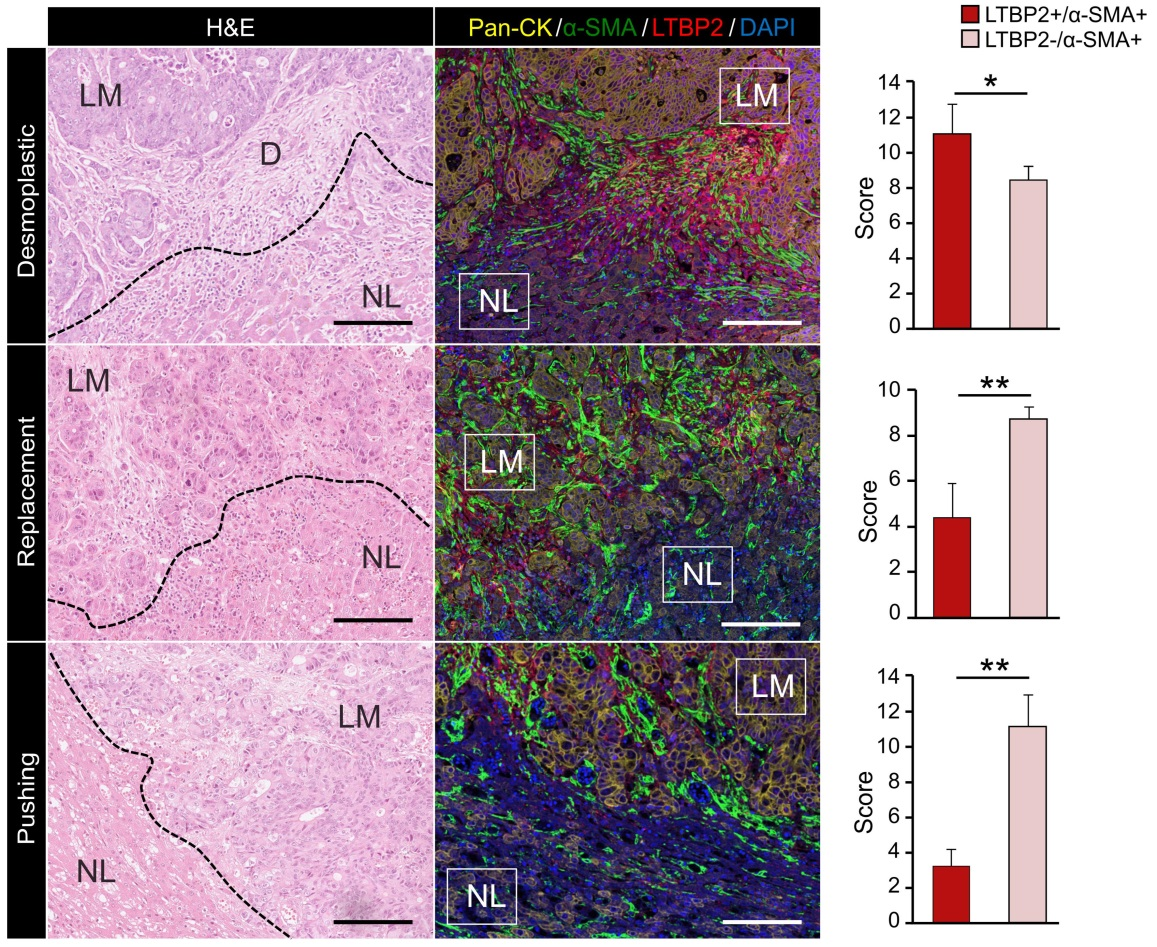
Expression of Pan-CK (cancer cells), α-SMA (CAFs) and LTBP2 (ECM-CAFs) in CRC-LM samples at the invasion front of replacement, and in the pushing and desmoplastic HGPs. LM, liver metastasis; D, desmoplasia; and NL, normal liver. Representative images of nine CRC-LM samples; scale bars, 100 μm. Nuclei were counterstained with DAPI. Histograms indicate the mean values from nine samples and two different locations *per* sample; error bars are the standard deviations; *P ≤ 0.05, **P ≤ 0.01 (Mann-Whitney-U-Test).

**Figure 4:**
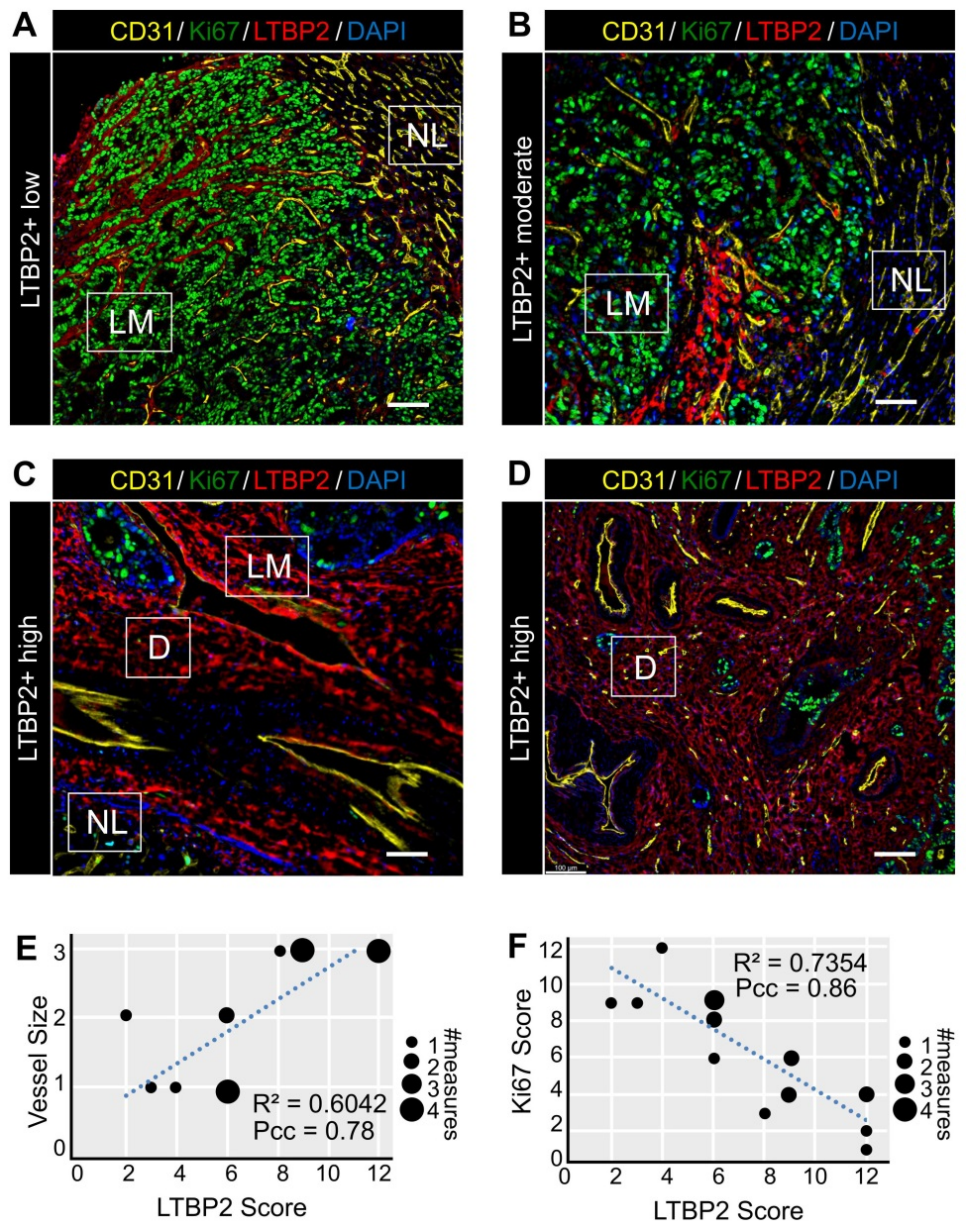
Features of ECM-CAF dense areas. **A-D.** Immunofluorescence analysis of endothelial cells (CD31), cancer cell proliferation (Ki67), and ECM-CAFs (LTBP2) in different configurations representative of 20 CRC-LM samples. **A.** ECM-CAF low concentration area at the invasive front of a CRC-LM with replacement HGP. **B.** Moderate ECM-CAF concentration at the invasive front of a CRC-LM with pushing HGP. **C.** High ECM-CAF concentration at the invasive front of a CRC-LM with desmoplastic HGP. **D.** High ECM-CAF concentration at the center of a CRC-LM with replacement HGP. LM, liver metastasis; D, desmoplasia; and NL, normal liver. Scale bar, 100 μm; nuclei were counterstained with DAPI. **E.** Correlation analysis of CD31+ vessel size (1-small, 2-medium, 3-large) and ECM-CAF (LTBP2+) presence. **F.** Correlation analysis of cancer cell Ki67-positivity and ECM-CAF (LTBP2+) presence. E and F: analyses restricted to LM areas, nine tumors, two different fields per tumor; Pcc = Pearson correlation coefficient, P = P-value.

**Figure 5:**
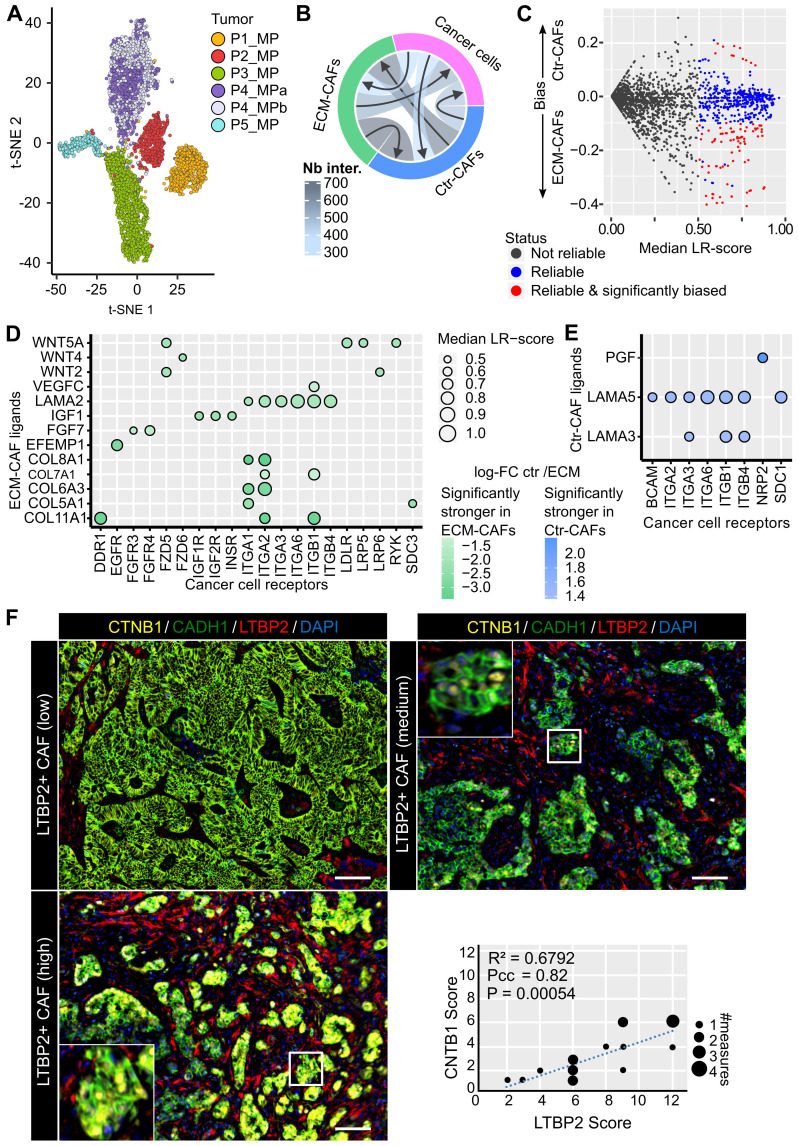
Cell interactions. **A.** Two-dimensional projection of the cancer cell transcriptomes. **B.** Number of reliable LR interactions among the three cell populations. **C.** Schematics of the selection of reliable and significantly Ctr- or ECM-CAF-biased LR interactions. Vertical axis: differences between the median LR-scores for Ctr- and ECM-CAFs. **D.** Chosen subset of significantly stronger LR interactions from ECM-CAFs to cancer cells. **E.** Significantly stronger LR interactions from Ctr-CAFs to cancer cells. **F.** Multiplexed immunofluorescence staining of cancer cells (CADH1), Wnt canonical signaling (CTNB1), and ECM-CAFs. Images show three liver metastasis zones with high, medium and low ECM-CAF proportions. Representative images of nine CRC-LM samples; scale bar, 100μm; nuclei were counterstained with DAPI. **G.** Correlation analysis of nuclear CTNB1 positivity in cancer cells and presence of adjacent ECM-CAFs: nine CRC-LMs and two different fields per sample; Pcc = Pearson correlation coefficient, P = P-value.

**Figure 6:**
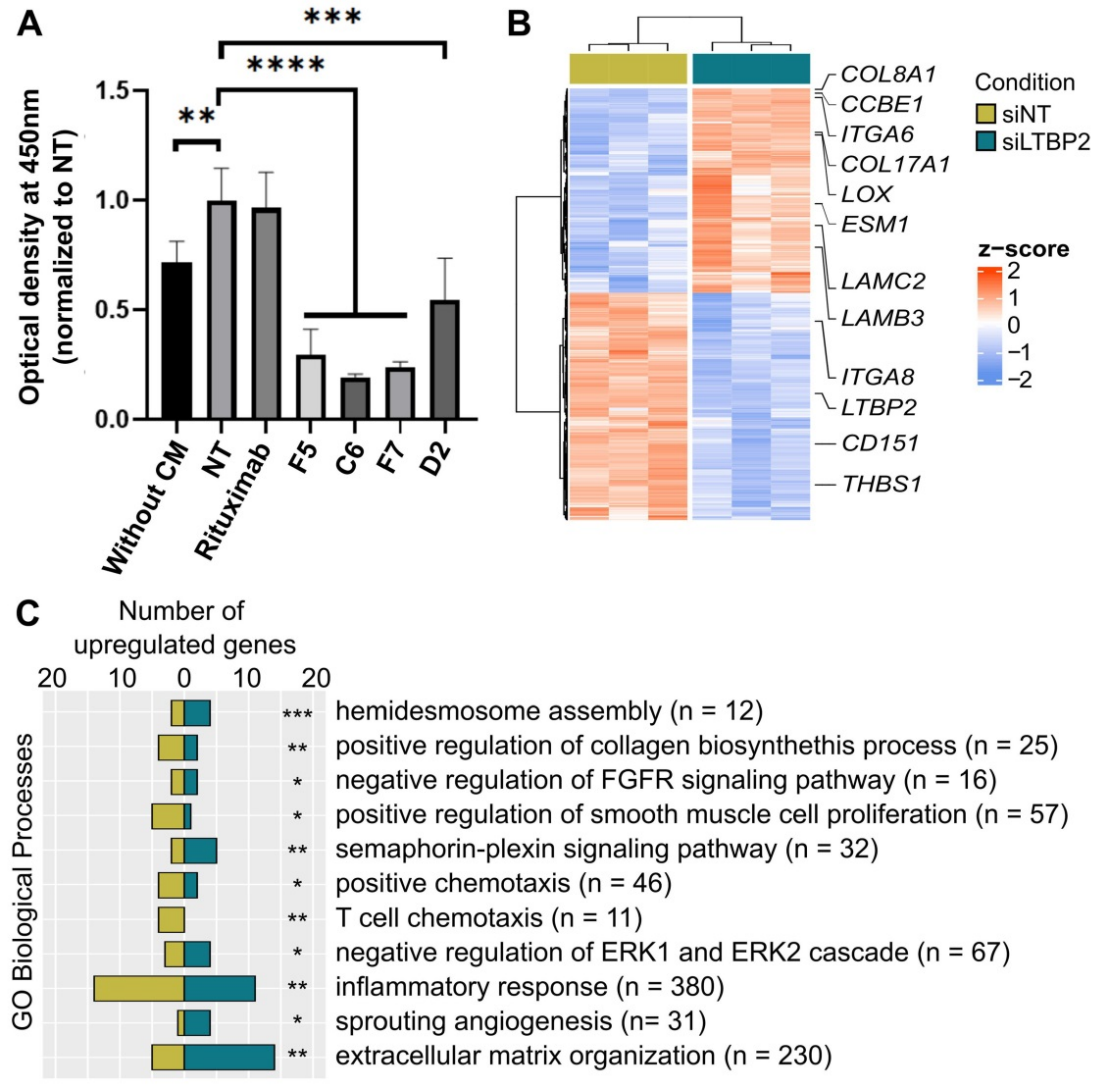
LTBP2 is essential for fibroblast viability and functions. **A.** MTT assay showing the proliferation of CCD18Co cells exposed to HT29 conditioned medium (CM) and incubated with different antibodies against LTBP2 (F5, C6, F7, D2), or an irrelevant antibody (rituximab, against CD20) for 96h. Mean values were normalized to the non-treated condition (NT). Error bars represent the standard deviation. P-values were obtained with the *t*-test. **B.** Expression (z-scores) of 496 genes significantly deregulated (edgeR analysis, FDR < 0.01 and fold-change > 2) between CCD18Co cells transfected with siRNAs anti-*LTBP2* and non-target (siNT) for 48h. **C.** Selected GO biological processes modulated by *LTBP2* silencing in CCD18Co fibroblasts. Panels A and C: *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 (hypergeometric test).

**Figure 7:**
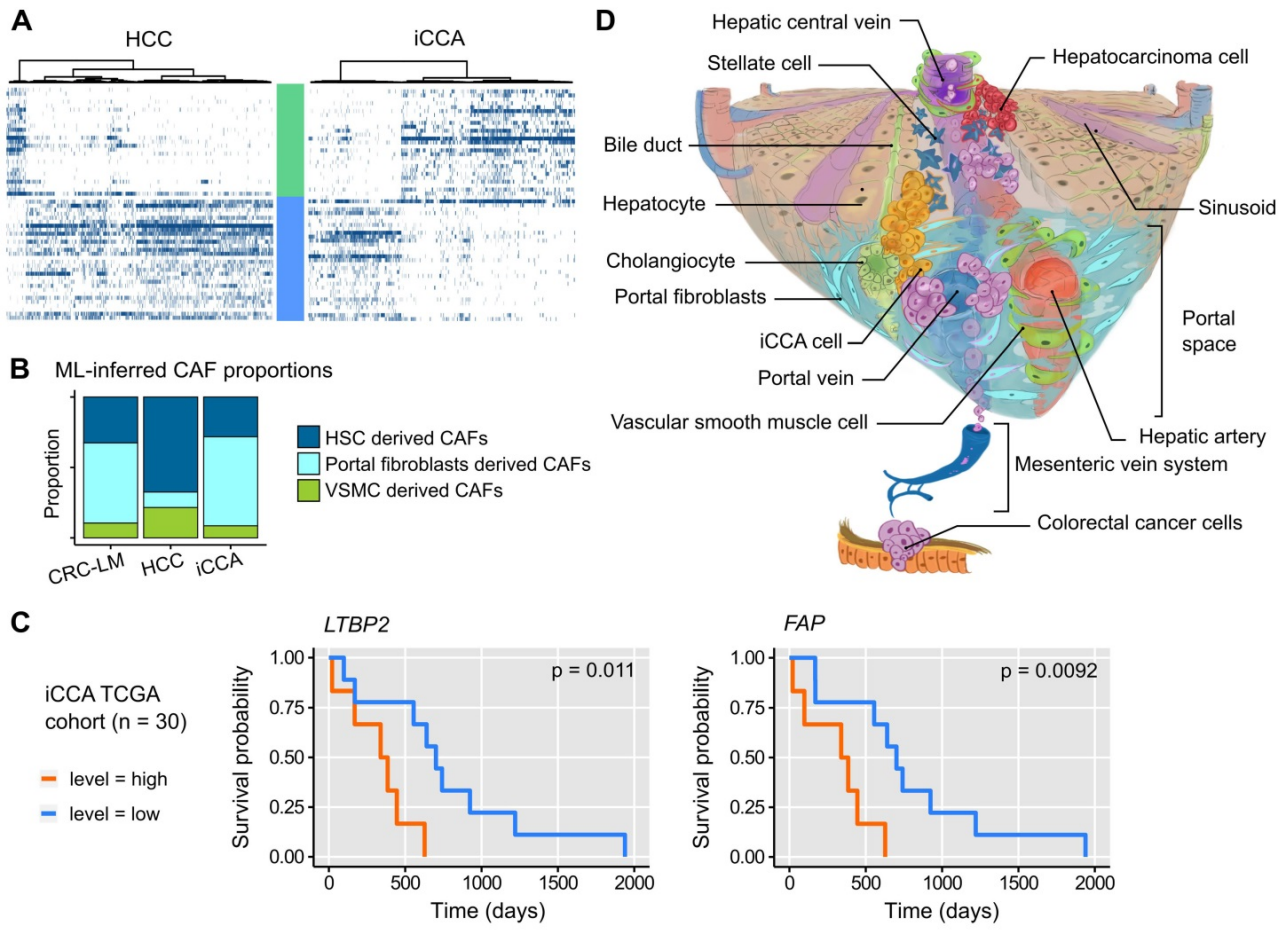
**A.** Expression profiles of ECM- and Ctr-CAF signature genes in different liver tumor types. **B.** ML-inferred CAF composition in CRC-LM, hepatocellular carcinoma (HCC), and intrahepatic cholangiocarcinoma (iCCA). P-values by multinomial testing (#P < 7E-11). **C.** Survival curves in function of *LTBP2* and *FAP* expression. **D.** CAF origin model. CAFs mainly derive from three major sources: hepatic stellate cells (HSC), portal fibroblasts (PF), and vascular smooth muscle cells (VSMC). CRC-LM initiate by the arrival of CRC cells from the colon through the portal vein into the portal space of liver. There, they extravasate, activate PFs, and orient them to a CAF phenotype. The lesions grow and invade the liver parenchyma where they subsequently convert HSCs into CAFs. In HCC, the opposite occurs. Tumors originate in the liver parenchyma where they first activate HSCs.

# Supplementary material for: The landscape of cancer-associated fibroblasts in colorectal cancer liver metastases
**Source:** Theranostics. 2022 Oct 31;12(17):7624–39. doi: 10.7150/thno.72853
**Supplement:** Supplementary file 1 — Supplementary figures and tables.

*Supplementary Material*

**The cancer-associated fibroblasts landscape in colorectal cancer-liver metastases**

Ambre Giguelay<sup>1,2,3,4</sup>, Evgenia Turtoi<sup>1,2,4</sup>, Lakhdar Khelaf<sup>5</sup>, Guillaume Tosato<sup>1,2,3</sup>, Ikrame Dadi<sup>1,2,4</sup>, Tommy Chastel<sup>1,2,4</sup>, Marie-Alix Poul<sup>1,2,4</sup>, Marine Pratlong<sup>6</sup>, Stefan Nicolescu<sup>1,2,4</sup>, Dany Severac<sup>6</sup>, Antoine Adenis<sup>7</sup>, Olivia Sgarbura-Popescu<sup>8</sup>, Sébastien Carrère<sup>8</sup>, Philippe Rouanet<sup>8</sup>, François Quenet<sup>8</sup>, Marc Ychou<sup>7</sup>, Didier Pourquier<sup>1,2,4,5</sup>, Pierre-Emmanuel Colombo<sup>6</sup>, Andrei Turtoi<sup>1,2,4,9†</sup>, Jacques Colinge<sup>1,2,3,†</sup>

**Running title:** LTBP2+ CAF in Liver Metastases.

† Equal contribution/co-corresponding authors.

Jacques Colinge, PhD

Andrei Turtoi, PhD

## Supplementary Methods

### Tumor Collection and Dissociation

Tissue fragments with the enzyme mix were placed on an agitator at 37 °C and incubated for 45 min. Following this, the mixture was filtrated using 70 µM and then 30 µM mesh size strainers (cat. no. 130-098-462 and 130-098-458, Miltenyi Biotec, Bergisch Gladbach, Germany). The undigested tissue pieces were returned to the flask, while the cells were separated from the digestion medium by centrifugation (5 min at 300 x g, 4 °C). The cell pellets were immediately washed twice in cold PBS (cat. no. 10010023, Gibco) containing 0.5% BSA (cat. no. A3294, Sigma Aldrich). Red blood cells were lysed by incubation 1 min at room temperature in 1ml of Ammonium-Chloride-Potassium (ACK) lysis buffer (cat. No A1049201, Gibco). The reaction was immediately stopped with 10ml of cold PBS 0.5% BSA. The cell pellets were then washed in cold PBS 0.5% BSA. In parallel, the cell-free digestion medium was returned to the undigested tissues for a second round of digestion (45 min and 37 °C). Following this second digestion, cell viability was estimated in both cell populations using trypan blue staining (cat. no. 15250061, Gibco). Minimal acceptable viability for subsequent experiments was 30%. Samples from 1st and 2nd digestions were pooled if of similar viability; otherwise samples from the 2nd digestion were used, as their viability was generally higher.

### Cell Sorting

Compensations and auto-fluorescence was checked using individual stains. The following populations were isolated: cancer cells (EPCAM+/CD45-/CD31-/LiveDead-) and cancer associated fibroblasts (CAF) (EPCAM-/CD45-/CD31-/LiveDead-). After counting, 10.000 cancer cells and 10.000 CAFs were separately resuspended in 0.05% BSA PBS solution, to produce cell suspensions at approximately 1300 cells/µL. The cells suspensions were used immediately after the sorting for single-cell RNAseq library preparation.

### Data preparation and initial filtering

Patient 5 (sample ID 20G00953M) EPCAM+ cells were pooled with CD45+ cells before sequencing. We did not use the CD45+ cells in this study. EPCAM+ cells were identified by performing PCA on all the genes detected in at least 1% of the cells, keeping the first 30 principal components, and using K-means clustering (k=3). CD45+ cells grouped in one unique cluster and were discarded.

Two-dimensional projection of all the EPCAM+ fractions (all the 6 tumors) together revealed a small cluster of cells separated from the main clusters grouping EPCAM+ cells of each patient (data not shown). In the liver, cholangiocytes also express EPCAM along with KRT7, KRT19, and SOX9.<sup>1</sup> Most of the cells in this cluster expressed KRT7, which was not expressed in the main EPCAM cell clusters. The other genes were not specific. To circumvent dropouts in KRT7 expression, we constructed a gene signature comprised of the 10 most KRT7-correlated genes in the cholangiocyte

cluster. Average expression of those 10 genes defined a cholangiocyte score, and EPCAM+ cells scoring  $\geq 1$  were discarded (61 cells, see Suppl. Fig. 1A).

Due to the absence of a generic surface marker, CAF were searched using a triple negative (TN) selection in flow-cytometry. In the TN fraction, we eliminated contaminating hepatocytes by using ALB as a marker. To address dropouts as above, we computed the 10 most ALB-correlated genes (84 cells removed, Suppl. Fig. 1B). Similarly, contaminating immune cells were identified with CD45 (17 cells removed, Suppl. Figure 1C). Contaminating epithelial cells were eliminated using the same procedure, and EPCAM as a marker (48 cells removed, Suppl. Figure 1D). Lastly, endothelial cells were eliminated from the TN fraction using the expression of CD31 (PECAM1) alone, since no well-correlated genes were found (66 cells removed, Suppl. Fig. 1E). Because the metabolic activity can be highly dysregulated in a tumor environment, a maximum content of 50% mitochondrial genes was allowed for TN cells.

### Heatmaps

Heatmaps were generated with ComplexHeatmap.<sup>2</sup> Thresholds to the top and bottom 2.5% values were applied to obtain informative color scales.

### Multiplexed immunofluorescence

The Opal staining solution was made by mixing 2  $\mu$ L Opal dye and 98  $\mu$ L Amplifying Buffer (100  $\mu$ L total per slide). Following a 10 min incubation, the slides were washed three times for 5 min in PBS and then subjected to microwave-assisted antibody removal. Slides were immersed in AR6 buffer and the antibodies were striped using microwave for 15 min. Following this, the tissues were re-blocked with serum-free blocking solution for 30 min at RT. Tissues were then incubated with the next primary antibody, and the staining procedure repeated as described above using the following Opal dyes: 520, 570, 620 and 690. Stained slides were mounted using VECTASHIELD® Antifade Mounting Medium with DAPI (Vector, Burlingame, USA) and visualized on a Vectra Polaris fluorescence slide scanner (Akoya).

Scoring of the immunofluorescence was conducted using a semi-quantitative approach by two independent evaluators of two areas per section and patient. For a given target, two parameters were evaluated and later multiplied to yield a composite value (here referred to as score). The first parameter was the extent of staining with 1 denoting less than 25% of the surface occupied by target cells, 2 between 25 and 50%, 3 between 50 and 75% and 4 for 100%. The second parameter was the intensity of the staining in the target cells, with 0 denoting negative staining, 1 low, 2 medium and 3 high staining intensity.

### **Anti-LTPB2 antibodies**

Human IgG1 obtained after plasmid transient transfection of HEK-293 T cells were purified using protein A affinity chromatography, as previously described (Le Gall M, Crepin R, Neiveyans M, Auclair C, Fan Y, Zhou Y, et al. Neutralization of KIT Oncogenic Signaling in Leukemia with Antibodies Targeting KIT Membrane Proximal Domain 5. *Molecular cancer therapeutics* 2015; 14:2595-605). Purified IgG1 were concentrated and buffered in PBS using Vivaspin 500 (MWCO 10 kDa) centrifugal Filter Units (Sartorius), quantified by spectrophotometry (1 uOD<sub>280nm</sub> = 0.75 g/L), filtered for sterility (0.22 µm Minisart Syringe filters, Sartorius) and purity was checked by a 10% SDS-PAGE (5 µg) and stained with Coomassie-Brilliant Blue G-250. Antibodies preparations were conserved in PBS at 4°C after sterile filtration.

### **Indirect Enzyme-linked immunosorbent assay (ELISA)**

Maxisorp 96-well plates (Nunc) were coated with recombinant LTBP2 (100 ng/well in PBS) overnight at 4°C. The residual-binding sites were blocked with 2% (w/v) skim milk powder in PBS (MPBS, 200 µl/well). The antibodies were diluted in MPBS and titrated 1 to 10 in duplicates starting from 100 nM and incubated for 2 h at RT. Bound antibodies were detected by incubation with HRP-conjugated antibodies specific for human Fc (Sigma) (one hour at RT) followed by incubation with enzymatic chromogenic substrate solution Step-ULTRA-TMB (Thermo Scientific). Enzymatic reaction was terminated using 100 µl of 1 M HCl and OD at 450 nm was measured. In general, the plates were washed three times with PBST (PBS + 0.005% (v/v) Tween 20) and once with PBS in between each incubation step. Rituximab, an anti-CD20 of the IgG1 isotype (Roche) was used as a negative control. Fits and EC<sub>50</sub> (concentrations giving 50% of OD at saturation) were determined with GraphPad software.

### **Competitive ELISA with F5-IgG**

One hundred µL of F5-IgG1 solution at 1 mg/mL were combined with 1 µL of a freshly prepared solution of functionalized biotin (EZ Link Sulfo NHS LC Biotin, Thermo Scientific) at 15 µg/µL in water for 30 min, at room temperature (RT). The biotinylation reaction was quenched with 2 µL of Tris buffer pH 7.4 500 mM. Free biotin was removed by filtration with Vivaspin 500 (MWCO 10 kDa) device using PBS as an exchange buffer. Antibody concentration was evaluated as above.

Maxisorp 96-well plates were coated with recombinant LTBP2 and saturated as above. A hundred µL of biotinylated F5-IgG1 (20 nM) combined to non-biotinylated anti-LTBP2 antibodies or rituximab (equimolar or twice more concentrated) in MPBS were added for 2h at RT. Bound biotinylated F5-IgG1 was detected using HRP-conjugated streptavidin (Thermo Scientific) (one hour at RT) followed by the same steps than for the indirect ELISA above. Reduction of the signal obtained with a given antibody indicates competition for binding to LTPB2 of F5-IgG1 and the corresponding antibody and therefore, identical or close binding sites for LTBP2 for both antibodies.

### **Analysis of Che et al. (2021) CRC-LM single-cell data**

A scRNAseq public dataset of 6 CRC-LM was analyzed (Che et al., 2021). Cells coming from CRC primary tumors and peripheral blood, or with less than 1000 detected genes were discarded. The 23,576 remaining single-cell transcriptomes were then normalized and log-transformed as our data. After discarding genes detected in less than 1% of the cells, the 5,000 most variable genes (coefficient of variation) among the 10,000 most expressed genes (average expression) were selected for PCA. The 30 first principal component were submitted to tSNE projection (perplexity = 30). Hierarchical clustering was performed as for our data on the 5,000 genes submitted to PCA. The clustering revealed one group of 329 cells containing both endothelial cells and CAFs (data not shown). CAFs were isolated by performing a second hierarchical clustering based on a set of endothelial cells markers (*PECAM1*, *CDH5*, *CLDN5*, *EGFL7*, *FLT1*) and CAFs markers (*ACTA2*, *PDGFRB*, *COL1A1*, *BGN*, *COL1A2*) (data not shown). A total of 258 CAFs were identified accordingly. We next clustered these 258 CAFs based on the 180 genes of our 6 signatures of 30 genes each: ECM-CAFs, Ctr-CAFs, CP-CAFs, CS-CAFs, Ctr-CAF-I, and Ctr-CAF-II.

## Supplementary Results

### Supplementary Tables

**Supplementary Table 1.** Demographic data.

**Supplementary Table 2.** Cell numbers.

|               | Metastases |       |       |        |        |       |
|---------------|------------|-------|-------|--------|--------|-------|
|               | P1_MP      | P2_MP | P3_MP | P4_MPa | P4_MPb | P5_MP |
| <b>CAFs</b>   | 26         | 28    | 622   | 1,587  | 1,533  | 601   |
| <b>EPCAM+</b> | 801        | 655   | 1549  | 848    | 1024   | 454   |

**Supplementary Table 3.** CAF subpopulation signature genes.

|    | <b>Ctr-CAF-I</b> | <b>Ctr-CAF-II</b> | <b>CS-CAFs</b> | <b>CP-CAFs</b> | <b>Ctr-CAFs</b> | <b>ECM-CAFs</b> |
|----|------------------|-------------------|----------------|----------------|-----------------|-----------------|
| 1  | CLU              | RGS5              | APOD           | POSTN          | MCAM            | MMP2            |
| 2  | SNCG             | PI15              | C3             | MMP11          | PTP4A3          | ITGBL1          |
| 3  | C12orf75         | HIGD1B            | CFD            | COL10A1        | APOLD1          | COMP            |
| 4  | MT1A             | OLFML2A           | FBLN1          | COL11A1        | CPM             | GREM1           |
| 5  | SORBS2           | NDUFA4L2          | PTGDS          | SLC6A6         | GPRC5C          | CYP1B1          |
| 6  | GADD45G          | COX4I2            | PTX3           | NTM            | ADAMTS9         | CTHRC1          |
| 7  | ADIRF            | GJC1              | C7             | ARL4C          | SPARCL1         | LTBP2           |
| 8  | MT1X             | GJA4              | ITM2A          | PLAU           | CSRP2           | COL8A1          |
| 9  | PDK4             | ADAP2             | IGF1           | COL1A1         | TINAGL1         | PDGFRA          |
| 10 | RERGL            | KLHL23            | SFRP2          | FNDC1          | ITGA7           | IGFBP3          |
| 11 | PLN              | GPR4              | ABI3BP         | SULF1          | ADAMTS4         | VCAN            |
| 12 | MT1M             | TMEM74B           | COLEC12        | INHBA          | CSPG4           | ISLR            |
| 13 | KCNMA1           | NRARP             | SERPINF1       | WNT5A          | CRIP1           | LUM             |
| 14 | NTRK3            | EDNRB             | SCARA5         | NPR3           | PGF             | THBS2           |
| 15 | SBSPON           | PLCE1             | SCN7A          | SUGCT          | LRRC10B         | PDPN            |
| 16 | ITIH3            | TPPP3             | TNXB           | ITGA2          | GPR20           | COL6A3          |
| 17 | ANGPTL1          | SSTR2             | SRPX           | COL5A1         | SERPINI1        | EFEMP1          |
| 18 | MYH11            | KCNJ8             | SFRP4          | ITGA11         | CLMN            | FBLN2           |
| 19 | SPEG             | PLA2G5            | FGL2           | HOPX           | FABP4           | HTRA3           |
| 20 | ITGA8            | PLXDC1            | RARRES1        | COL3A1         | SYNM            | LXN             |
| 21 | KLF2             | ENPEP             | OMD            | HHIP           | SLC7A2          | PTGIS           |
| 22 | BCAM             | EGFL6             | OGN            | PLPP4          | RASD1           | MOXD1           |
| 23 | ID1              | SEMA5B            | CCDC80         | ADAMTS2        | LDB3            | MMP23B          |
| 24 | GLDN             | FAM162B           | CHRD1          | UNC5B          | ATP1A2          | FAP             |
| 25 | AC092164.1       | TRPC6             | BOC            | CDH2           | ESAM            | PDGFD           |
| 26 | CASQ2            | FAM13C            | DPT            | PDGFC          | LGI4            | MEG3            |
| 27 | C2orf40          | CAMK2N1           | FBLN5          | TYROBP         | KCNA5           | LOXL1           |
| 28 | BRSK2            | TBX2              | GPRC5A         | PTK7           | AC100803.3      | PODN            |
| 29 | DES              | IMPA2             | C16orf89       | F5             | CPE             | COL1A2          |
| 30 | ACTG2            | ARHGAP29          | ABCA8          | COL5A2         | EPAS1           | CST2            |

**Supplementary Table 4.** Intersection between pan-cancer CAF populations<sup>3</sup> and CRC-LM CAF population signature genes. The authors indicated that C7 to C11 clusters represent commonly found CAFs. C1 to C6 are tissue-specific (colon and ovary). (P-values obtained with a hypergeometric test.)

|                     | Ctr-CAF-I                                                                                           | Ctr-CAF-II                                                                               | CS-CAFs                                                                                 | CP-CAFs                                                                                                  | Ctr-CAFs                                               | ECM-CAFs                                                              |
|---------------------|-----------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------|--------------------------------------------------------|-----------------------------------------------------------------------|
| <b>C1_KCNN3</b>     |                                                                                                     |                                                                                          | <b>P=9.6e-13</b> (DPT, C7, SCN7A, OGN, SRPX, FBLN1)                                     | <b>P=3.4e-2</b> (FNDC1)                                                                                  | <b>P=3.4e-2</b> (SPARCL1)                              | <b>P=5.6e-4</b> (PDGFRA, LUM)                                         |
| <b>C2_ADAMDEC1</b>  |                                                                                                     |                                                                                          | <b>P=5.3e-6</b> (CFD, ABCA8, SCARA5)                                                    |                                                                                                          |                                                        |                                                                       |
| <b>C3_SOX6</b>      | <b>P=3.4e-2</b> (GADD45G)                                                                           | <b>P=3.4e-2</b> (EDNRB)                                                                  |                                                                                         | <b>P=5.6-4</b> (POSTN, WNT5A)                                                                            |                                                        | <b>P=5.6e-4</b> (PDGFRA, PDGFD)                                       |
| <b>C4_STAR_NF</b>   |                                                                                                     |                                                                                          |                                                                                         |                                                                                                          |                                                        |                                                                       |
| <b>C5_STAR_CAF</b>  |                                                                                                     |                                                                                          | <b>P=3.3e-6</b> (ITM2A)                                                                 |                                                                                                          |                                                        | <b>P=3.3e-2</b> (MEG3)                                                |
| <b>C6_CALB2</b>     | <b>P=3.4e-2</b> (SBSPOB)                                                                            |                                                                                          | <b>P=5.6e-4</b> (RARRES1, C3)                                                           |                                                                                                          |                                                        |                                                                       |
| <b>C7_MYH11</b>     | <b>P=0.0</b> (MYH11, ADIRF, PLN, RERGL, ACTG2, BCAM, SNCG, SORBS2, C2orf40, C12orf75, NTRK3, CASQ2) |                                                                                          |                                                                                         |                                                                                                          | <b>P=2.6e-10</b> (CSRP2, TINAGL1, MCAM, PTP4A3, KCNA5) |                                                                       |
| <b>C8_RGS5</b>      |                                                                                                     | <b>P=0.0</b> (RGS5, NDUFA4L2, HIGD1B, COX4I2, GJA4, GJC1, KCNJ8, FAM162B, PLXDC1, ADAP2) |                                                                                         |                                                                                                          | <b>P=3.4e-8</b> (MCAM, TINAGL1, ESAM, APOLD1)          |                                                                       |
| <b>C9_CFD</b>       | <b>P=3.5e-2</b> (CLU)                                                                               |                                                                                          | <b>P=0.0</b> (CFD, APOD, FBLN1, TNXB, SFRP2, SRPX, FBLN5, DPT, CCDC80, ITM2A, SERPINF1) |                                                                                                          |                                                        | <b>P=6.2e-2</b> (FBLN2, EFEMP1, LUM)                                  |
| <b>C10_COMP</b>     |                                                                                                     |                                                                                          | <b>P=5.9e-4</b> (SFRP4, SFRP2)                                                          | <b>P=0.0</b> (MMP11, COL1A1, POSTN, COL3A1, COL11A1, COL5A2, INHBA, COL10A1, COL5A1, SULF1, PLAUI, HOPX) |                                                        | <b>P=0.0</b> (CTHRC1, COMP, COL1A2, VCAN, THSB2, FAP, COL6A3, COL8A1) |
| <b>C11_SERPINE1</b> | <b>P=3.5e-2</b> (DES)                                                                               | <b>P=3.5e-2</b> (EGFL6)                                                                  | <b>P=2.6e-10</b> (C3, RARRES1, IGF1, CCDC80, PTGDS)                                     | <b>P=5.9e-4</b> (COL1A1, COL3A1)                                                                         |                                                        | <b>P=6.2e-6</b> (LXN, PTGIS, COL1A2)                                  |

**Supplementary Table 5.** Intersection between breast cancer primary tumor CAF-S1 subpopulations<sup>4</sup> and CRC-LM CAF population signature genes. (P-values obtained with a hypergeometric test.)

|                            | Ctr-CAF-I                      | Ctr-CAF-II                    | CS-CAFs                                                                                            | CP-CAFs                                                               | Ctr-CAFs | ECM-CAFs                                                                     |
|----------------------------|--------------------------------|-------------------------------|----------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------|----------|------------------------------------------------------------------------------|
| <b>S1 (0) (ecm myCAF)</b>  |                                |                               | <b>P = 5.9e-4</b><br>(SFRP2, CCDC80)                                                               | <b>P = 1.1e-12</b><br>(COL10A1, COL11A1, FNDC1, SULF1, COL3A1, PLPP4) |          | <b>P = 4.0e-15</b><br>(ITGBL1, COMP, COL8A1, ISLR, COL6A3, MMP23B, LOXL1)    |
| <b>S1 (1) (detox iCAF)</b> |                                |                               | <b>P = 2.2e-16</b> (PTX3, C7, TNXB, OGN, CHRDL1, FBLN5, C16orf89)                                  |                                                                       |          |                                                                              |
| <b>S1 (2) (IL iCAF)</b>    | <b>P = 2.9e-2</b><br>(GADD45G) |                               | <b>P = 9.4e-11</b> (C7, ITM2A, COLEC12, SCARA5, FBLN5)                                             |                                                                       |          | <b>P = 4.0e-4</b><br>(PDGFD, MEG3)                                           |
| <b>S1 (3) (TGFB myCAF)</b> |                                |                               |                                                                                                    | <b>P = 2.9e-4</b><br>(COL10A1, COL3A1)                                |          | <b>P = 3.9e-11</b><br>(COMP, COL6A3, HTRA3, LOXL1, CST2)                     |
| <b>S1(4) (wound myCAF)</b> |                                |                               | <b>P = 1.1e-15</b> (IGF1, SFRP2, SFRP4, OMD, OGN, CCDC80, DPT)                                     | <b>P = 4.2e-4</b><br>(COL11A1, COL3A1)                                |          | <b>P = 1.1e-10</b><br>(ITGBL1, COMP, COL8A1, FBLN2, MMP23B)                  |
| <b>S1 (5) (IFN iCAF)</b>   |                                | <b>P = 2.0e-2</b><br>(PLXDC1) | <b>P = 9.8e-7</b> (C7, ABI3BP, COLEC12)                                                            |                                                                       |          | <b>P = 2.0e-2</b><br>(CYP1B1)                                                |
| <b>S1 (all)</b>            |                                |                               | <b>P = 5.3e-6</b> (PTX3, SFRP2, ABI3BP, SCARA5, SFRP4, FGL2, OMD, OGN, CCDC80, CHRDL1, DPT, FBLN5) | <b>P = 1.4e-6</b><br>(COL10A1, COL11A1, FNDC1, COL3A1)                |          | <b>P = 1.4e-14</b><br>(COMP, GREM1, PDGFRA, ISLR, COL6A3, HTRA3, PODN, CST2) |

**Supplementary Table 6.** Healthy and cirrhotic liver mesenchymal cell signature genes.

|    | VSMC        | HSC        | SAMes    |
|----|-------------|------------|----------|
| 1  | PLN         | IGLC2      | LUM      |
| 2  | SORBS2      | HIGD1B     | PTGDS    |
| 3  | PHLDA2      | IGHA2      | IGFBP3   |
| 4  | SNCG        | RGS5       | COL1A1   |
| 5  | MT1M        | TM4SF1     | COL3A1   |
| 6  | RP5-966M1.6 | FABP5      | DPT      |
| 7  | MYH11       | PLAT       | COL1A2   |
| 8  | ACTG2       | FABP4      | DCN      |
| 9  | ADIRF       | AGT        | FBLN1    |
| 10 | CRIP1       | CPE        | CCL19    |
| 11 | ITGA8       | NPR3       | C3       |
| 12 | PDGFA       | IGHA1      | C7       |
| 13 | SBSPON      | SSTR2      | SERPINF1 |
| 14 | PPP1CB      | FCN3       | TIMP1    |
| 15 | AC097724.3  | AC018647.3 | CXCL12   |
| 16 | KCNMB1      | IMPA2      | LXN      |

**Supplementary Table 7.** Intersection between healthy and cirrhotic mesenchymal cell signature genes<sup>5</sup> and CRC-LM CAF subpopulation signature genes. (P-values obtained with a hypergeometric test.)

|                                          |       | CRC-LM CAF subtypes                                                                      |                                                |                                                          |                                    |                                               |
|------------------------------------------|-------|------------------------------------------------------------------------------------------|------------------------------------------------|----------------------------------------------------------|------------------------------------|-----------------------------------------------|
|                                          |       | Ctr-CAF-I                                                                                | Ctr-CAF-II                                     | CS-CAFs                                                  | CP-CAFs                            | ECM-CAFs                                      |
| Liver<br>mesenchymal<br>cell populations | VSMC  | <b>P = 0.0</b> (PLN, SORBS2, SNCG, MT1M, MYH11, ACTG2, ADIRF, ITGA8, SBSPON, AC097724.1) |                                                |                                                          |                                    | <b>P = 1.4e-2</b> (CRIP1)                     |
|                                          | HSC   |                                                                                          | <b>P = 9.4e-10</b> (HIGDB, RGS5, SSTR2, IMPA2) |                                                          | <b>P = 1.4e-2</b> (NPR3)           | <b>P = 9.2e-5</b> (CPE, FABP4)                |
|                                          | SAMes |                                                                                          |                                                | <b>P = 2.4e-15</b> (C3, C7, FBLN1, PTGDS, SERPINF1, DPT) | <b>P = 9.2e-5</b> (COL1A1, COL3A1) | <b>P = 9.4e-10</b> (LUM, IGFBP3, COL1A2, LXN) |

**Supplementary Table 8.** Performance of tested automatic classifiers.**Precision**

|            | VSMCs       |      |      |      | HSCs        |      |      |      | SAMes       |      |      |      |
|------------|-------------|------|------|------|-------------|------|------|------|-------------|------|------|------|
|            | mean        | Sd   | min  | max  | mea<br>n    | sd   | min  | max  | mean        | sd   | min  | max  |
| <b>SVM</b> | 0.90        | 0.02 | 0.86 | 0.95 | 0.84        | 0.04 | 0.79 | 0.89 | 0.96        | 0.04 | 0.86 | 1.00 |
| <b>KNN</b> | 0.89        | 0.03 | 0.84 | 0.96 | 0.83        | 0.03 | 0.76 | 0.90 | <b>0.97</b> | 0.04 | 0.86 | 1.00 |
| <b>RF</b>  | <b>0.91</b> | 0.03 | 0.84 | 0.97 | <b>0.87</b> | 0.04 | 0.80 | 0.93 | 0.95        | 0.03 | 0.84 | 1.00 |

**Recall**

|            | VSMCs       |      |      |      | HSCs        |      |      |      | SAMes       |      |      |      |
|------------|-------------|------|------|------|-------------|------|------|------|-------------|------|------|------|
|            | Mean        | Sd   | min  | max  | mea<br>n    | sd   | min  | max  | Mea<br>n    | sd   | min  | max  |
| <b>SVM</b> | 0.88        | 0.03 | 0.84 | 0.94 | 0.86        | 0.02 | 0.83 | 0.92 | 0.93        | 0.04 | 0.86 | 1.00 |
| <b>KNN</b> | 0.86        | 0.03 | 0.80 | 0.90 | 0.86        | 0.03 | 0.82 | 0.95 | <b>0.99</b> | 0.02 | 0.94 | 1.00 |
| <b>RF</b>  | <b>0.90</b> | 0.03 | 0.85 | 0.94 | <b>0.88</b> | 0.04 | 0.80 | 0.93 | 0.97        | 0.03 | 0.91 | 1.00 |

**Supplementary Table 9. Deregulated GO Biological Process terms upon siLTBP2**

| GO ID      | Description                                                                | FDR      |
|------------|----------------------------------------------------------------------------|----------|
| GO:0030335 | positive regulation of cell migration                                      | 9.22E-05 |
| GO:0031581 | hemidesmosome assembly                                                     | 9.22E-05 |
| GO:0030595 | leukocyte chemotaxis                                                       | 4.16E-04 |
| GO:0030198 | extracellular matrix organization                                          | 2.37E-03 |
| GO:0071526 | semaphorin-plexin signaling pathway                                        | 2.37E-03 |
| GO:0032967 | positive regulation of collagen biosynthetic process                       | 3.68E-03 |
| GO:0001657 | ureteric bud development                                                   | 3.87E-03 |
| GO:0006954 | inflammatory response                                                      | 4.09E-03 |
| GO:0051281 | positive regulation of release of sequestered calcium ion into cytosol     | 5.98E-03 |
| GO:0010818 | T cell chemotaxis                                                          | 6.49E-03 |
| GO:0008406 | gonad development                                                          | 6.49E-03 |
| GO:0001778 | plasma membrane repair                                                     | 8.72E-03 |
| GO:0032914 | positive regulation of transforming growth factor beta1 production         | 1.31E-02 |
| GO:0042327 | positive regulation of phosphorylation                                     | 1.71E-02 |
| GO:0071300 | cellular response to retinoic acid                                         | 1.71E-02 |
| GO:0060449 | bud elongation involved in lung branching                                  | 1.71E-02 |
| GO:0050710 | negative regulation of cytokine secretion                                  | 1.71E-02 |
| GO:0040037 | negative regulation of fibroblast growth factor receptor signaling pathway | 1.95E-02 |
| GO:0030322 | stabilization of membrane potential                                        | 2.37E-02 |
| GO:0045766 | positive regulation of angiogenesis                                        | 2.44E-02 |
| GO:0002040 | sprouting angiogenesis                                                     | 2.84E-02 |
| GO:0032526 | response to retinoic acid                                                  | 2.84E-02 |
| GO:0050918 | positive chemotaxis                                                        | 2.84E-02 |
| GO:0007567 | parturition                                                                | 2.84E-02 |
| GO:0006690 | icosanoid metabolic process                                                | 2.84E-02 |
| GO:0030850 | prostate gland development                                                 | 3.47E-02 |
| GO:1903671 | negative regulation of sprouting angiogenesis                              | 3.47E-02 |
| GO:0090050 | positive regulation of cell migration involved in sprouting angiogenesis   | 3.70E-02 |
| GO:0045880 | positive regulation of smoothened signaling pathway                        | 3.81E-02 |
| GO:0070373 | negative regulation of ERK1 and ERK2 cascade                               | 3.81E-02 |
| GO:0001649 | osteoblast differentiation                                                 | 3.81E-02 |
| GO:0007191 | adenylate cyclase-activating dopamine receptor signaling pathway           | 3.81E-02 |
| GO:0048333 | mesodermal cell differentiation                                            | 3.81E-02 |
| GO:0010564 | regulation of cell cycle process                                           | 3.81E-02 |
| GO:0009888 | tissue development                                                         | 4.19E-02 |
| GO:0010976 | positive regulation of neuron projection development                       | 4.19E-02 |
| GO:0043087 | regulation of GTPase activity                                              | 4.19E-02 |
| GO:1902287 | semaphorin-plexin signaling pathway involved in axon guidance              | 4.19E-02 |
| GO:0031018 | endocrine pancreas development                                             | 4.19E-02 |
| GO:0071305 | cellular response to vitamin D                                             | 4.19E-02 |
| GO:0050777 | negative regulation of immune response                                     | 4.19E-02 |
| GO:0046007 | negative regulation of activated T cell proliferation                      | 4.61E-02 |
| GO:0048843 | negative regulation of axon extension involved in axon guidance            | 4.61E-02 |
| GO:0048661 | positive regulation of smooth muscle cell proliferation                    | 4.61E-02 |
| GO:0098742 | cell-cell adhesion via plasma-membrane adhesion molecules                  | 4.61E-02 |
| GO:0001525 | angiogenesis                                                               | 4.99E-02 |

## Supplementary Figures

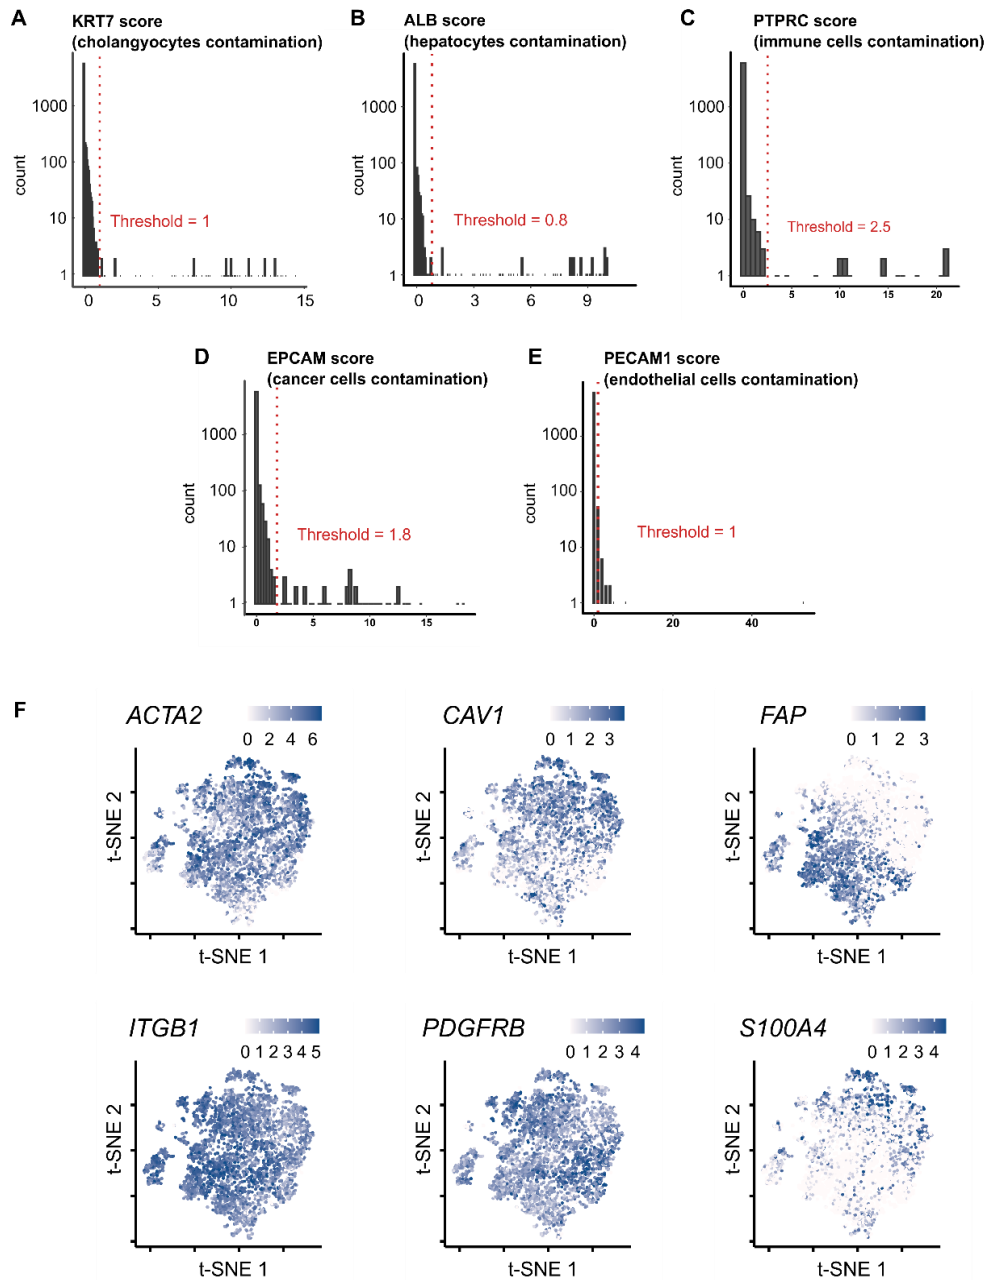

**Supplementary Figure 1.** (A) Elimination of contaminating cholangiocytes. Ten most *KRT7*-correlated genes: *KRT7*, *C3*, *SERPING1*, *TM4SF4*, *CXCL6*, *BICC1*, *DEFB1*, *DCDC2*, *APCS*, and *SCTR*; correlations between 0.72 and 0.81. Cells with *KRT7*-score  $\geq 1$  were removed (61 cells). (B) Elimination of contaminating hepatocytes. Ten most *ALB*-correlated genes: *ALB*, *AMBP*, *ORM1*, *HP*, *SERPINA1*, *APOA2*, *FGG*, *APOC3*, *APOC1*, *FGB*; correlations between 0.88 and 0.92. Cells with *ALB*-score  $\geq 0.8$  were removed (84 cells). (C) Elimination of contaminating immune cells. Ten most *PTPRC*(CD45)-correlated genes: *PTPRC*, *LAPTM5*, *CD3D*, *CD3G*, *CD2*, *CD52*, *CD7*, *CD3E*, *CD48*, and *ARHGAP9*; correlations between 0.61 and 0.74. Cells with *PTPRC*-score  $\geq 2.5$  were removed (17 cells). (D) Elimination of contaminating epithelial (cancer) cells. Ten most *EPCAM*-correlated genes: *EPCAM*, *CEACAM5*, *TFF3*, *CEACAM6*, *PHGR1*, *FXD3*, *AGR2*, *TSPAN8*, *S100P*, and *LGALS4*; correlations between 0.67 and 0.80. Cells with *EPCAM*-score  $\geq 1.8$  were removed (48 cells). (E) Elimination of contaminating endothelial cells based on CD31 (PECAM1) expression. Cells with *PECAM1* UMI  $\geq 1$  (non-normalized data) were removed (66 cells). (F) Gene expression of 6 classical CAF markers showing different patterns: *ACTA2*, *CAV1*, *ITGB1* and *PDGFRB* were uniformly expressed, while *FAP* and *S100A4* were only expressed in two distinct CAF subsets. This observation is discussed in Results.

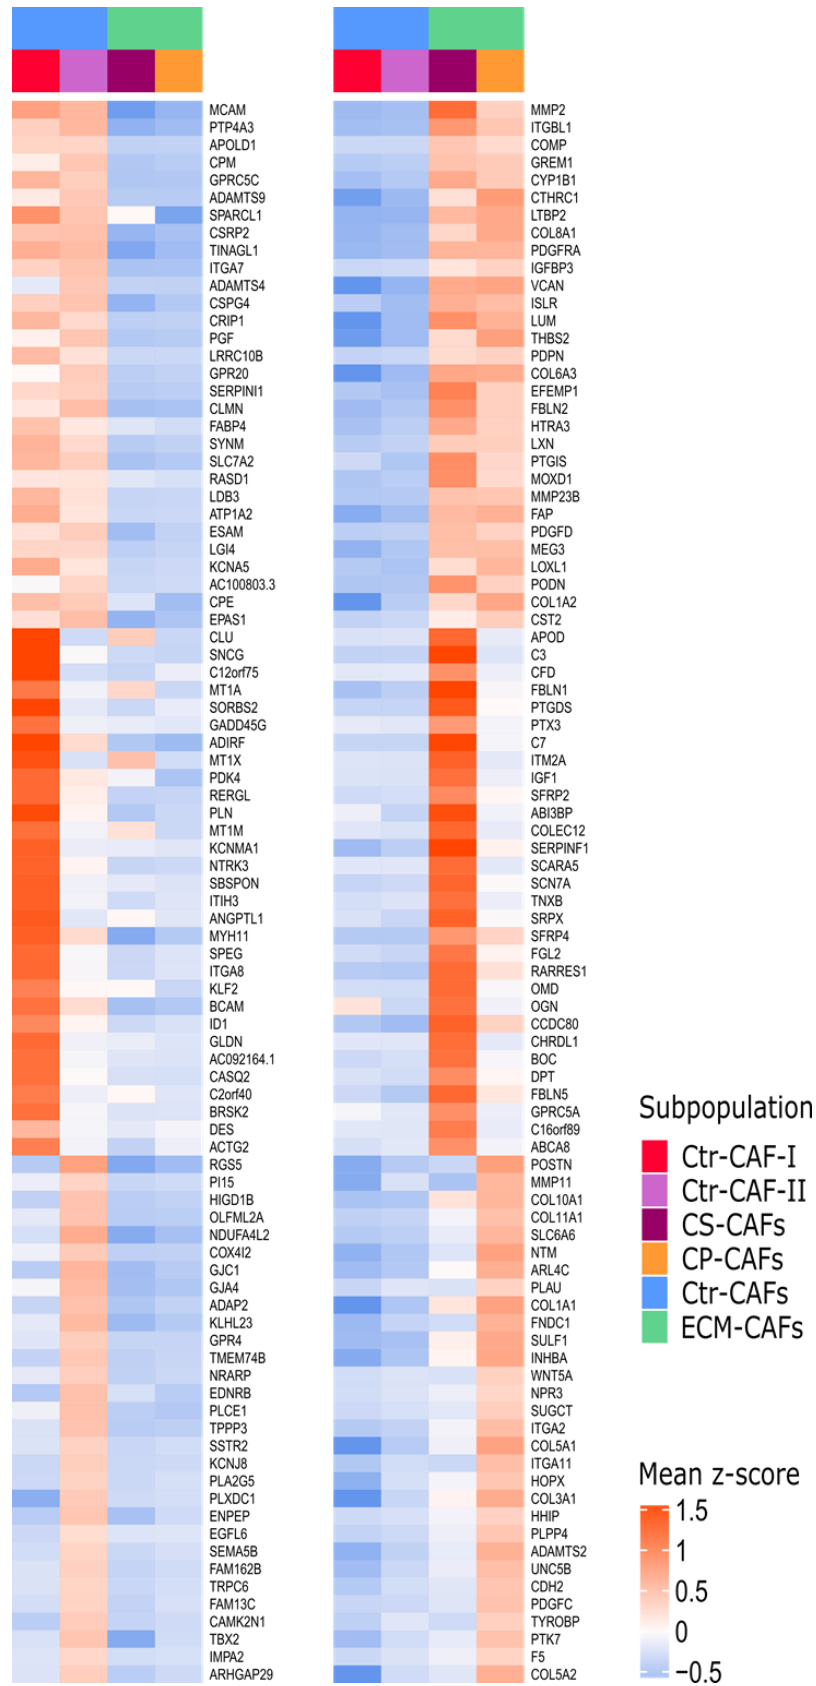

**Supplementary Figure 2.** CAF subpopulation gene signatures average expression.

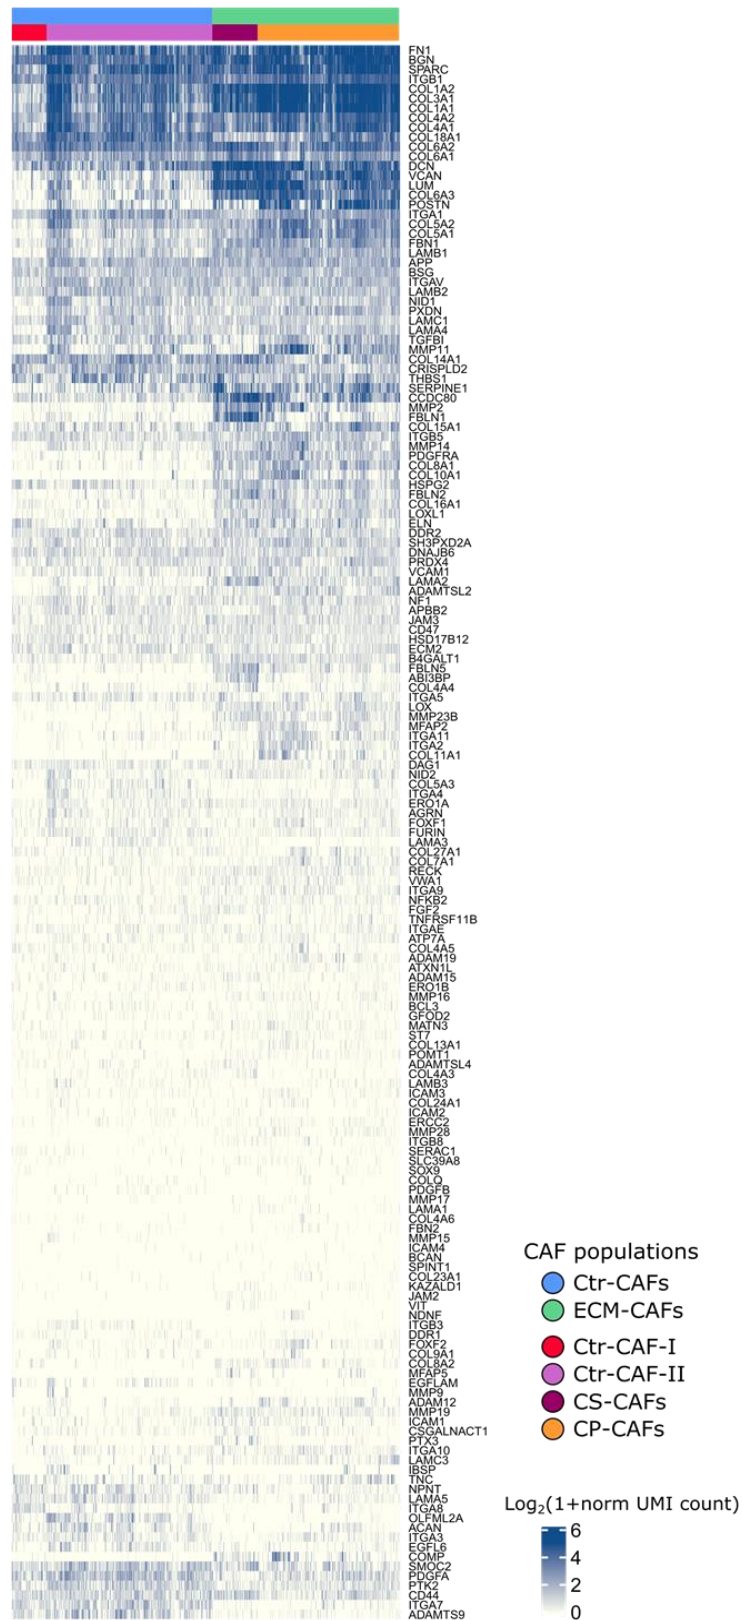

**Supplementary Figure 3.** ECM remodeling-associated genes and CAF markers.

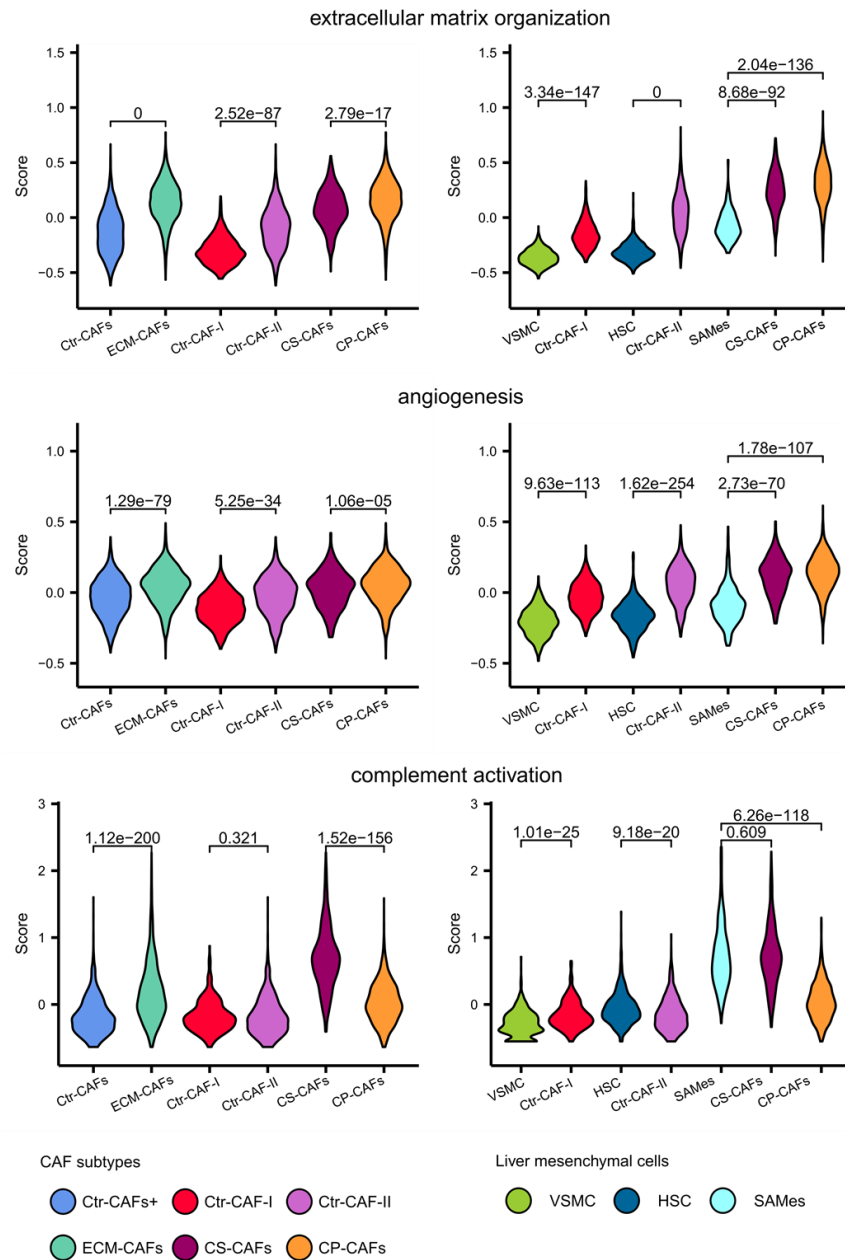

**Supplementary Figure 4.** GO Biological Process score comparisons (scores are averages of gene z-scores). Left panels compare CRC-LM CAF populations. Right panels compare these populations with their closest phenotypic match among mesenchymal cells in the liver.<sup>5</sup> (Wilcoxon test.)

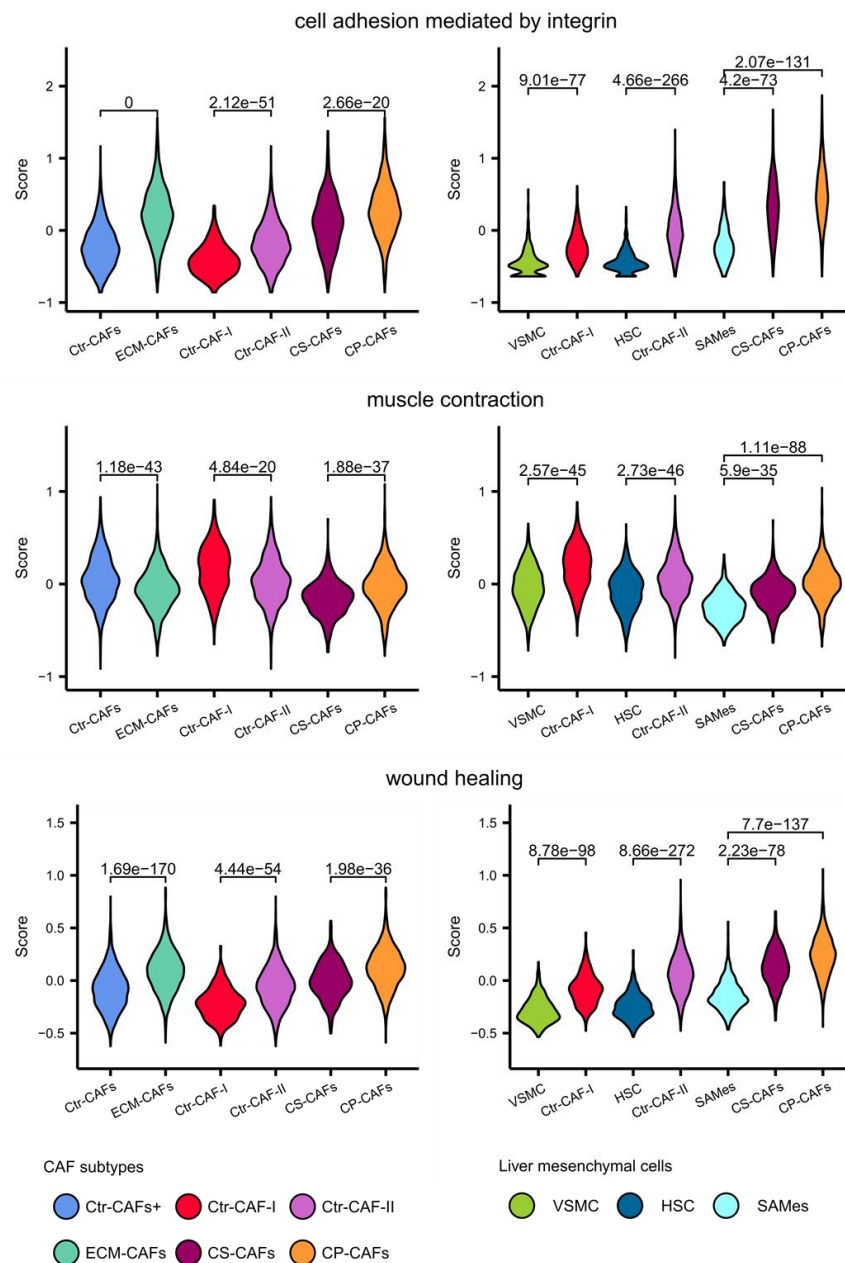

**Supplementary Figure 5.** GO Biological Process score comparisons (scores are averages of gene z-scores). Left panels compare CRC-LM CAF populations. Right panels compare these populations with their closest phenotypic match among mesenchymal cells in the liver.<sup>5</sup> (Wilcoxon test.)

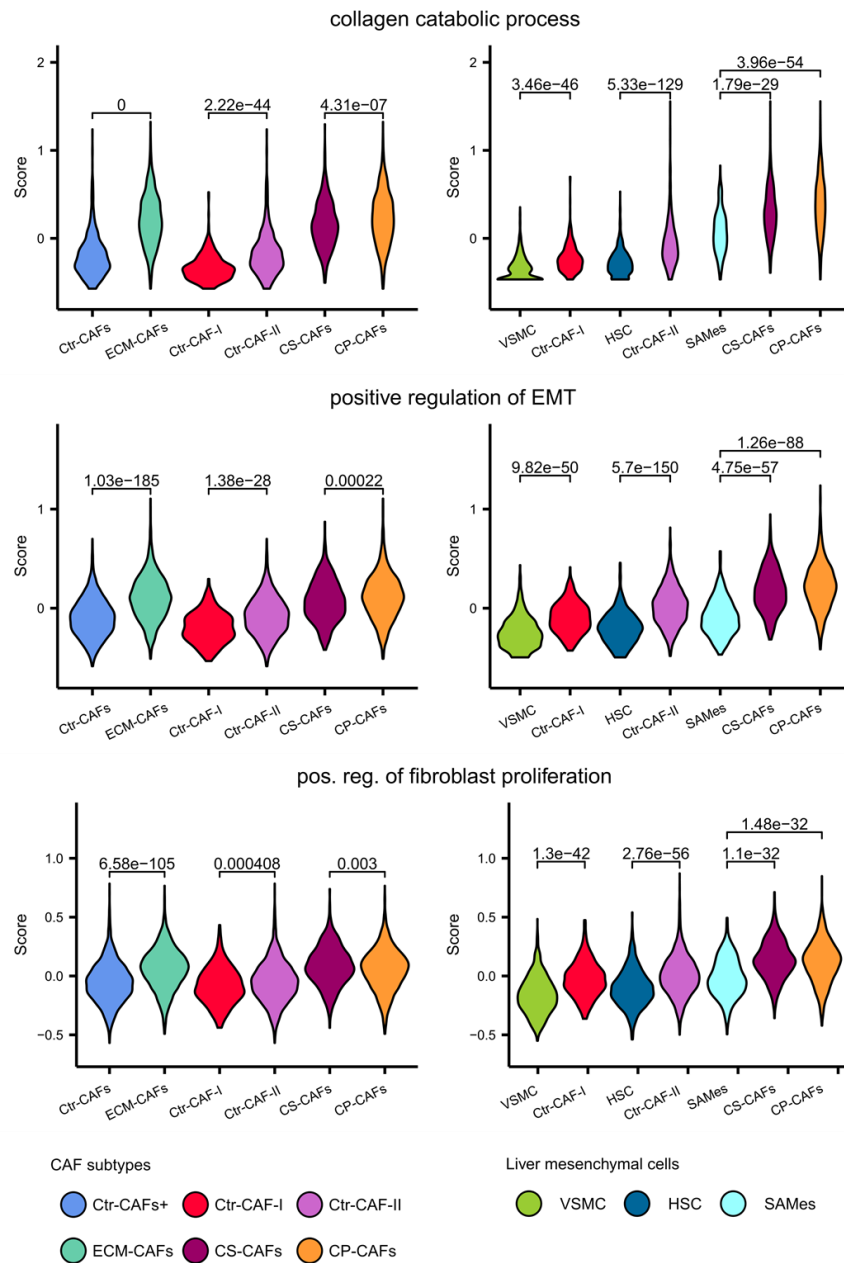

**Supplementary Figure 6.** GO Biological Process score comparisons (scores are averages of gene z-scores). Left panels compare CRC-LM CAF populations. Right panels compare these populations with their closest phenotypic match among mesenchymal cells in the liver.<sup>5</sup> (Wilcoxon test.)

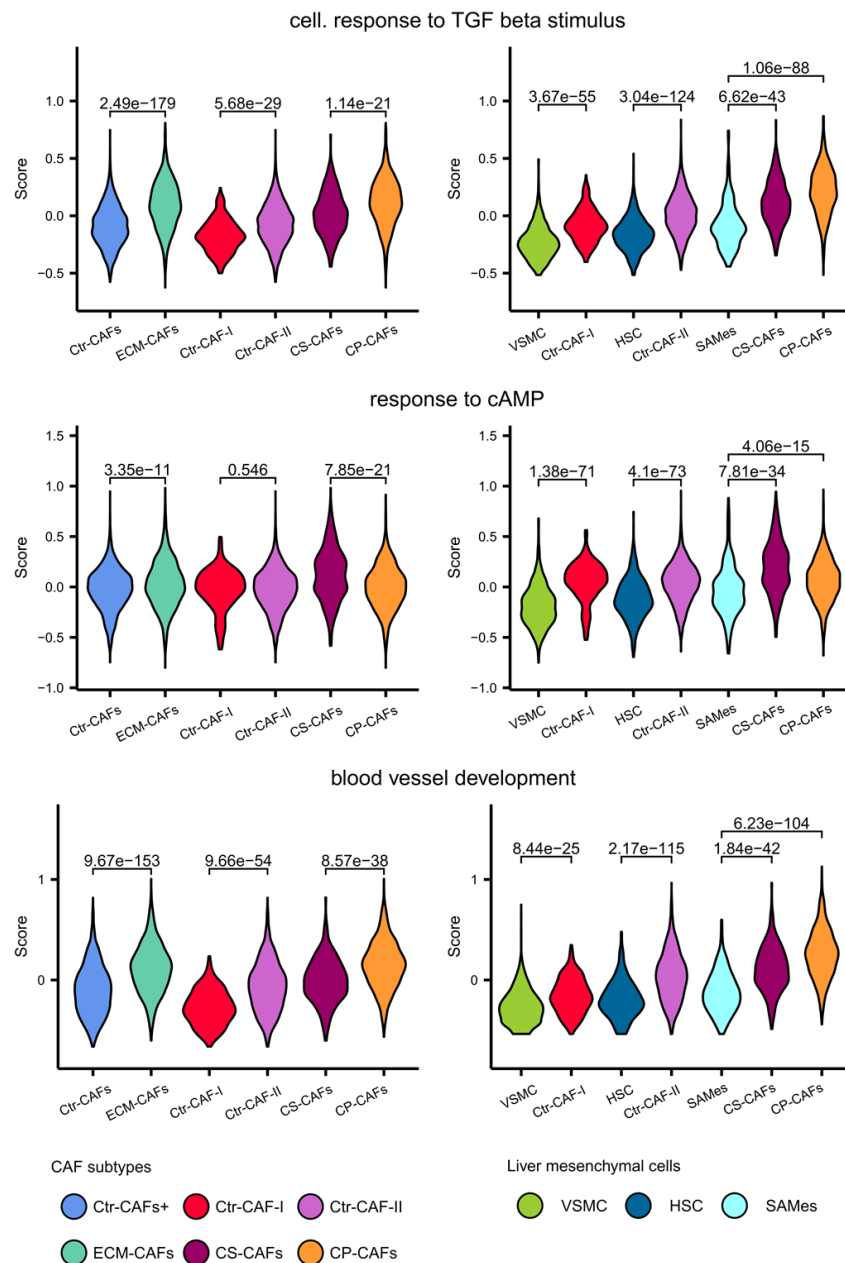

**Supplementary Figure 7.** GO Biological Process score comparisons (scores are averages of gene z-scores). Left panels compare CRC-LM CAF populations. Right panels compare these populations with their closest phenotypic match among mesenchymal cells in the liver.<sup>5</sup> (Wilcoxon test.)

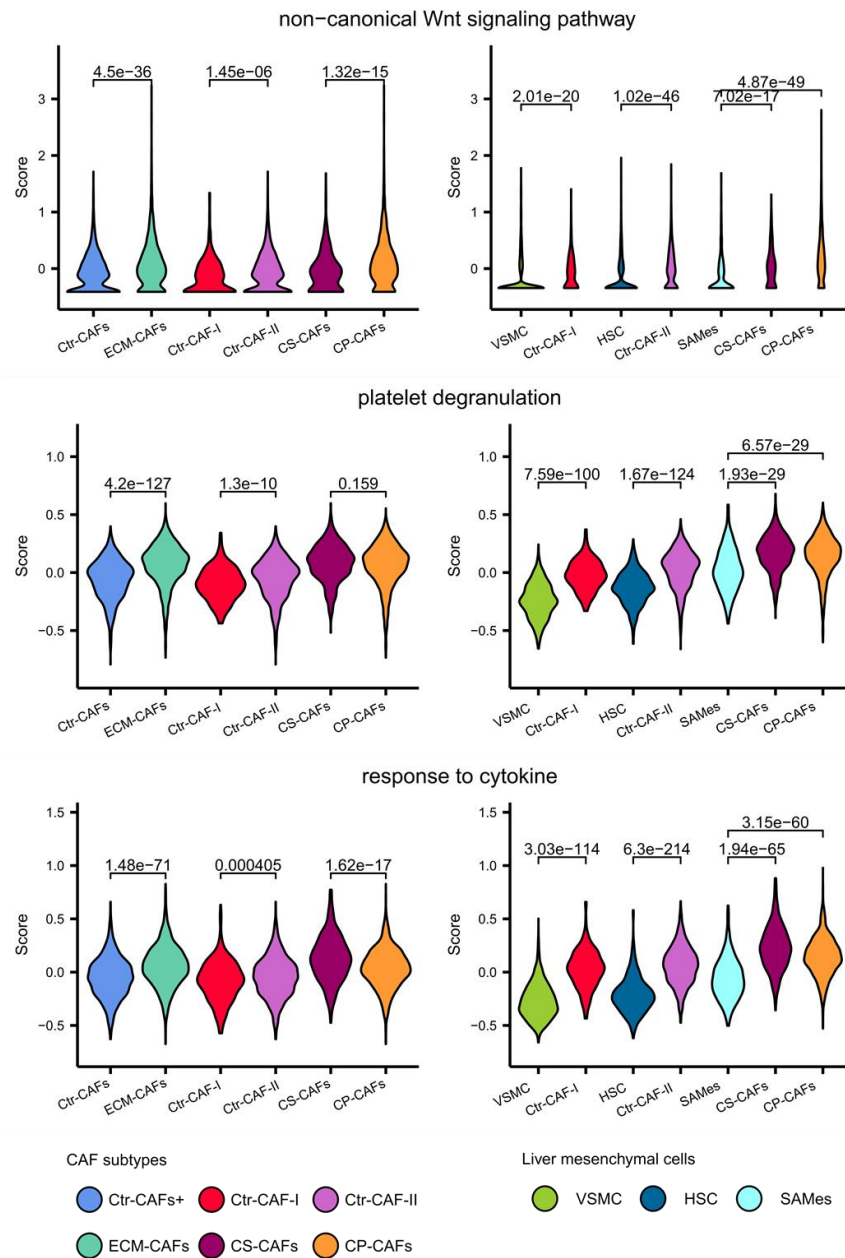

**Supplementary Figure 8.** GO Biological Process score comparisons (scores are averages of gene z-scores). Left panels compare CRC-LM CAF populations. Right panels compare these populations with their closest phenotypic match among mesenchymal cells in the liver.<sup>5</sup> (Wilcoxon test.)

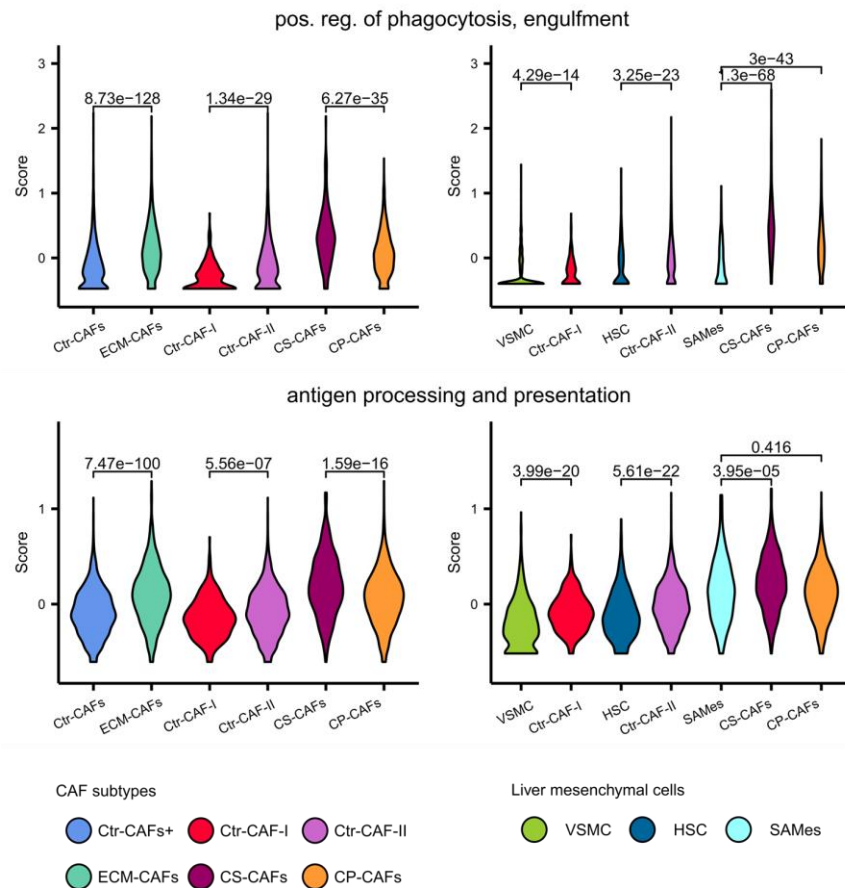

**Supplementary Figure 9.** GO Biological Process score comparisons (scores are averages of gene z-scores). Left panels compare CRC-LM CAF populations. Right panels compare these populations with their closest phenotypic match among mesenchymal cells in the liver.<sup>5</sup> (Wilcoxon test.)

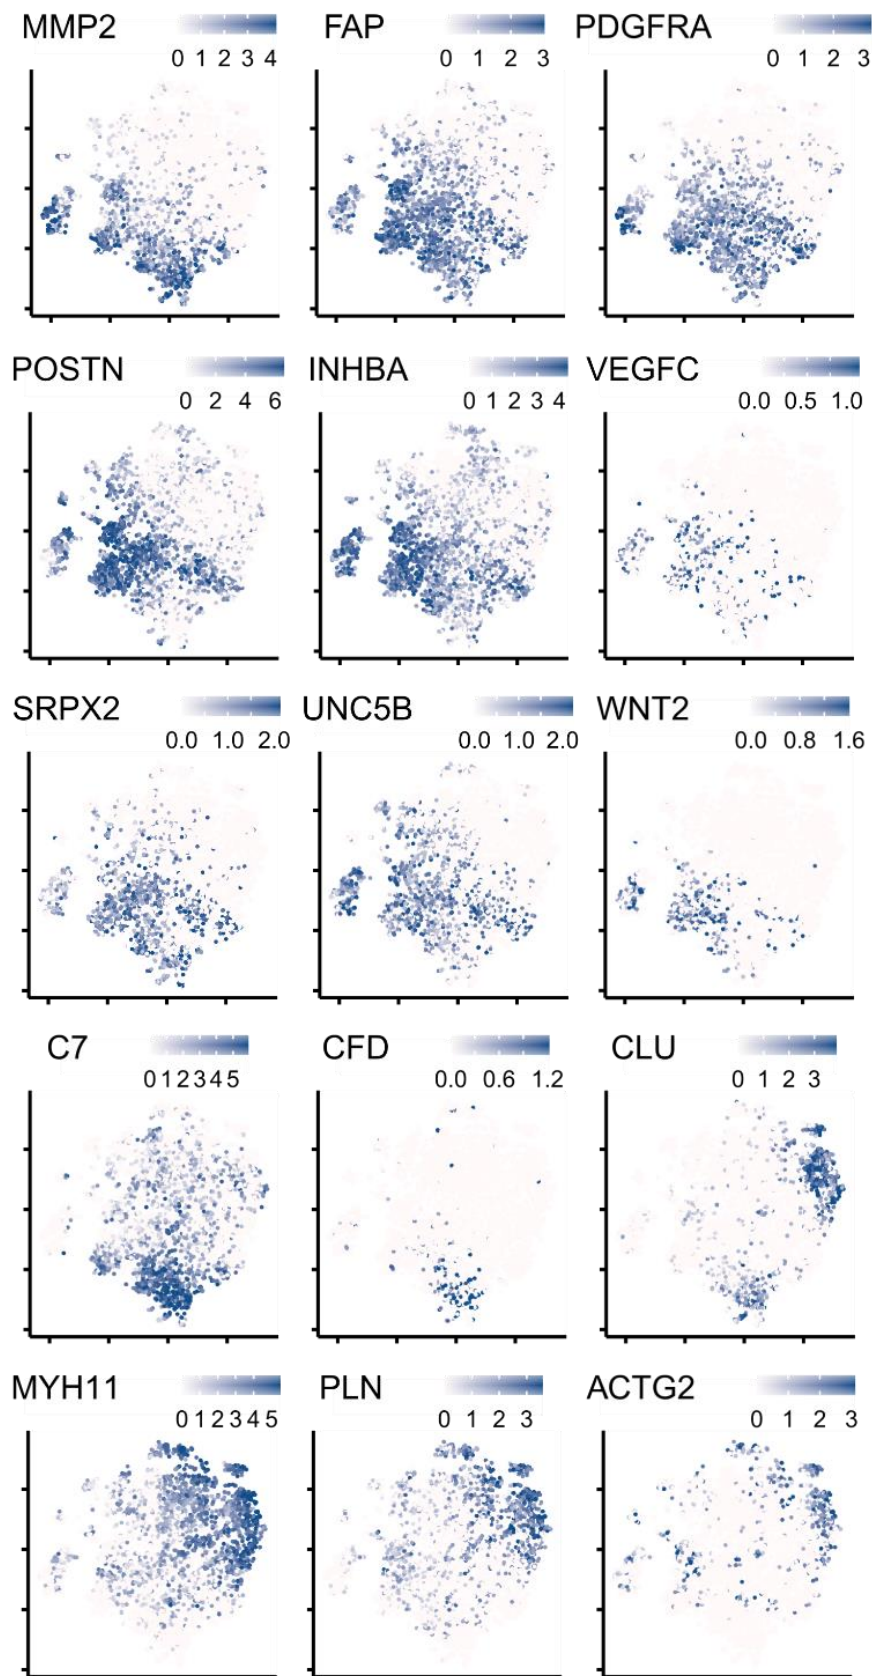

**Supplementary Figure 10.** Expression of representative genes.

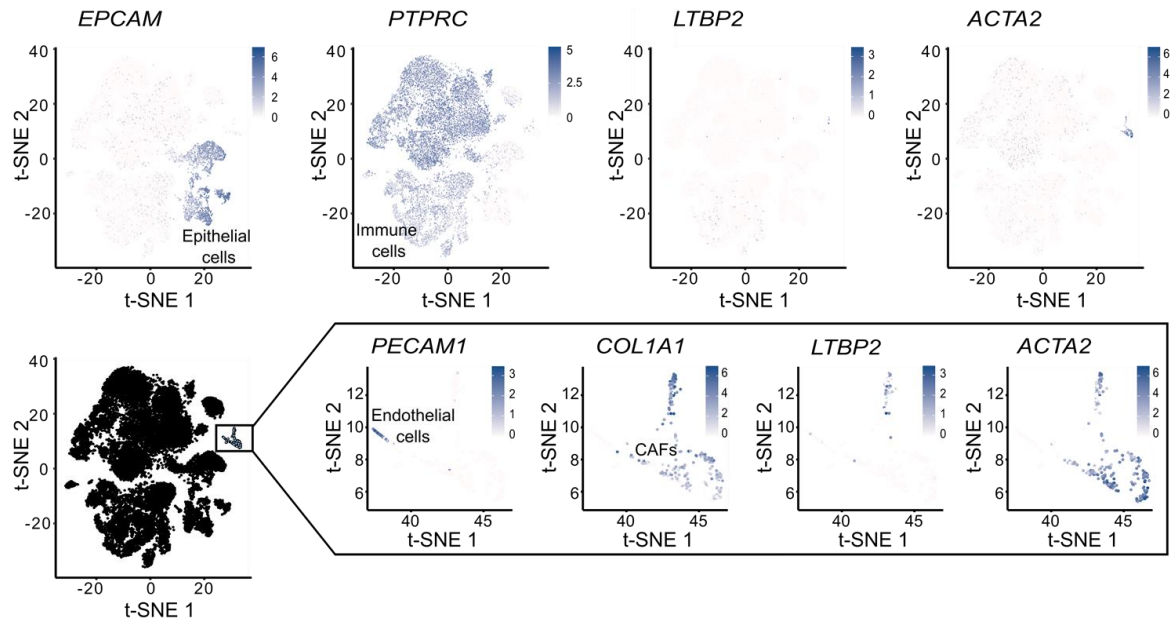

**Supplementary Figure 11.** Expression of *LTBP2* and *ACTA2* genes in Che et al. Data<sup>6</sup>. We note the absence of expression of the two genes in epithelial and immune cells (top), whereas *ACTA2* (and *COL1A1*) are expressed by all the CAFs and *LTBP2* only by subpopulation of CAFs (bottom). Neither *LTBP2* nor *ACTA2* are expressed by endothelial cells (bottom).

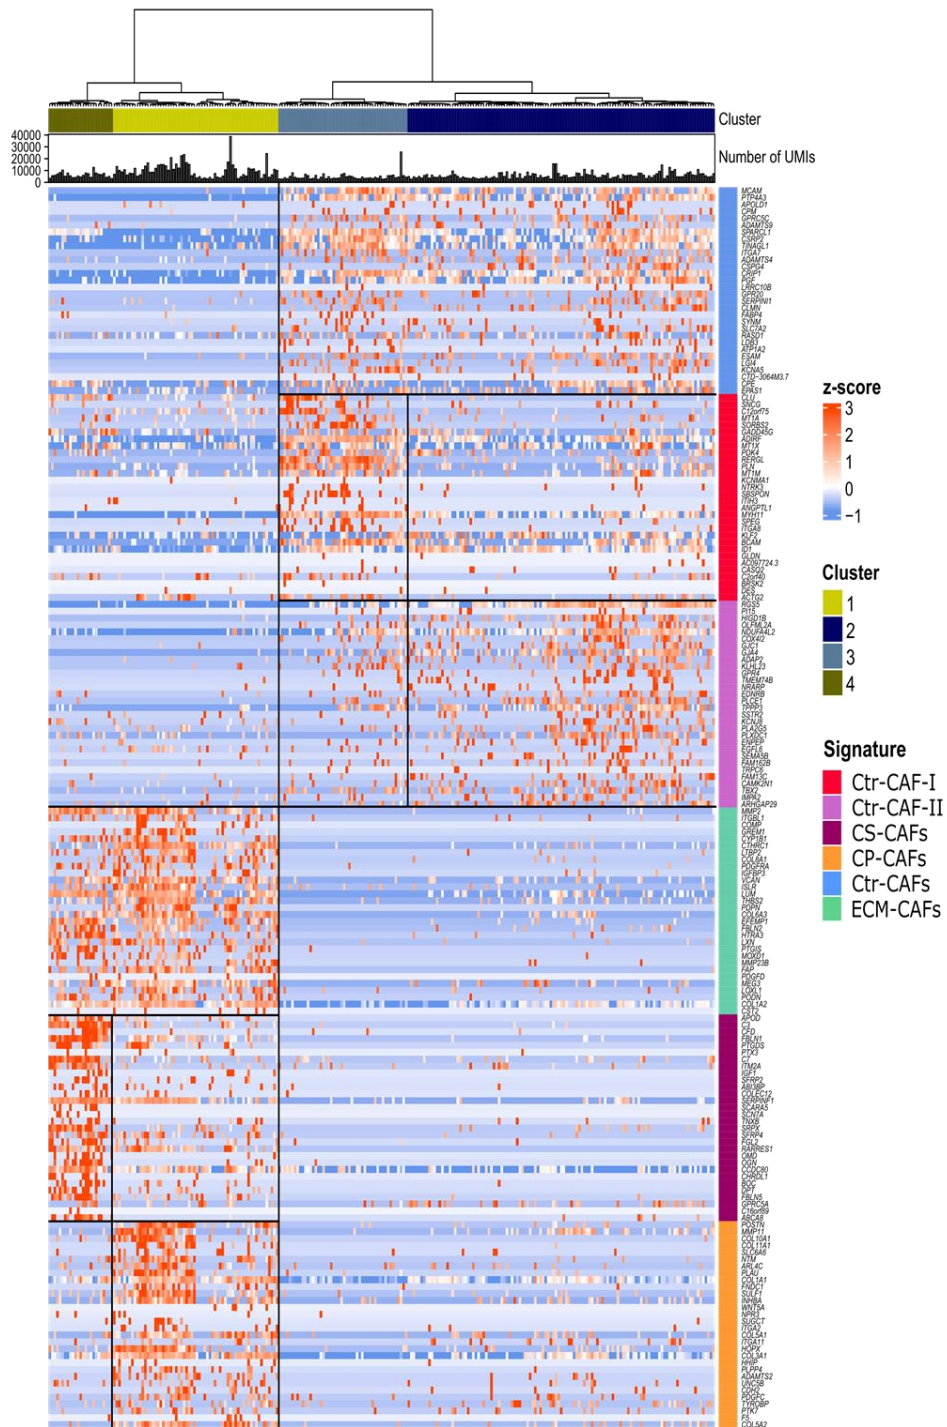

**Supplementary Figure 12.** Dendrogram and heatmap based on Che et al. CAF transcriptomes<sup>6</sup> restricted to the CAF population-defining signature genes of our study.

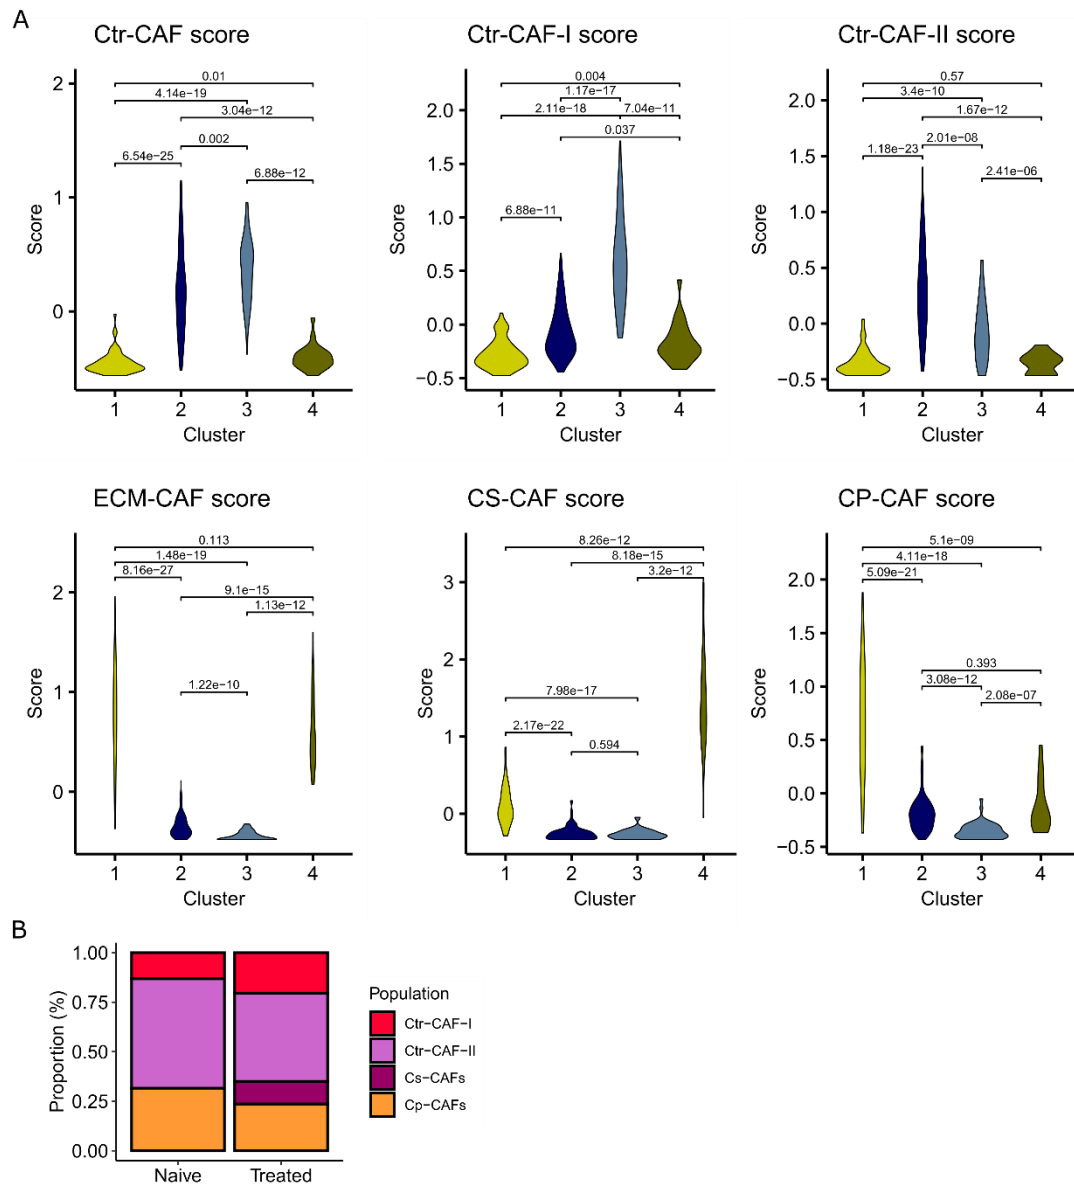

**Supplementary Figure 13.** (A) Scores of our gene signatures (average of gene z-scores) in the CAFs of Che et al.<sup>6</sup> CAFs were grouped according to the dendrogram of Suppl. Fig. 11 above. (B) Proportion of CAF subtypes before/after chemotherapy in Che et al. No significant difference was found (multinomial test  $P = 4\%$ , Fisher exact test  $P = 5\%$ ).

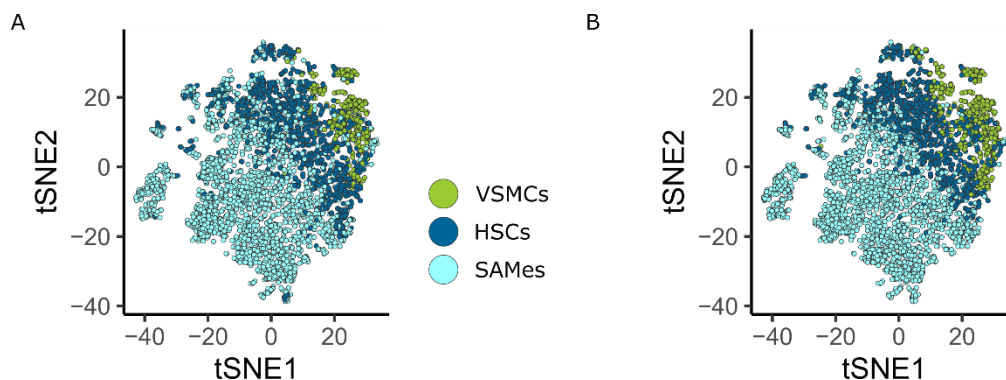

**Supplementary Figure 14.** (A) Support vector machine inference. (B) K-nearest neighbor inference.

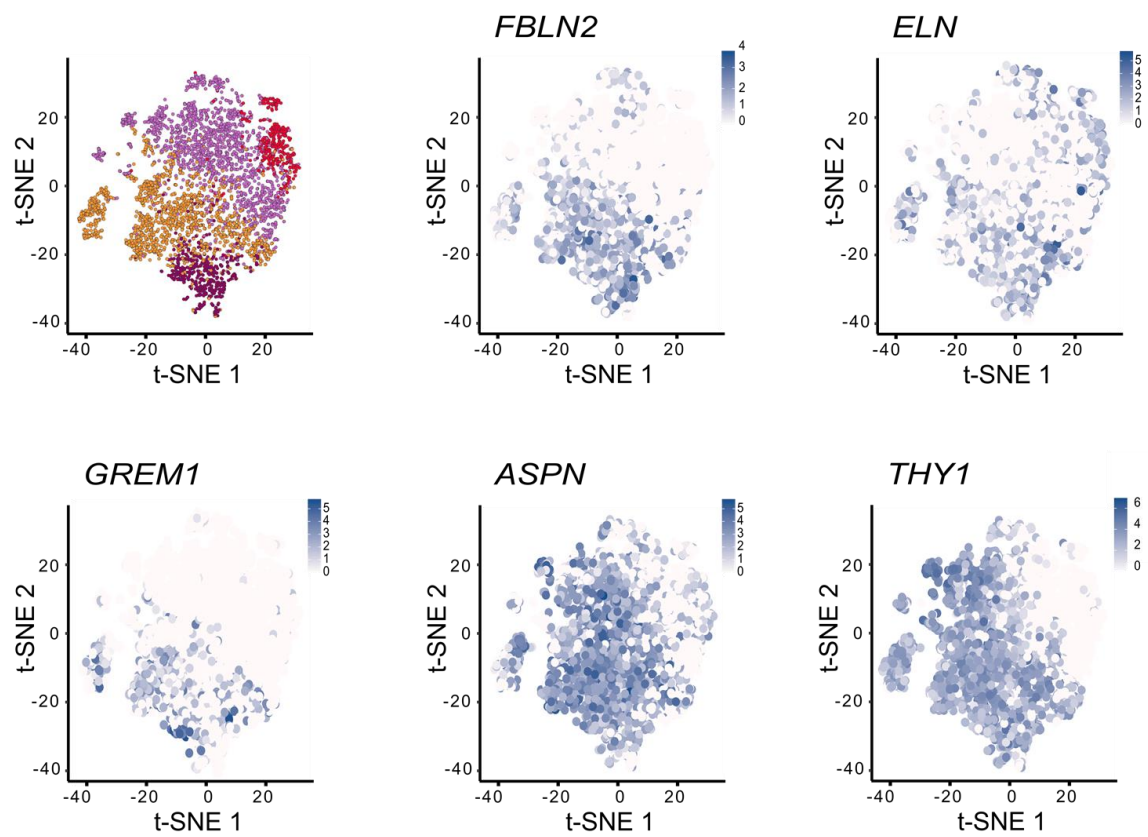

**Supplementary Figure 15.** Portal fibroblast genes not expressed by HSCs strongly associates with ECM-CAFs.

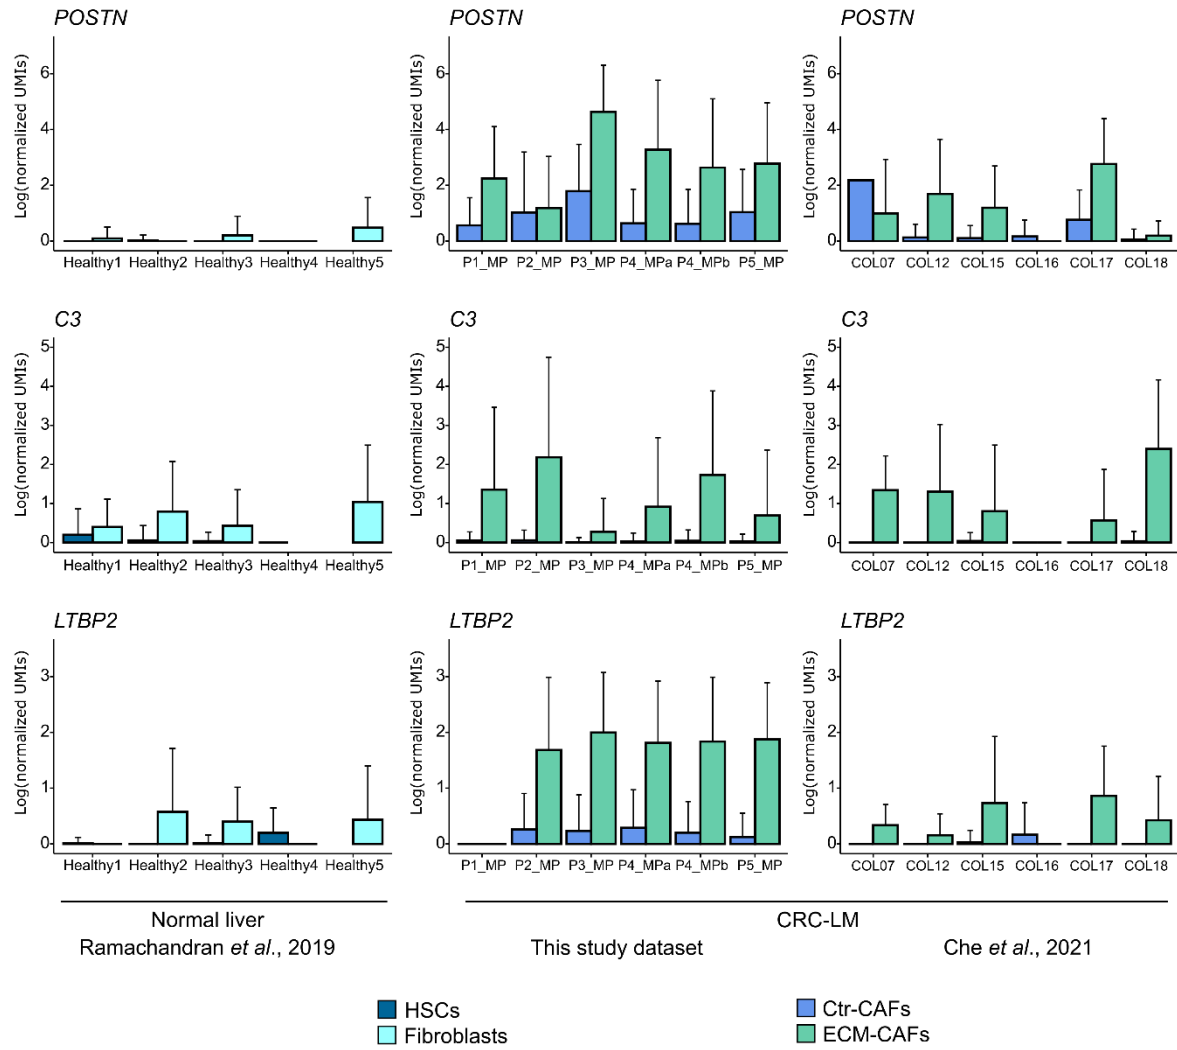

**Supplementary Figure 16.** *POSTN*, *C3*, and *LTBP2* expression in 5 healthy liver HSCs and fibroblasts (left), 6 metastases from our 5 patients (center) distinguishing ECM- and Ctr-CAFs, and in Che *et al.* 6 patients (right). Data were normalized by total UMI counts and log transformed according to Materials and Methods of the main paper. Error bars = 1 standard deviations. Bars devoid of error bars contained one cell only (Che *et al.* CAF transcriptomes only covered 258 CAFs in total).

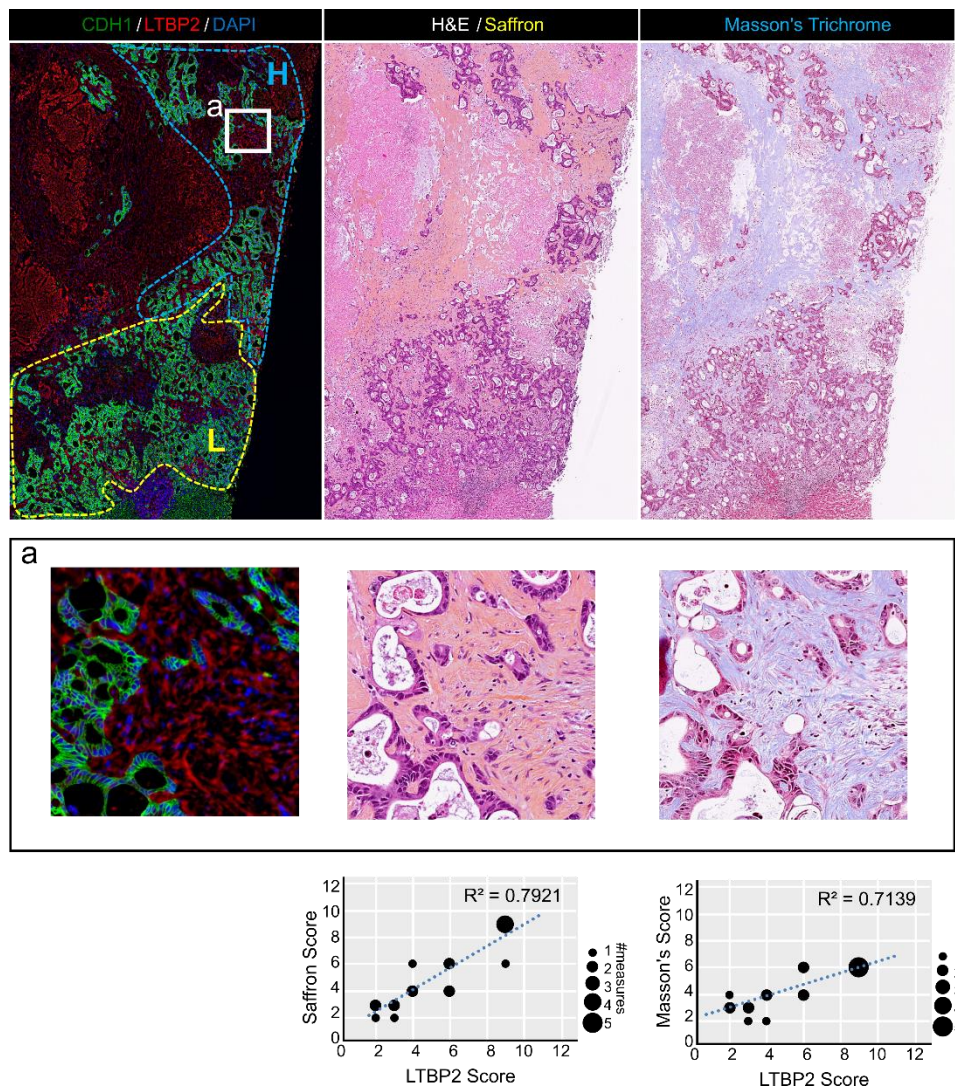

**Supplementary Figure 17.** Histological analysis of CRC-LM serial sections featuring (from left to right) LTBP2/CADH1 multiplexed fluorescence, hematoxylin/eosin Saffron and Masson's trichrome stain (representative images, DAPI is used as counterstain in IF). Collagen expression was evaluated by both Saffron and Masson's trichrome stains in two distinct areas per section, featuring low (L, yellow region) and high (H, blue region) LTBP2 expressions respectively.

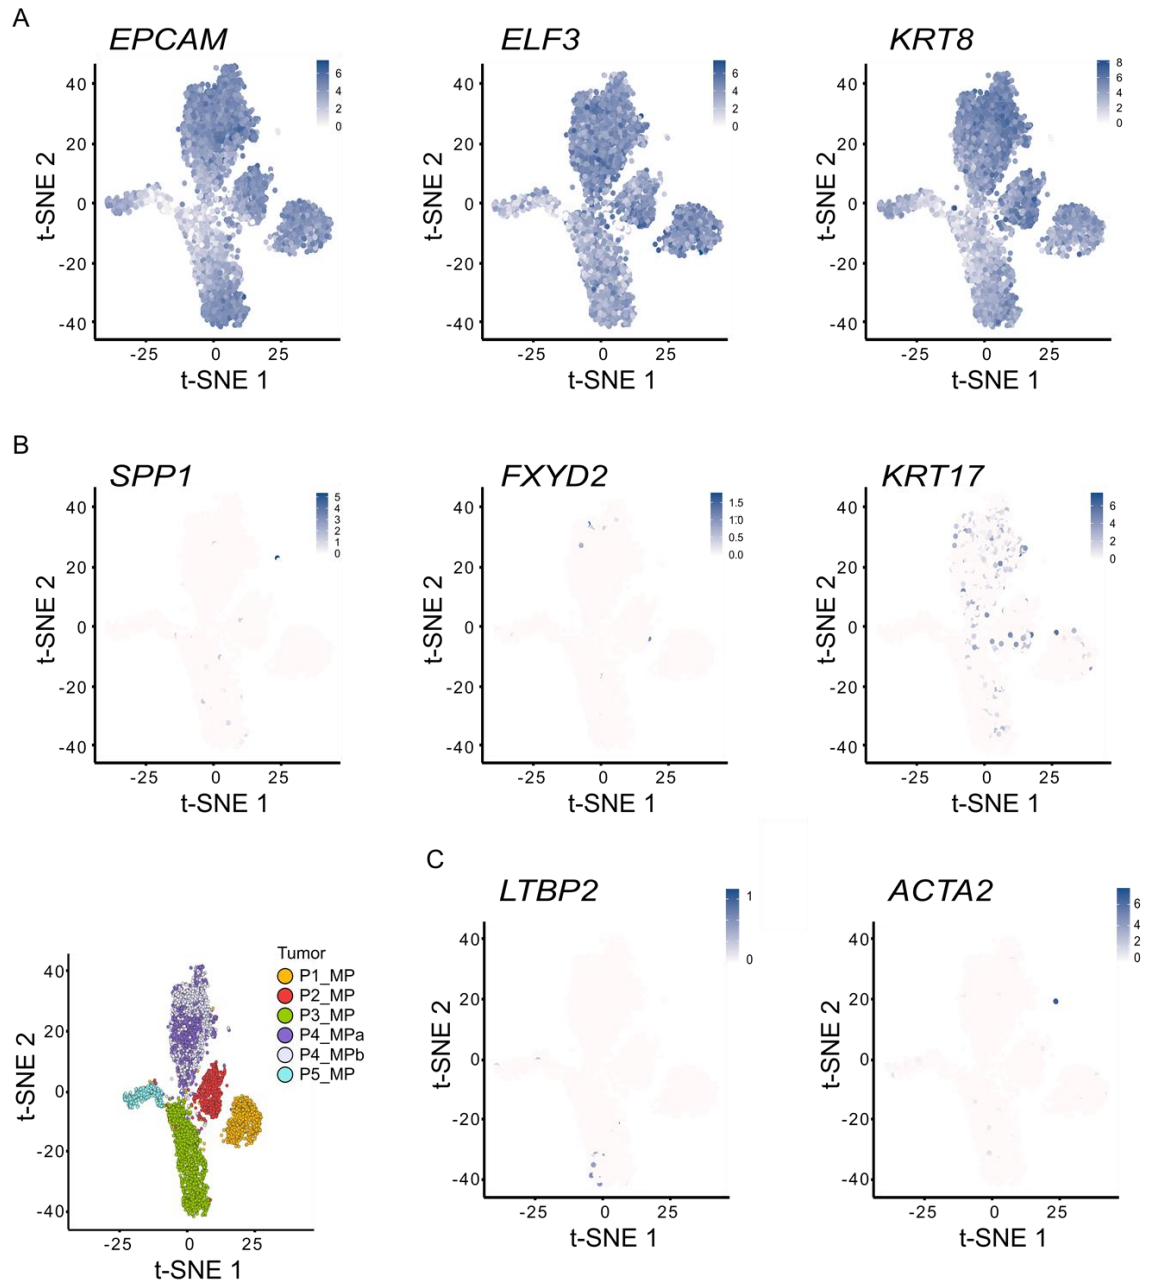

**Supplementary Figure 18.** (A) Epithelial cancer cell markers as defined in Che et al.<sup>6</sup>. (B) Healthy cholangiocyte markers from PanglaoDB. (C) Absence of ECM- (*LTBP2*) and pan-CAF (*ACTA2*) gene markers in epithelial cancer cells.

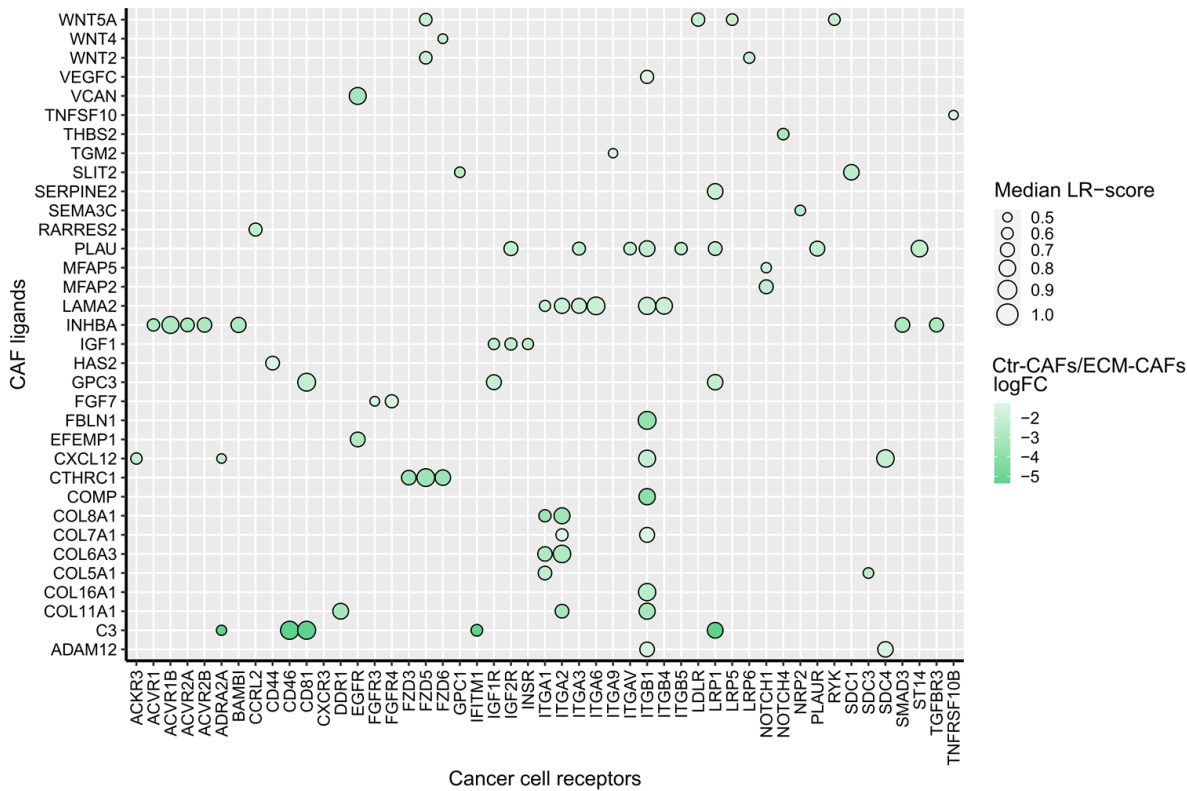

**Supplementary Figure 19.** Reliable LTBP2+ CAFs to cancer cell LR interactions, featuring a significant increase compared to MCAM+ CAFs.

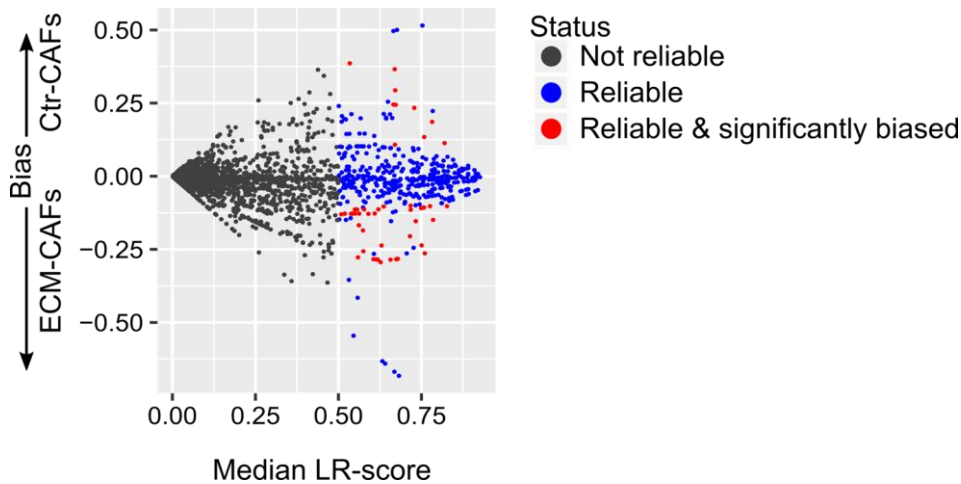

**Supplementary Figure 20.** Selection of reliable and significantly biased LR interactions between cancer cells and CAFs.

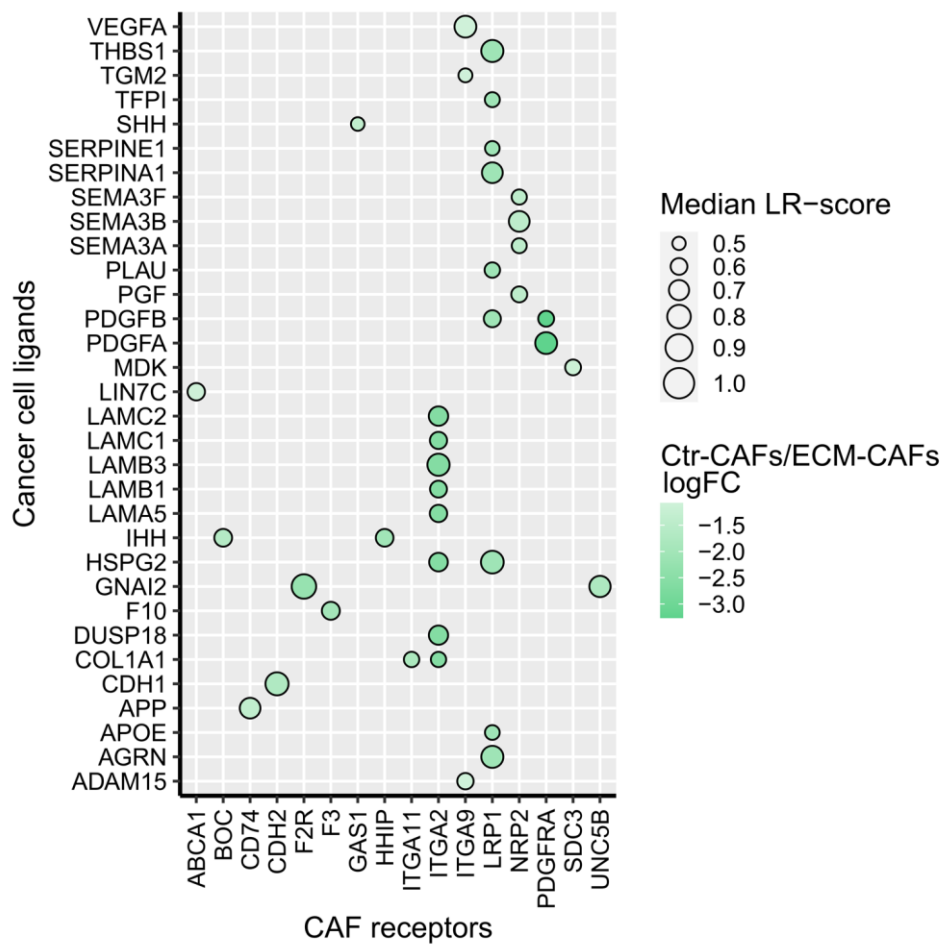

**Supplementary Figure 21.** Reliable cancer cell to ECM-CAF LR interactions, featuring a significant increase compared to Ctr-CAFs.

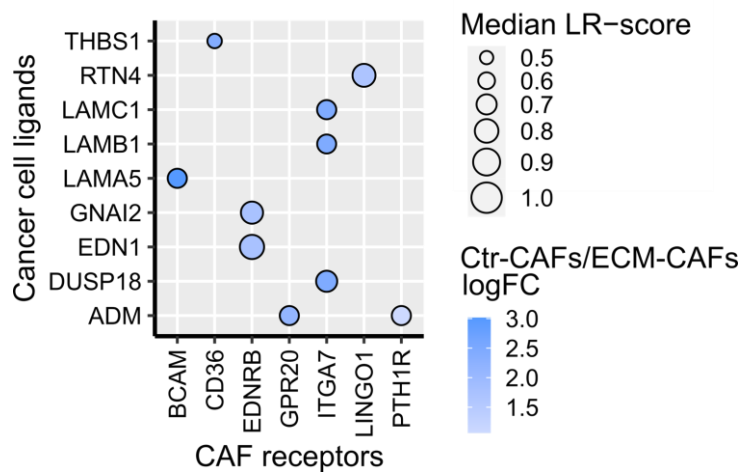

**Supplementary Figure 22.** Reliable cancer cell to Ctr-CAF LR interactions, featuring a significant increase compared to ECM-CAFs.

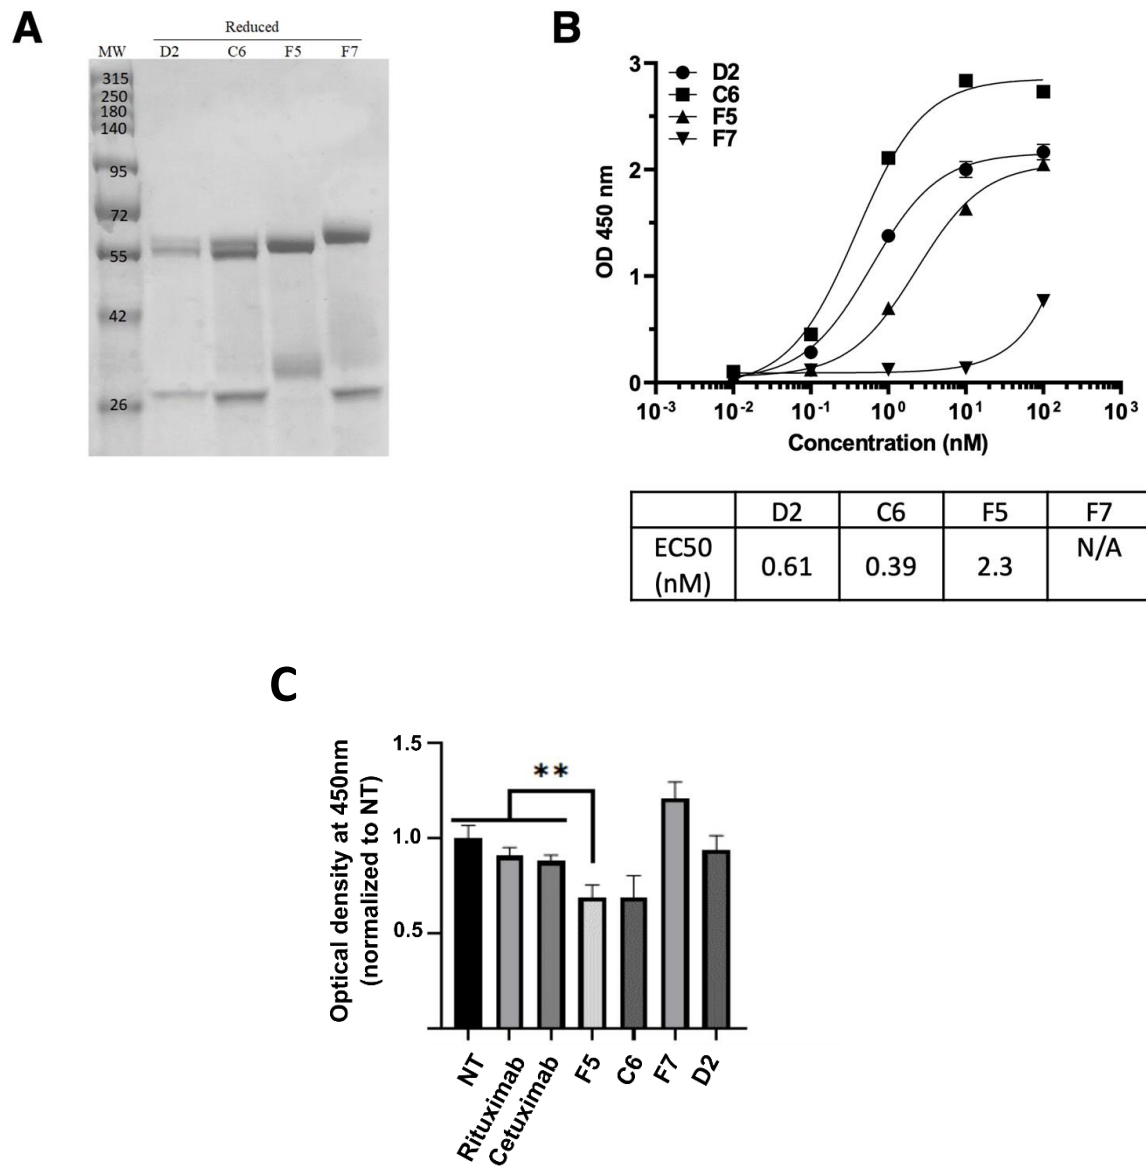

**Supplementary Figure 23. Characterization of anti-LTBP2 antibodies.** (A) Separative SDS-PAGE of 5  $\mu$ g of purified anti-LTBP2 IgG1, in reduced conditions. (B) Binding of anti-LTBP2 in the IgG1 format to recombinant LTBP2 was assessed by indirect ELISA (see material and methods). EC50 is indicated below the graph. F5-IgG1, C6-IgG1 and D2-IgG1 display EC50 in the nmolar range, EC50 of F7-IgG1 is not deductible from this experiment (n=2). (C) Depletion of patient CAFs upon treatment with antibodies against LTBP2. \*\*  $P < 0.01$ , t-test.

## A. Hepatocellular carcinoma

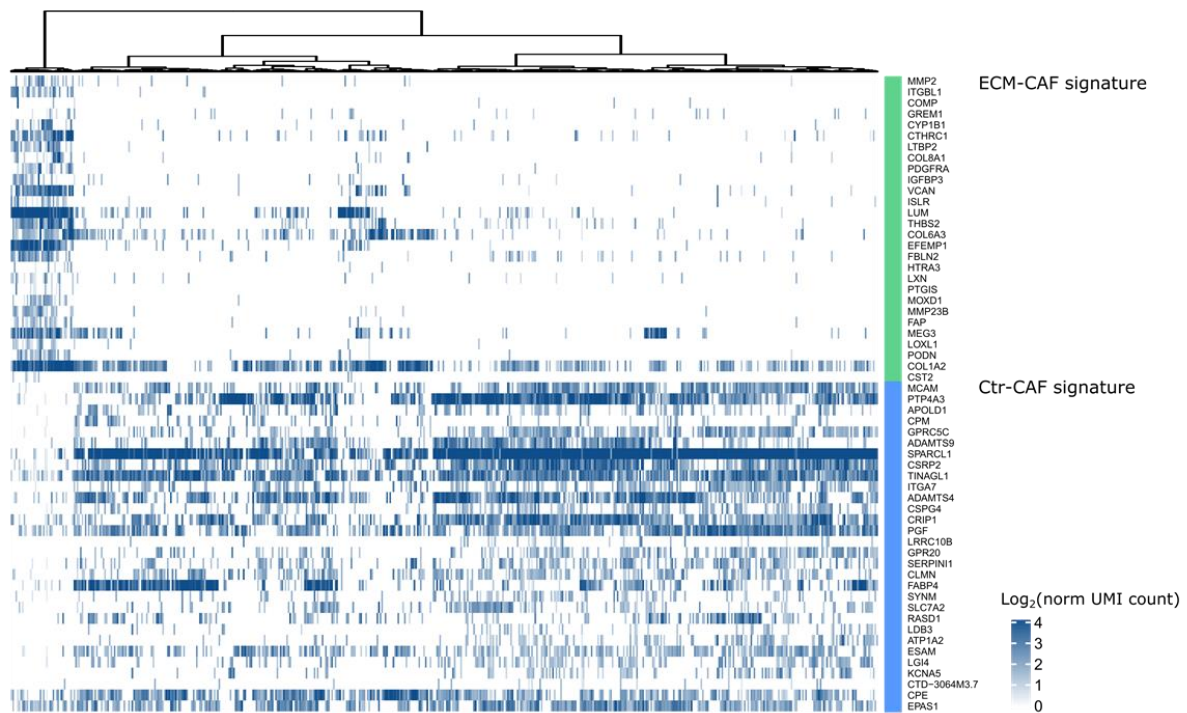

## B. Intrahepatic cholangiocarcinoma

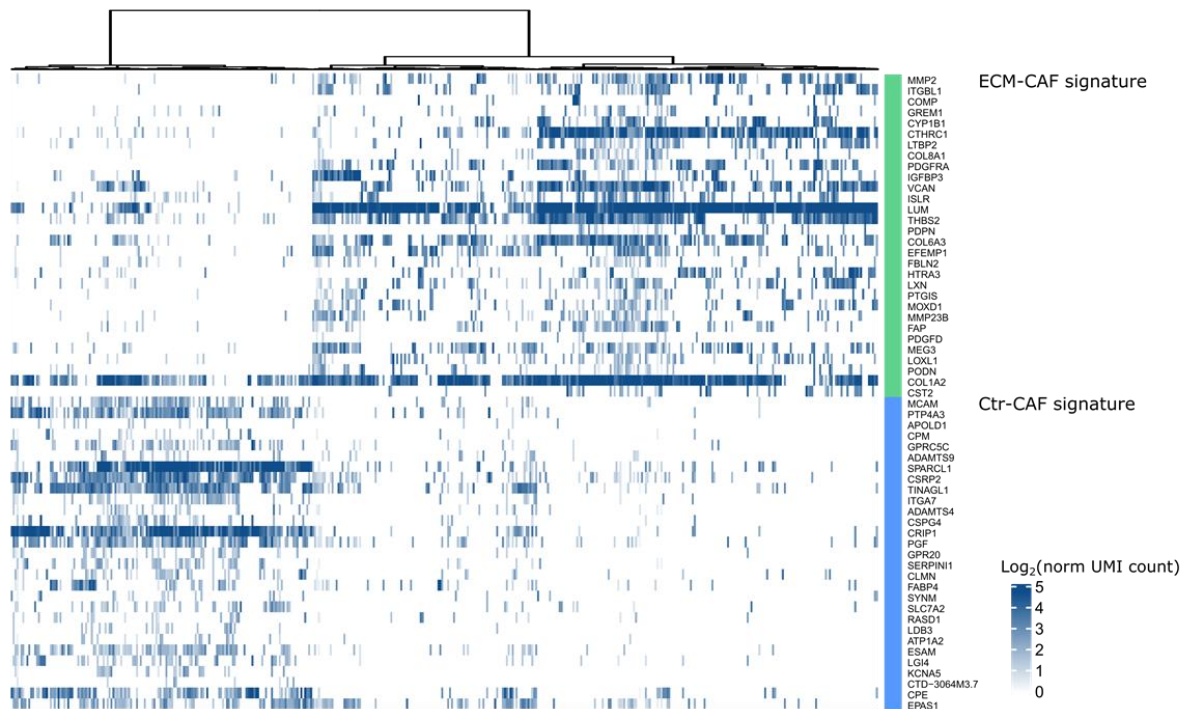

**Supplementary Figure 24.** LTBP2+ and MCAM+ gene signatures in hepatocellular carcinoma (A) and intrahepatic cholangiocarcinoma (B). Data from Ref.<sup>7</sup>

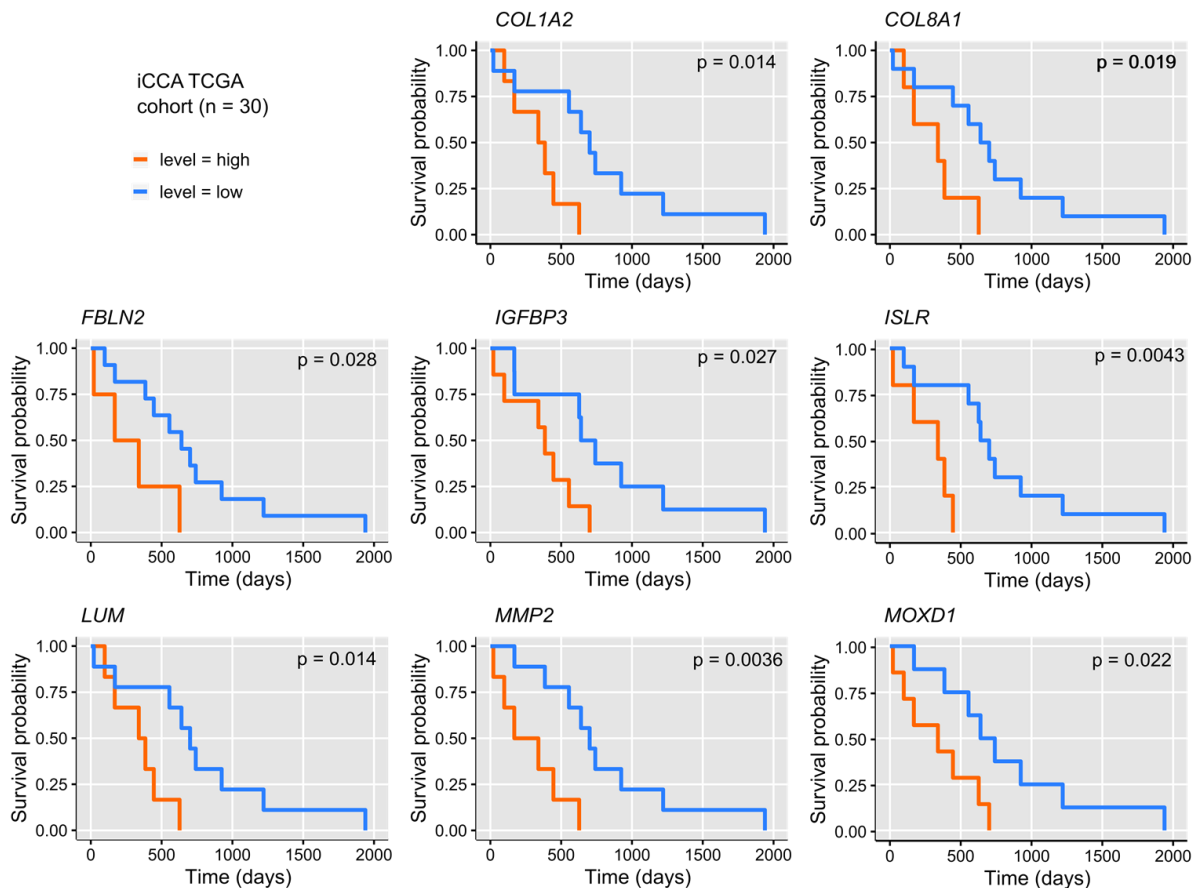

**Supplementary Figure 25.** Association between overall survival<sup>8</sup> and several genes of the ECM-CAF signature in TCGA intrahepatic CHOL (iCCA) patients. (Analyses were performed with R packages survival and survminer).

## References

- 1 MacParland SA, Liu JC, Ma X-Z, Innes BT, Bartczak AM, Gage BK *et al.* Single cell RNA sequencing of human liver reveals distinct intrahepatic macrophage populations. *Nat Commun* 2018; **9**: 4383.
- 2 Gu Z, Eils R, Schlesner M. Complex heatmaps reveal patterns and correlations in multidimensional genomic data. *Bioinformatics* 2016; **32**: 2847–2849.
- 3 Qian J, Olbrecht S, Boeckx B, Vos H, Laoui D, Etlioglu E *et al.* A pan-cancer blueprint of the heterogeneous tumor microenvironment revealed by single-cell profiling. *Cell Res* 2020; **30**: 745–762.
- 4 Kieffer Y, Hocine HR, Gentric G, Pelon F, Bernard C, Bourachot B *et al.* Single-Cell Analysis Reveals Fibroblast Clusters Linked to Immunotherapy Resistance in Cancer. *Cancer Discov* 2020; **10**: 1330–1351.

- 5 Ramachandran P, Dobie R, Wilson-Kanamori JR, Dora EF, Henderson BEP, Luu NT *et al.* Resolving the fibrotic niche of human liver cirrhosis at single-cell level. *Nature* 2019; **575**: 512–518.
- 6 Che L-H, Liu J-W, Huo J-P, Luo R, Xu R-M, He C *et al.* A single-cell atlas of liver metastases of colorectal cancer reveals reprogramming of the tumor microenvironment in response to preoperative chemotherapy. *Cell Discov* 2021; **7**: 80.
- 7 Ma L, Hernandez MO, Zhao Y, Mehta M, Tran B, Kelly M *et al.* Tumor Cell Biodiversity Drives Microenvironmental Reprogramming in Liver Cancer. *Cancer Cell* 2019; **36**: 418-430.e6.

How the deposited data were processed for this re-analysis (not part of the article)

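RNA sequencing was analysed for 6 libraries of CCD18Co fibroblasts, 3 transfected with siRNAs against *LTBP2* and 3 with a non-targeting pool. The authors aligned paired reads of stranded, ribosomal RNA depleted libraries to GRCh38 with STAR and deposited raw counts per gene from HTSeq-count. The Ensembl release, the tool versions, the strand setting of the counting and the low-count filter are not given in the sources used here. The deposited table holds 60663 genes, of which 27067 had a count of 0 in every library, and no column of another series was used. Of its gene identifiers, 60462 are in GENCODE 44, and 95.7% of those have the same start there. Between 44663424 and 53576899 reads per library were counted on genes, which limits the precision for genes of few counts, such as the 73 deregulated genes with a mean under 1 CPM. The most abundant 50 genes took between 13.4% and 14.5% of the counts.

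The main test was edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM, glmQLFit and glmQLFTest, two-sided, no block). Deregulated genes had a Benjamini-Hochberg adjusted p below 0.01 and a fold change above 2. Standard errors are the log2 fold change divided by the square root of the test statistic. Genes named in the text were fixed before the data were examined, with the values of the paper's figures known: the labels of Fig. 6B, *LTBP1*, *LTBP3* and *LTBP4*, 7 fibroblast genes, the deregulated members of each list discussed, and the 5 higher and 5 lower deregulated genes of largest log2 fold change with a symbol, a mean of at least 1 CPM and no overlap between the groups, *LTBP2* excepted. Gene lists were the 6 signatures of Table S3, 6 gene families by symbol and 4 hand-written lists (hemidesmosome, interferon response, proliferation and TGF-beta response), tested with camera from limma 3.58.1. The gene ontology enrichment of the paper was not repeated. The values of 1 gene named by the rule are left out and are not reported here.

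Alternatives fixed before the data were examined were the likelihood ratio test (also with 1 common dispersion and with no filter), DESeq2 1.42.0, RLE, upper-quartile and total-count scaling, no filter and a filter of 1 CPM in 3 libraries, the replicate number as a block, other thresholds and leaving out each library. Corrections for GC content and transcript length and leaving out the 50 genes of highest counts were added after the data were seen. Libraries of one group differed by far more than sampling noise, with a chi-square per degree of freedom between 27.73 and 55.1.

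The steps were tested on simulated data. With 200 genes of the comparison of siLTBP2 with siNT changed, 194 were among the 16625 genes run, and the quasi-likelihood test called 92.8% of them with 0% false calls. For words in 3′ UTRs, canonical transcripts of GENCODE 44 with a 3′ UTR of at least 50 bases were used for 12324 coding genes (98.6% of those tested). For each of 16202 words of 7 bases carried by at least 50 of them, the log2 fold change was regressed on the presence of the word, with UTR length, UTR GC content and expression as covariates, and compared with 100 shuffles.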

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

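The tests on the word GCACCCA were chosen only after the word had been seen in the search over all words, and before their own values were seen.

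The paper does not discuss the genes of largest change. Among the deregulated genes with a symbol, a mean of at least 1 CPM and no overlap between groups, the 5 highest log2 fold changes were 2.85 (*TMCC3*), 2.80 (*PODXL*), 2.71 (*STXBP5-AS1*), 2.62 (*ANGPTL4*) and 2.59 (*SEMA7A*). The 5 lowest were -2.88 (*CEND1*), -2.55 (*RHOXF1-AS1*), -2.52 (*IL16*), -2.40 (*NINJ1*) and -2.37 (*DPP4-DT*). Each kept its call with any 1 library left out. *STXBP5-AS1*, *IL16* and *DPP4-DT* overlap a tested gene on the other strand, and the strand setting of the counting is not given, so their counts are uncertain. Reads of the overlapping gene would move both alike. *STXBP5* changed by 0.64, *STARD5* (which overlaps *IL16*) by -0.12 and *DPP4* by -1.43 on the log2 scale, and the smallest gap was 0.94, for *DPP4-DT*. *DPP4* was itself deregulated, in the direction of *DPP4-DT* (adjusted p = 8.5e-05 from edgeR's quasi-likelihood test), while *STXBP5* and *STARD5* were not deregulated. A contribution of such reads therefore stays open for *DPP4-DT*. *CEND1* and *NINJ1* carry 1 copy each of the word GCACCCA in the 3′ UTR, *IL16* none. An effect of losing *LTBP2* and an effect of the siRNAs on other transcripts both stay open for these genes.

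Genes with the word GCACCCA in the 3′ UTR were lower in siLTBP2, with a t of -15.94, where the lowest of 100 shuffles over all words was -4.93. This was flagged because the paper does not analyse sequence words. The 1455 carriers had a median log2 fold change of -0.15, against 0.02 for the other genes. Of the 175 downregulated genes with a 3′ UTR, 73 (41.7%) carried it, against 11.8% of all such genes (Fisher's exact test across genes, p = 5.4e-24). In all, 12 words passed the shuffles, most of them overlapping this one. The word occurs 4 times in the canonical *LTBP2* transcript, 3 times in the coding sequence and once in the 3′ UTR, as the target of an siRNA would need. Of the 20 leading words, 17 occur in that transcript, against 33.3% of all words, but they share bases with each other, so the Fisher p of 2.8e-06 overstates this.

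Several explanations of this pattern were argued against. Of 102 other words of the same bases the lowest t was -3.98. Left out of these were AGCACCC (t of -8.04) and CACCCAG (-5.51), which have the same bases but share all but 1 base in a row with the word, so their sites can overlap its own. Since none of these words came near -15.94, base composition alone does not give it. The reverse complement had a t of -0.18. Carriers were lower than the other genes in each siLTBP2 library, with differences of medians of -0.15, -0.15 and -0.19. A candidate explanation is that an siRNA of the *LTBP2* pool acts on other transcripts through its seed, the bases near its 5′ end. The word in the coding sequence had a smaller t of -9.85, as such an effect would need. Genes with 2 or more copies had a median of -0.20 and those with 1 copy -0.14, a difference within the spread between genes (permutation test, two-sided, p = 0.17), so that part stays open. The siRNA sequences were not used here, and with 1 pool against *LTBP2*, a response to the loss of *LTBP2* through a regulator of the word is not excluded. Direct action through the word does not cover every downregulated gene. Of the 175, 102 lack it in the 3′ UTR, and 75 lack it in the coding sequence too. Genes that respond to lower carriers could lack it as well, so these counts cannot exclude the word as the origin of the whole response. The word was carried by 5.6% of upregulated genes with a 3′ UTR.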

How the results depend on the processing

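The *LTBP2* log2 fold change kept its direction and its call under every alternative run. The count of 434 deregulated genes was within 1.5 times under the likelihood ratio test (619), DESeq2 (467) and each other scaling. It was 710 (344 higher, 366 lower) under the likelihood ratio test with 1 common dispersion. With no low-count filter it was 680, with 356 lower, and with no filter in the likelihood ratio test 332 were lower. The cause of these changes was not tested. At an adjusted p below 0.05 with no fold change it was 3261 (1652 higher, 1609 lower), and below 0.01 it was 1550 (809 higher, 741 lower), since genes under 2-fold are added. Tested against a fold change of 1.5 it was 183 (96 higher, 87 lower). Without 1 library the count lay between 308 and 405, with 137 to 201 higher and 155 to 207 lower; without siNT replicate 2, the count of higher genes fell from 219 to 137.

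The libraries of both groups share numbers 1 to 3. The deviations of same-numbered libraries correlated at 0.30, 0.08 and 0.43, not all above 0.1, so the numbers were not taken to pair them. The choice is borderline, since libraries of different numbers correlated between -0.39 and 0.1, and a pairing is not excluded. On the second principal component of log2 CPM, with 20% of the variance, replicate 3 of both groups stood apart. Its values were -26.5 in siNT and -23.5 in siLTBP2, against 7.12 to 25.1 in the other libraries. This leans toward a pairing for that number. With the replicate block the quasi-likelihood test called 636 genes (336 lower), and the likelihood ratio test with the replicate block 693 (333 higher, 360 lower). *ITGA8* was called under both fits with the replicate block. Of the fibroblast genes, *PDGFRA* (log2 fold change 0.33, adjusted p = 0.0024) and *MMP2* (-0.28, adjusted p = 0.0044) had an adjusted p below 0.01 in the quasi-likelihood test with the replicate block, and none of the 7 was deregulated there.

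Among the lists behind the paper's statements, the hemidesmosome list passed 0.05 under fry (0.026), with no low-count filter (0.023) and by Fisher's exact test (3.5e-07). The integrins passed under fry (0.026), upper-quartile factors (0.047), total counts (0.036), no low-count filter (0.020) and 1 CPM in 3 libraries (0.024). With 1 library left out, the adjusted p lay between 0.03 and 0.12 for the integrins, between 0.032 and 0.77 for the collagens, between 0.062 and 0.16 for the hemidesmosome list and between 0.15 and 0.95 for ECM-CAF, whose direction reversed without siNT replicate 3 (0.90) or siLTBP2 replicate 1 (0.95). The collagens passed without siLTBP2 replicate 3 (0.032), and the chemokines without siNT replicate 1 (0.028) or siLTBP2 replicate 3 (0.040). Ctr-CAF-I passed under fry (0.026). The causes were not tested.

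Directions also reversed in lists whose camera test did not pass. With 1 library left out, the adjusted p lay between 0.36 and 0.88 for CS-CAF, between 0.48 and 0.91 for Ctr-CAF and between 0.25 and 0.91 for the interferon list, each with at least 1 reversal. CS-CAF also reversed with no low-count filter (0.98) and with the replicate block (0.83) and the interferon list with no low-count filter (0.98). By Fisher's exact test of deregulated members, which has no direction, CS-CAF passed (0.019), with 1 member higher and 2 lower. The log2 fold change of *INHBA*, 0.12 with all libraries, lay between -0.14 (without siLTBP2 replicate 3) and 0.24. Of the other alternatives of single genes, 47 lost a call and 9 gained one. Genes of few counts, such as *ESM1*, are limited by depth.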

Differences from the paper's values

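The count of deregulated genes was 434 here, and the paper's count is 496, within 1.5 times. The likelihood ratio test, which the paper's methods name, gave 619 here, and 642 with no low-count filter, also within 1.5 times of the paper's count. The paper labels *ITGA8* among the deregulated genes. Its log2 fold change here was -1.13, in the paper's direction, with an adjusted p of 0.021 from edgeR's quasi-likelihood test, so it was not called. Of the alternatives set before the data were examined, it was called under the likelihood ratio test, which the paper's methods name (adjusted p = 0.0013), under that test with 1 common dispersion or with no low-count filter, in the quasi-likelihood test with no low-count filter, and under both fits with the replicate block. It was not called by DESeq2 (adjusted p = 0.023). The other 11 labelled genes were called, with the paper's directions.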

Other observations

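The count over other splits of the libraries and the scalings of the proliferation genes were taken as tests of an explanation only after their results were seen, and the corrections for GC content and transcript length, leaving out the genes of highest counts and the search over words were added after the data were seen, before their own values.

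With the real groups 434 genes were deregulated, and with each of the 9 other splits of the 6 libraries into 3 and 3 there were 0, from edgeR's quasi-likelihood test. Each of those 9 splits mixes siNT and siLTBP2 libraries in both groups, so a difference between them widens the spread within groups. Their counts of 0 are therefore not a rate of false calls. Only 1 of 10 splits gave as many, and since 10 splits cannot give a share under 0.1, chance cannot be excluded by this count alone. After correction for each library's trend with GC content, 398 of the 434 genes remained deregulated, and after correction for transcript length 424 remained. Without the 50 genes of highest counts, 429 of the other 433 remained. These 3 trends are argued against as the cause of the deregulated genes. The interferon list had 0 deregulated genes of 36, a median log2 fold change of 0.06 and a camera adjusted p of 0.87. No interferon response to the transfected RNA that differs between the pools was thus seen. A small one is not excluded, since a test that does not pass cannot show that there is none.

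The 40 proliferation genes were higher in siLTBP2 as a set, with a camera adjusted p of 2.2e-10. Of the 40, 37 were higher, with a median log2 fold change of 0.39, and 12 had an adjusted p below 0.01 from edgeR's quasi-likelihood test. The largest log2 fold change was 0.99 (*PLK1*, named after its value was seen), and none was deregulated. The adjusted p was 0.037 under fry, 0.48 under camera with the inter-gene correlation estimated from the data, and 0.72 by Fisher's exact test of deregulated members, so the call depends on the set test. With 1 library left out, the camera adjusted p lay between 1e-12 and 3.1e-07. Other scalings gave at most 2e-09, but a scaling factor moves all genes of a library alike, so they do not test a cause here. The set moved as a difference in the share of dividing cells would need, and such a difference stays open as a contribution to the deregulated genes. Table S9 of the paper lists a cell cycle term for this comparison.

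For the upregulated genes, a candidate explanation for part of them is relief from the seed of an siRNA in the non-targeting pool. The highest t of a word was 5.11, for ACATCAA, just above the highest of 100 shuffles, 5.00, and this was the only word past it. The word was in the 3′ UTR of 23.5% of the upregulated genes and 10.7% of all genes. The margin is small, and the sequences of the pool were not used here.

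The paralogs of *LTBP2* moved in different directions. The log2 fold change was 0.87 for *LTBP1* (adjusted p = 0.0020 from edgeR's quasi-likelihood test), -0.92 for *LTBP3* (adjusted p = 0.0014) and -0.58 for *LTBP4* (adjusted p = 0.046). With all libraries none reached a fold change of 2, but *LTBP1* was called without siNT replicate 1 (log2 fold change 1.01, adjusted p = 0.0014) and *LTBP3* without siLTBP2 replicate 2 (-1.02, adjusted p = 0.0035). Of 7 genes that the paper uses for fibroblasts, *ACTA2*, *POSTN*, *C3*, *FAP*, *PDGFRA*, *MMP2* and *INHBA*, none was deregulated in the quasi-likelihood test with all libraries, with adjusted p between 0.13 and 0.69. *POSTN* was called under the likelihood ratio test with 1 common dispersion (log2 fold change 1.01).

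The signatures of Table S3 come from other cells than CCD18Co. ECM-CAF, with 20 genes tested, had a median log2 fold change of 0.26 and a camera adjusted p of 0.65, with *COL8A1* higher and *IGFBP3* lower. The adjusted p was 0.18 for Ctr-CAF-I (0.026 under fry, upward, and up to 0.48 under the other alternatives), 0.65 for Ctr-CAF-II, 0.87 for CS-CAF, 0.65 for CP-CAF and 0.65 for Ctr-CAF. The TGF-beta response list had an adjusted p of 0.61, with *TAGLN* higher and *THBS1* and *IGFBP3* lower. The 3′ UTR of *IGFBP3* holds 1 copy of the word GCACCCA, so an effect of the siRNAs on it stays open. The 3′ UTR of *PLXNA4*, which was higher, holds 1 copy too.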
